# TEM1/endosialin/CD248 promotes pathologic scarring and TGF-β activity through its receptor stability in dermal fibroblasts

**DOI:** 10.1186/s12929-024-01001-0

**Published:** 2024-01-23

**Authors:** Yi-Kai Hong, Yu-Chen Lin, Tsung-Lin Cheng, Chao-Han Lai, Yi-Han Chang, Yu-Lun Huang, Chia-Yi Hung, Chen-Han Wu, Kuo-Shu Hung, Ya-Chu Ku, Yen-Ting Ho, Ming-Jer Tang, Shu-Wha Lin, Guey-Yueh Shi, John A. McGrath, Hua-Lin Wu, Chao-Kai Hsu

**Keywords:** Keloid, Hypertrophic scar, TEM1/endosialin/CD248, TGF-β, Fibroblast activation

## Abstract

**Background:**

Pathologic scars, including keloids and hypertrophic scars, represent a common form of exaggerated cutaneous scarring that is difficult to prevent or treat effectively. Additionally, the pathobiology of pathologic scars remains poorly understood. We aim at investigating the impact of TEM1 (also known as endosialin or CD248), which is a glycosylated type I transmembrane protein, on development of pathologic scars.

**Methods:**

To investigate the expression of TEM1, we utilized immunofluorescence staining, Western blotting, and single-cell RNA-sequencing (scRNA-seq) techniques. We conducted in vitro cell culture experiments and an in vivo stretch-induced scar mouse model to study the involvement of TEM1 in TGF-β-mediated responses in pathologic scars.

**Results:**

The levels of the protein TEM1 are elevated in both hypertrophic scars and keloids in comparison to normal skin. A re-analysis of scRNA-seq datasets reveals that a major profibrotic subpopulation of keloid and hypertrophic scar fibroblasts greatly expresses TEM1, with expression increasing during fibroblast activation. TEM1 promotes activation, proliferation, and ECM production in human dermal fibroblasts by enhancing TGF-β1 signaling through binding with and stabilizing TGF-β receptors. Global deletion of *Tem1* markedly reduces the amount of ECM synthesis and inflammation in a scar in a mouse model of stretch-induced pathologic scarring. The intralesional administration of ontuxizumab, a humanized IgG monoclonal antibody targeting TEM1, significantly decreased both the size and collagen density of keloids.

**Conclusions:**

Our data indicate that TEM1 plays a role in pathologic scarring, with its synergistic effect on the TGF-β signaling contributing to dermal fibroblast activation. Targeting TEM1 may represent a novel therapeutic approach in reducing the morbidity of pathologic scars.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12929-024-01001-0.

## Background

Tissue fibrosis and scarring are constitutive parts of the wound healing process but when these are exaggerated or excessive the consequences can impose a major health and socio-economic burden [33, 94]. Currently, our understanding of the cellular and signaling events that occur when the scarring process goes awry is limited and therapeutic manipulation of the abnormal extracellular matrix (ECM) remains clinically challenging [29]. Within human skin, pathologic scarring can present as either hypertrophic scars or keloids, the etiology and management of which are presently sub-optimal [19, 85].

Keloids are characterized by aberrant activation of fibroblasts that exhibit a continuously activated myofibroblast phenotype [16]. Keloids differ from hypertrophic scars clinically in that they extend beyond the initial wound margins and fail to show spontaneous regression, and histologically by the presence of thick hyalinized eosinophilic collagen fibers (keloidal collagen bundles) [11, 84]. Excessive scarring is more prevalent in certain populations. Following surgical injury, the incidence of keloids in African, Spanish, and Asian populations ranges from 0.1% to 16%. For hypertrophic scars, the incidence is approximately 40% to 70%, with a weaker association with darker skin and genetic predisposition [30, 49, 57, 80]. Several studies have shown that scar fibroblasts, unlike normal fibroblasts (NFs), participate in scar pathogenesis by synthesizing greater amounts of ECM proteins and by enhancing abnormal responses to various molecules, such as cytokines and growth factors [59, 77].

Transforming growth factor-β1 (TGF-β1), a major profibrotic cytokine, has been found to be overexpressed in keloids and implicated in keloid pathogenesis by increasing keloid fibroblast (KF) activation [10, 51]. The binding of TGF-β1 to TGF-β receptor I/II (TGFBR1 and TGFBR2) triggers signal transduction, including the phosphorylation of SMAD2 and ERK, to induce proliferation and activation of fibroblasts into myofibroblasts [48]. An excess of activated myofibroblasts can further promote large amounts of ECM deposition in the wound, which can result in pathologic scarring.

Tumor endothelial marker 1 (TEM1), also called CD248 or endosialin, is a glycosylated type I transmembrane protein that is a member of the C-type lectin-like domain superfamily, which includes thrombomodulin and CD93 [86]. Previous studies found that TEM1 is expressed by vascular endothelial cells in several cancers [74]. However, subsequent studies convincingly demonstrated that TEM1 is expressed by fibroblasts and pericytes in tumor stroma, and not by endothelial cells [8, 17]. Not only is stromal TEM1 involved in the progression of cancers, such as abdominal tumors, breast cancer, hepatocellular carcinoma, and osteosarcoma [46, 81, 95], but it is also involved in tissue repair and scarring, including kidney fibrosis, liver fibrosis, adipocyte tissue fibrosis, atherosclerosis, and cutaneous wound healing [22, 36, 72]. In addition, TEM1 regulates fibroblast activation in diverse tissues and organs [22]. However, its precise mode of action remains unclear.

In this study, we aimed to elucidate the regulation of TEM1 in pathologic scarring as well as TGF-β-mediated myofibroblast activation, and to verify whether targeting TEM1 might prevent aberrant cellular activation in pathologic scarring. First, we demonstrate that TEM1 expression is upregulated in keloid tissues and fibroblasts, compared with normal counterparts, and show that TEM1 expression level positively correlates with several fibrogenic molecules. A re-analysis of scRNA-seq datasets from keloids reveals that the *TEM1*-expressing fibroblast subgroup is the major sub-population of KFs and we show that these cells display increased proliferation, migration, invasion, activation, and ECM production. Functional studies also illustrate that TEM1 is involved in cell proliferation, migration, and invasion of KFs. Of note, TEM1 functions by enhancing TGF-β signaling activity through post-translational stabilization and upregulation of TGF-β receptors in dermal fibroblasts. In addition, we show that global deletion of *Tem1* in mice protects against stretch-induced collagen deposition and inflammation, leading to decreased scar formation. Taken together, these results uncover a previously unrecognized role of fibroblast-expressing TEM1 in mediating TGF-β signaling activity and in promoting pathologic scar formation. The data also suggest that TEM1 could be a potential target for new therapeutic strategies to mitigate pathologic scar formation, thereby improving outcomes in individuals prone to such scarring.

## Methods

### Ethics statement and human samples

The human skin samples were obtained from the surgery room at the hospital. After the samples were obtained, they were stored in ice-cold saline to avoid drying and were instantly transported to the lab for the primary culture of fibroblasts, or the fixation of tissues, or storage at –80 °C. Keloids were diagnosed by dermatologists according to the clinical features, history, and anatomical site. All tissues assayed in this study met the pathologic criteria and features for keloids. All keloid samples were taken from active lesions with redness. The control samples were collected from patients without keloid disease who were receiving unrelated elective surgery. Information on tissue samples from the patients with normal skins or keloids is shown in Additional file 1: Table S1.

### Mouse model of traction-induced hypertrophic scarring

In *Tem1*^*lacZ/lacZ*^ mice, the single exon of *Tem1* is replaced with the *lacZ* reporter gene, as previously described [38]. Hence, *Tem1*^*lacZ/lacZ*^ mice are a *Tem1*-deficient and reporter line. 

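The count files list *Tem1* under its gene symbol *Cd248*. In the GENCODE mouse annotation of GRCm38 (release vM21), *Cd248* has 1 transcript with 1 exon, on the plus strand of chromosome 19 from 5068078 to 5070682. The protein-coding part of the exon runs from 5068126 to 5070420.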

*Tem1*^*lacZ/lacZ*^ mice were crossed back with C57BL/6 J mice for ten generations before conducting the experiments. After hair was removed from the back skin of male mice (8–12 weeks old) and the skin was cleaned with 70% alcohol, a 1.5-cm split wound was created using a sterile scalpel. After 6 days, the plastic device [18] was placed vertically on the split wound and traction force was induced by elongating 1 mm/day for a total of 8 mm. Therefore, scars were expanded toward both sides which are vertical to the antero-posterior axis of mice. To reduce the bias caused by sampling, we removed the upper and lower margin of the scars and cut a scar into half following the central line of the scar vertical to the antero-posterior axis of mice. One half of a scar was soaked in RNAlater solution for RNA-seq, and the other half was fixed in 10% formalin for histological staining. Thus, the cutting direction of the sections for histologic staining emanated from the central line of the scar. The front of five serial sections was used for histologic staining. We quantified the scar area of the gross view and histologic sections using image J software which was undertaken by two pathologists in a blinded manner.

### Xenograft nude mouse model of keloid

A punch biopsy, measuring 6 mm in diameter and 4 mm in thickness, was obtained from fresh keloid tissues. These biopsies were then sutured onto nude mice wounds, also measuring 6 mm in diameter, using 4–0 nylon sutures at four points. The sutures were removed two weeks post-surgery. Four weeks later, keloids were intralesionally injected either with 50 μl of PBS or with PBS containing 10 and 100 μg/ml of ontuxizumab. These injections were administered every three days, for a total of five times. The nodule sizes were assessed using micro-CT both before and after the injection process.

### Primary culture of human and mouse dermal fibroblasts

NHDFs (normal human dermal fibroblasts) (Lonza, Basel, Switzerland) were cultured in Dulbecco’s modified Eagle's medium (DMEM) with 10% FBS (Invitrogen, Waltham, Massachusetts, USA), 2 mM L-glutamine (Hyclone, Logan, Utah, USA), 1 mM sodium pyruvate (Hyclone), and 1X penicillin/streptomycin (Hyclone). Primary human normal and keloid fibroblasts were isolated from normal dermal skin of normal subjects without keloids and affected dermal lesion of keloid subjects respectively based on our previous publication [37]. Primary dermal fibroblasts were isolated from the normal skin of either *Tem1*^WT/WT^ or *Tem1*^lacZ/WT^ mice. Epidermal and dermal tissues were separated from the samples. The dermis was split into about 1-mm^3^ fragments using a scalpel. These fragments were explanted on a 10-cm culture dish with Dulbecco’s modified Eagle’s medium supplemented with 10% FBS, 2 mM L-glutamine, 1 mM sodium pyruvate, and 1X penicillin/streptomycin. The cells were cultured with growth medium refreshed every 3–4 days and were kept at 37 ℃ in a humidified incubator at 5% CO_2_. At confluence (passage 0), the cells were sub-cultured at a 1:3 ratio in a monolayer after the explants were removed. The 3rd– 8th passages of fibroblasts were used for the experiments.

### Creating stable cell lines overexpressing TEM1

We cloned the human TEM1 gene (GenBank NM_020404.3) into the EcoR I-Kpn I sites of the pEGFP-N1 vector, resulting in the pEGFP-hTEM1 construct. For the generation of cell lines with stable expression of either pEGFP-N1 or pEGFP-hTEM1, we introduced 1 μg of the respective DNA plasmids into 10^5^ HEK293 cells via electroporation. Using the Neon transfection system (Thermo Fisher Scientific, Waltham, Massachusetts, USA), two pulses were delivered at 1150 V for 20 s each. Post-electroporation, cells were given 24 h for recovery and then selected with 400 μg/ml G418. The successfully selected cells were harvested, lysed, and subjected to Western blotting to confirm TEM1 expression.

### RNA isolation and reverse transcription-quantitative polymerase chain reaction (RT-qPCR)

RNA was extracted by using an RNA isolation kit purchased from Real Biotech Corporation (New Taipei City, Taiwan) or QIAGEN (Hilden, Germany). Two μg total RNA was reversely transcribed into complementary DNA using 200 ng oligo (dT) _15_ primer, 1 mM deoxynucleotides, 5X reverse transcriptase buffer, 20 units RNase inhibitor, and 200 units M-MLV reverse transcriptase, purchased from Thermo Fisher Scientific. Then, 20 ng of complementary DNA was amplified and detected by real-time PCR machine IQ5 (Bio-Rad, Hercules, California, USA) with 400 nM primer (Integrated DNA Technologies, Inc., Coralville, Iowa, USA), 2X Fast Quant Green Master Mix with Low ROX (Protech Technology Enterprise, Taipei City, Taiwan). The relative levels of mRNA expression were measured using the 2^−ΔC^_T_ method, where ΔC_T_ was equal to (C_T_ of target gene – C_T_ of reference gene). Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) was used as the reference gene. The primer sequences are listed in Additional file 1: Table S2.

### Bulk RNA sequencing (RNA-seq)

Total mRNA from 3 mouse scar tissues per group extracted by RNeasy mini kit (Qiagen) and reversely transcribed into cDNA. The cDNA was submitted for library preparation by TruSeq Stranded mRNA Library Prep Kit and sequencing using the Illumina NovaSeq 6000 platform with 150-bp paired-end reads (Illumina, San Diego, California, USA). The bases with low quality were removed using fastp software (version 0.20.0) [14]. Alignment was performed by hisat2 software (version 2.1.0) with a reference of GRCm38 [98]. Reads were counted by featureCounts software (version 2.0.0) [55]. Differential gene expression was performed using DESeq2 (version 1.34.0) [60]. Canonical pathways among gene clusters were analyzed by IPA software (QIAGEN) [47]. Cell types were predicted using xCell online software [6]. Cluster methods were performed by the tidyverse package (version 1.3.1) to explore the gene expression patterns [5]. The functional enrichment analysis of gene ontology (GO) terms among gene clusters was implemented with the clusterProfiler package (version 4.2.2) [92]. At least two different bioinformatics technicians conducted the analyses.

### Filtered raw data analysis of scRNA-seq

The Seurat R package (version 4.1.0) [12] was used to analyze the single-cell RNA-seq data of normal scars and keloids from a previously published paper [21]. Cells with fewer than 200 genes or more than 4,000 genes were detected, and more than 20% of mitochondrial genes were ruled out: 42,345 cells were obtained and subjected to downstream bioinformatic analyses. Sequencing reads of each gene were normalized to total UMIs in each cell to acquire normalized UMI values by the ‘‘*NormalizeData*’’ function. Following the merging of two scRNA-seq datasets, “*FindVariableFeatures*” was used to obtain the top 2000 variable genes. The batch effect of two datasets was eliminated by the “*IntegrateData*” function. Gene expression levels were scaled and centered using the “*ScaleData*” function. “*RunPCA*” was applied to carry out PCA dimensionality reduction. A shared nearest-neighbor graph between every cell was constructed by the “*FindNeighbors*” function. Cell cluster determination was performed by the “FindClusters” function at a resolution of 0.3. Dimensionality reduction by Uniform Manifold Approximation and Projection (UMAP) was performed by the ‘‘*RunUMAP*’’ function. For the clustering of cell subsets, each type was extracted independently and clustered by resolutions of 0.1 for fibroblasts. DEGs of each cluster with an averaged log_2_-fold change of 0.5 and an adjusted *P* value of 0.05 were determined by the default “*FindAllMarkers*” function. DEGs in the top 10 list of each cell population were shown by the “DoHeatmap” function. Cell types were annotated by “CreateSinglerObject” function on SingleR package (version 1.0.1) [7]. GO annotations for the biological functions of each gene cluster in each fibroblast subset were analyzed by the “*enrichGO*” function of the clusterProfiler package (version 4.2.2) [92].

### Pseudotime analysis

The Monocle2 R package (version 2.22.0) [73] was used to construct cell trajectories. The UMI matrix for each cell type processed by Seurat was used as input data for the “*newCellDataSet*” function. The 1000 most significant genes were selected as the ordering genes. Cells in the control sample were defined as the root state via the ‘‘*orderCells*’’ function. Dimensionality reduction was performed by the “*reduceDimension*” function with DDRTree methods. The “plot_cell_trajectory” and “plot_genes_in_pseudotime” functions were used to plot each group and gene expression levels along the same pseudotime trajectory.

### Co-immunoprecipitation

HNDF cultured with 10% FBS DMEM were lysed by the lysis buffer (0.1% Triton X-100, 0.1 M Tris-buffer, pH 8.1) with phosphatase inhibitors (1 mM Na_3_VO_4_ and 25 mM NaF) and protease inhibitors (Sigma-Aldrich, St. Louis, Missouri, USA). Cell lysates (1000 μg) were incubated with 1 μg anti-TEM1 antibody (18,160–1-AP; Proteintech, Cook County, Illinois, USA) or normal rabbit IgG (sc-2027; Santa Cruz Biotechnology, Dallas, Texas, USA) and 20 μL of protein A and G agarose beads (Millipore, Burlington, Massachusetts, USA) at 4 °C overnight. Immunoprecipitates were washed with lysis buffer 3 times and analyzed by Western blotting.

### Western blot analysis

Cell or tissue lysates were harvested in lysis buffer containing 150 mM NaCl, 50 mM Tris–HCl, and 0.01% NP40 with 1 mM PMSF (Sigma-Aldrich). Total protein (20 μg) was segregated by 8, 10, and 12% sodium dodecyl sulfate–polyacrylamide gel electrophoresis (Sigma-Aldrich) under reducing conditions and transferred to a polyvinylidene difluoride membrane. The membrane (Millipore) was blocked using 5% nonfat dry milk for 1 h at room temperature. The membrane was hybridized with the primary antibody overnight at 4 °C and washed by PBST before being incubated with horseradish peroxidase-conjugated secondary antibody (Invitrogen) for 2 h at room temperature. An enhanced chemiluminescence reagent (Millipore) was used to detect the signal captured by ImageQuant LAS 4000 mini (GE Healthcare Life Sciences, Chicago, Illinois, USA). The antibodies are listed in Additional file 1: Table S3.

### Immunohistochemistry and immunofluorescence staining for tissues

Skin samples for tissue staining were fixed with 4% paraformaldehyde in phosphate-buffered saline (PBS) at 4 °C for 1 day and then embedded in paraffin. The tissues were sectioned to a 6-μm thickness. Paraffin was removed by xylene (Sigma-Aldrich). Sections were soaked in descending alcohol. The tissue sections were boiled in sodium citrate (pH 6) for antigen retrieval, treated with 3.5% H_2_O_2_ (Sigma-Aldrich) in methanol, blocked using 5% goat serum for 1 h at room temperature, treated with the primary antibody overnight at 4 °C, and then incubated with the secondary antibody conjugated with either horseradish peroxidase (Invitrogen) or fluorescent dyes (Alexa Fluor 488- or 546-conjugated secondary antibodies) (Invitrogen) for 2 h at room temperature. For immunofluorescence staining, 4',6-diamidino-2-phenylindole (DAPI) was used as a nuclear counterstain. For immunohistochemistry**,** samples were further treated with 3,3'-diaminobenzidine (Dako, Glostrup Kommune, Denmark) and were then counterstained with hematoxylin (Millipore). The slides for immunohistochemistry were sealed with a coverslip using the Surgipath micromount (Leica Biosystems, Wetzlar, Germany). The slides for immunofluorescence staining were sealed using Flouromount-G (Invitrogen).

### Hematoxylin and eosin (H&E) staining and Masson’s trichrome (MT) staining

Hematoxylin and Eosin (H&E) staining and Masson’s trichrome (MT) staining (Sigma-Aldrich) were performed by the Human Biobank at the Research Center, Clinical Medicine of National Cheng Kung University Hospital.

### Picrosirius red stain

Tissue sections were treated with xylene and descending alcohol and stained with picrosirius red (Sigma-Aldrich) at room temperature for 1 h. Tissue sections were then washed with 1% acidified water and sealed by a coverslip using the Surgipath micromount (Leica).

### Proliferation assay

Fibroblasts were seeded at a density of 3000 cells per well in a 96-well plate with culture medium containing 10% FBS. WST-1 assays purchased from TaKaRa (Kusatsu City, Japan) were employed to assess cell proliferation at 24, 48, and 72 h. In TGF-β1-induced proliferation assay, after being seeded in a 96-well plate, fibroblasts were starved with a culture medium containing 1% FBS and then treated with 1% FBS DMEM containing 10 ng/ml of TGF-β1 (R&D Systems, Minneapolis, Minnesota, USA). Cell proliferative ability at 0, 24, 48, and 72 h was detected using a WST-1 assay.

### Wound healing assay

Fibroblasts (1 × 10^4^) were seeded in Cell Culture-Inserts (ibidi, Bavaria, Germany) with 70 ml of culture medium containing 10% FBS overnight. After the Culture-Insert was removed, a wound was formed. The cells were cultured at 37 °C for 24 h with culture medium containing 10% FBS after being washed with PBS. The zones were photographed by an inverted microscope (Olympus, Tokyo, Japan) at 0, 6, 12, and 24 h after the Culture-Insert was removed.

### Transmigration assay

Migration capacity was examined using a modified Boyden chamber assay in 24-well Transwell® plates (Corning Inc., New York, USA). Cells were resuspended using HyQTase (Hyclone). Cells (1 × 10^4^ cells per chamber) in 100 μl of serum-free medium were seeded into the upper compartment of the chambers, and culture medium containing 10% FBS was added to the lower chamber. After incubation for 4 h at 37 °C, the cells on the upper membrane were scrubbed off by a cotton swab, and the cells on the lower side of the membrane were fixed and stained with Liu’s solution (Handsel Technologies, Taipei City, Taiwan). The number of migrated cells on the membrane was counted by ImageJ software in five randomly selected views at 100 × magnification.

### Invasion assay

Cells (5 × 10^4^ cells per chamber) in 100 μl of serum-free medium were seeded into the upper compartment of chambers coated with decuple dilution matrigel (Corning Inc.), and culture medium containing 10% FBS was added to the lower chamber. After incubation for 16 h at 37 °C, the cells on the upper membrane were scrubbed off by a cotton swab, and the cells on the lower side of the membrane were fixed and stained with Liu’s solution. The number of invaded cells on the membrane was counted by ImageJ software in five randomly selected views at 100 × magnification.

### Statistical analysis

Data are displayed as mean ± standard error of the mean (SEM) of independent experiments. One-way or two-way analysis of variance and the Student’s t-test were applied to calculate statistical significance by GraphPad Prism 8.0 Software. Each experiment was repeated at least three times independently to assure the validity of the data. *P*-values of < 0.05 were considered significant. *, **, and *** indicate *P* < 0.05, *P* < 0.01, and *P* < 0.001, respectively.

## Results

### TEM1 expression is upregulated in scars and correlates with fibrotic genes and pathways

To demonstrate the role of TEM1 in keloids, we analyzed the localization of TEM1 protein expression levels in normal skin (Nskin), normal scar (Nscar), hypertrophic scar (Hscar), keloid scar (Kscar), and surrounding normal skin of keloid (sNskin). TEM1 protein expression was markedly increased in Nscar, Hscar, and Kscar as compared with Nskin or sNskin, implying that upregulated TEM1 expression in human scar was induced by wounding that agreed with our previous studies in physiological wound healing of mice [36]. It is noteworthy that the expression of TEM1 in Kscar and Hscar was two-fold higher than that in Nscar, suggesting that sustained TEM1 overexpression may contribute to pathologic scar formation. In addition, TEM1 co-localized with several fibroblast-activated markers, including α-smooth muscle actin (α-SMA, an activated myofibroblast marker), as well as collagen type I alpha 1 chain (COL1A1) and fibronectin (FN1), which are major profibrotic ECM proteins, in Hscar and Kscar. The protein levels of these markers were upregulated in Hscar and Kscar, relative to the levels in Nskin or sNskin (Fig. 1A and B). Furthermore, TEM1 expression correlated positively with α-SMA (r^2^ = 0.2764), COL1A1 (r^2^ = 0.5732), and FN1 (r^2^ = 0.7370) (Fig. 1C). Using fresh protein extract from Kscar and sNskin, immunoblots showed that the protein expression levels of TEM1, α-SMA, COL1A1, and FN1 were markedly increased in Kscar, relative to sNskin (Fig. 1D and E). Re-analysis of published mRNA microarray datasets obtained from Kscar and sNskin [37] showed significant upregulation of *TEM1* mRNA in keloids, relative to normal skin. In addition, the mRNA expression levels of ECM genes including *COL1A1* and *FN1* as well as that of TGF-β-related genes such as *TGFB1*, *TGFBR1*, and *TGFBR2* were highly expressed in keloids (Additional file 1: Fig. S1). Co-expression correlation analysis of transcriptome datasets of human skin samples by Correlation AnalyzeR software [65] revealed a strong positive correlation between the gene expression levels of *TEM1* and multiple activation markers, including *ACTA2* (encoding α-SMA), *COL1A1*, *TGFBR1*, and *TGFBR2* (Additional file 1: Fig. S2A). Gene set enrichment analysis to determine the genes that correlate with *TEM1* highlighted a positive association with GO pathways including collagen-containing ECM, collagen fibril organization, regulation of ossification, TGF-β binding, and TGF-β receptor signaling (Additional file 1: Fig. S2B). The gene expression correlation of transcriptome datasets of human skin by GRNdb software [24] also showed that *TEM1* displayed a positive association with *COL1A1*, *FN1*, *TGFB1*, *TGFBR1*, and *TGFBR2* (Additional file 1: Fig. S3). Collectively, the increased expression of the TEM1 transcript and protein in pathologic scars, and the strong positive correlation of TEM1 with multiple fibrogenic genes and pathways, suggest the possible involvement of TEM1 in pathologic scar pathogenesis.

**Fig. 1:**
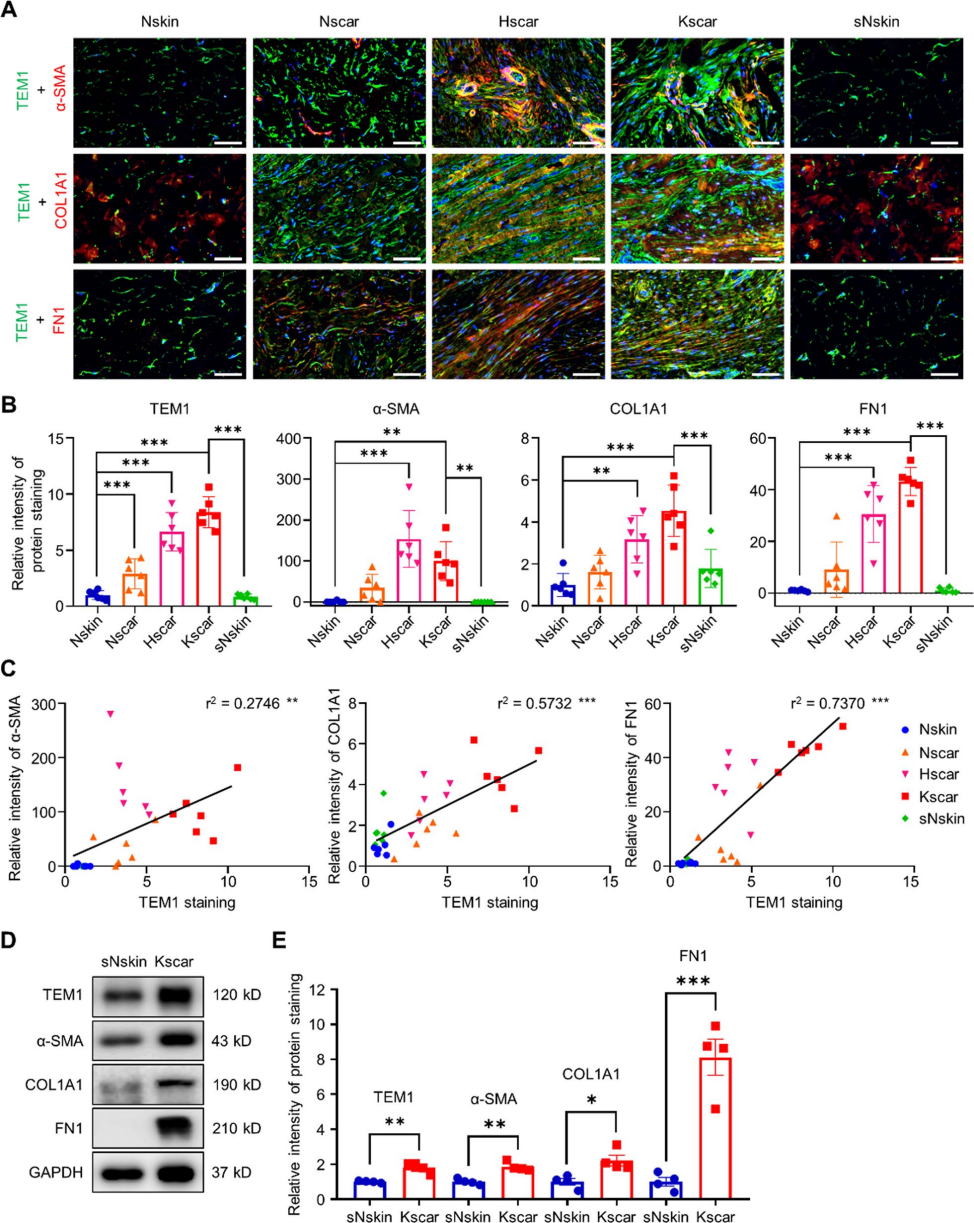
TEM1 protein expression is upregulated in keloids.** A** The tissue sections from normal skin (Nskin, n = 6), normal scar (Nscar, n = 6), hypertrophic scar (Hscar, n = 6), keloid scar (Kscar, n = 6), and surrounding normal skin of keloid (sNskin, n = 6) are immunostained for TEM1, α-SMA, COL1A1, and FN1. The nucleus is stained with DAPI. Scale bar = 50 μm. **B** The integrated density of each protein for each field in the dermis is determined using ImageJ software in a blinded manner. The random 5 fields of each samples are scanned and then quantified. The fold change of integrated intensity of TEM1 protein expression in each group is determined with reference to Nskin. **C** Pearson correlation compares TEM1 intensity with α-SMA, COL1A1, and FN1 intensity respectively in skin tissues. **D** The protein levels of TEM1, α-SMA, COL1A1, FN1, and GAPDH expression in tissues of sNskin (n = 4) and Kscar (n = 4) are analyzed using Western blotting. **E** The intensity of each protein expression relative to GAPDH is calculated based on the results of Western blotting. The fold change of relative intensity of each protein expression in keloids is compared with normal skin. Bar graphs show mean ± SEM. * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001. *P*-values are determined by one-way analysis of variance or pearson correlation analysis

### *TEM1*-expressing fibroblasts are abundant in pathologic scars

To explore *TEM1* gene expression in certain types of keloid cells, we re-analyzed the published single-cell RNA sequencing datasets for keloids (n = 3) and normal scars (n = 3) [21]. Unsupervised clustering by Seurat software revealed 21 cell populations including 5 fibroblast clusters (Additional file 1: Fig. S4A–C). In addition, endothelial cells and fibroblasts accounted for the major proportions of all cells which is consistent with the original publication (Additional file 1: Fig. S4D). Dot plots showed that *TEM1*, *COL1A1*, and *FN1* genes were majorly expressed in fibroblasts with a minor expression of *TGFBR1* and *TGFBR2* genes. In addition, *ACTA2* gene expression was observed mainly in smooth muscle cells, with little such expression in fibroblasts. The *TGFB1* gene was expressed primarily in myeloid cells and T cells, suggesting that both cells could be major contributors to TGF-β1 expression (Additional file 1: Fig. S4E). To further identify the expression patterns and biologic functions of TEM1 in certain fibroblast subtypes, we performed unsupervised clustering of fibroblasts and observed further heterogeneity with 7 subclusters (Fig. 2A). The transcriptomic levels of *TEM1*, as well as of *COL1A1* and *FN1*, were predominantly upregulated in the Fs1 subgroup which comprised almost half of all keloid fibroblasts (Fig. 2B and C). Pathway analysis using the GO database revealed differentially expressed genes (DEGs) within the Fs1 subgroup linked to biologic functions that include ECM organization, collagen fibril organization, and ossification, as well as to cellular response to TGF-β stimulus (Additional file 1: Fig. S5). To elucidate the dynamic expression of TEM1 during fibroblast differentiation, we used Monocle2 software to explore the pseudotime ordering of all fibroblasts (Fig. 2D). This analysis showed the pre-branch in trajectory to be majorly composed of the Fs0 subgroup, a pro-inflammatory subset (Fig. 2E and Additional file 1: Fig. S5B). Cell fates 1 and 2 predominantly consisted of the Fs1 subgroup, an ECM-producing subset (Fig. 2E). Following the pseudotime of fibroblasts from Fs0 to Fs1 (Fig. 2F) or from normal scars to keloids (Fig. 2G), the gene expression levels of *APCDD1* (a papillary dermal fibroblast marker) and *CCL19* (a pro-inflammatory marker) were observed in the beginning and were seen to decrease gradually thereafter. Interestingly, gene expression of *TEM1*, *COL1A1*, *FN1*, *TGFBR2*, *POSTN* (a mesenchymal fibroblast marker), and *MFAP5* (a reticular dermal fibroblast marker) were increasingly upregulated through pseudotime. Analysis of Fs1 by Ingenuity Pathway Analysis (IPA) software further showed that *TGFB1* plays a key upstream factor role in the proliferation, migration, invasion, and activation of fibroblasts, as well as in ECM accumulation and fibrosis (Fig. 2H). Furthermore, a re-analysis of a previously published single-cell RNA sequencing dataset for hypertrophic scars (n = 3) and normal skin (n = 3) [89] revealed that fibroblasts expressed elevated levels of *TEM1*, *ACTA2*, *COL1A1*, and *FN1* genes, along with *TGFBR1* and *TGFBR2* gene expression. Expression of the TGFB1 gene was observed in both myeloid cells and T cells, indicating that these cells may be significant sources of TGF-β1 expression. (Additional file 1: Fig. S6A–D). Unsupervised clustering of fibroblasts identified the Fs3 subgroup as having significantly upregulated transcriptomic levels of *TEM1*, *ACTA2*, *COL1A1*, *FN1*, *TGFBR1*, and *TGFBR2*. Notably, the proportion of Fs3 cells was markedly increased in hypertrophic scars (Additional file 1: Fig. S6E–G). Taken together, these results indicate that the proportion of *TEM1*-expressing fibroblasts which correlates with ECM production is enriched in keloids and hypertrophic scars, and that TEM1 could be involved in fibroblast differentiation, probably through regulating the response to TGF-β1.

**Fig. 2:**
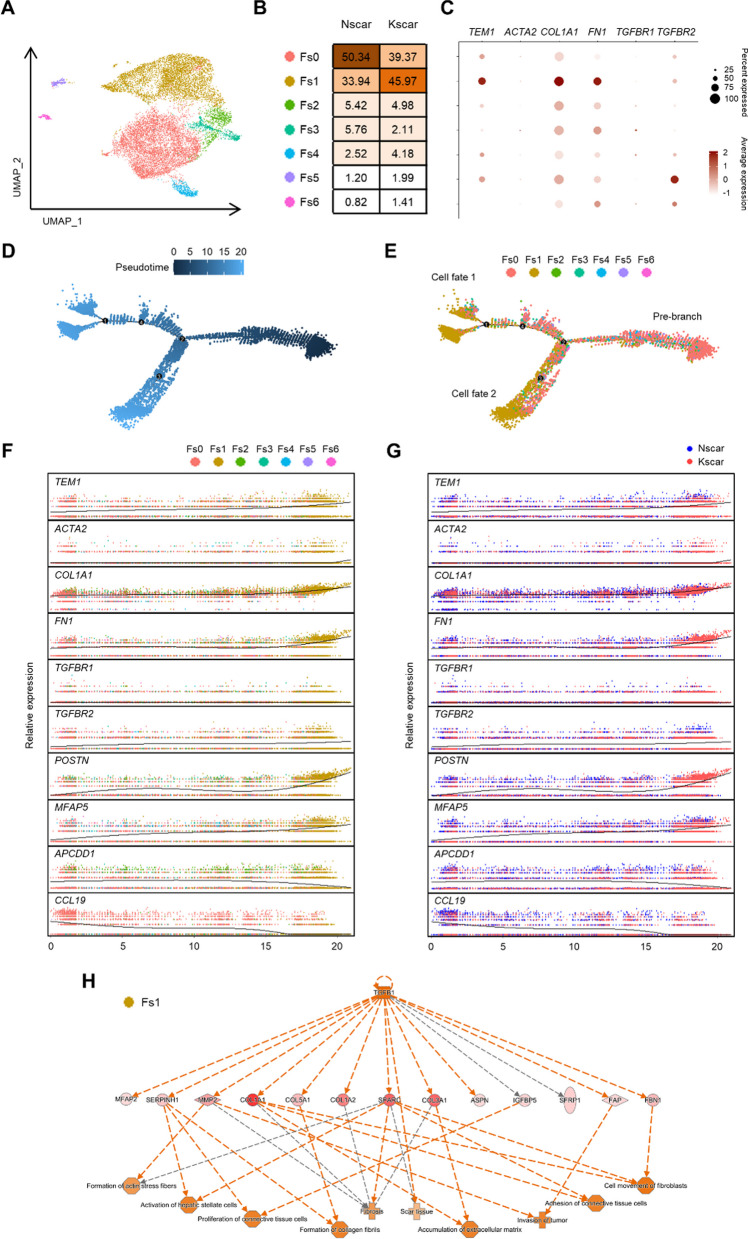
TEM1-positive fibroblasts represent the predominant and active fibroblast population in keloids at single-cell resolution. **A** The subclusters of all fibroblasts from Nscar and Kscar are further classified into 7 distinct subtypes (Fs0–Fs6). **B** Percentages of each fibroblast subgroup in normal scars and keloids are presented. **C** Sets of distinctly expressed genes in all fibroblast subsets are shown by dot plots. **D, E** The pseudo-temporal ordering of fibroblasts displays a branched trajectory. The distribution of each of the 7 subpopulations is plotted on each branch. **F, G** Kinetic plots show the relative expression pattern of 10 selected genes in all fibroblasts from Fs0 to Fs1 or from normal scars to keloids through pseudotime. **H** Upstream analysis based on DEGs in Fs1 is performed using IPA software

### The mRNA and protein levels of TEM1 expression are augmented in keloid fibroblasts

To confirm the presence of the *TEM1*-expressing fibroblast subset in keloids identified from the scRNA-seq datasets, we performed quantitative real-time PCR and Western blotting in primary fibroblasts from keloids and normal skin. We applied quantitative real-time PCR to confirm that KFs had a higher ratio of *COL1A1* to *COL3A1* at the mRNA level in comparison to NFs, a finding which is consistent with previous data [28] (Additional file 1: Fig. S1B). The mRNA and protein levels of TEM1 expression were significantly increased in KFs relative to those of NFs (Additional file 1: Fig. S1C–E). Western blotting, to verify *TEM1*-expressing cell types, indicated that the TEM1 protein was expressed only in NFs and KFs, and not in HUVEC (endothelial cell), HaCaT (keratinocyte), or THP-1 (monocyte) cell lines (Additional file 1: Fig. S7A). To investigate the localization of TEM1 in scar tissues, double immunofluorescence staining was conducted to assess whether TEM1 co-localized with cell-specific markers for fibroblasts, endothelial cells, keratinocytes, and monocytes. In keloid tissues, TEM1 was found to co-localize with several fibroblast-activated markers, including α-SMA, COL1A1, and FN1, supporting its expression in fibroblasts within the scar tissue (Fig. 1A). Furthermore, within the context of endothelial cells, we noted that the CD31 signal exhibited a distinct circular shape defining the contours of blood vessels in the dermis. CD31 is a specific marker for endothelial cells. The TEM1 signal was observed in close proximity to the CD31-positive blood vessels, indicating that TEM1 expression may be present in perivascular cells, such as pericytes or vascular smooth muscle cells, as previously documented. [8, 34]. In the dermal compartment, TEM1 was prominently expressed in spindle-shaped fibroblasts, and it did not exhibit co-localization with the CD14 signal, which serves as a marker for monocytes. This observation further underscored the fibroblast-specific expression pattern of TEM1. Conversely, while cytokeratin 14 staining highlighted the basal and part of suprabasal keratinocytes, the TEM1 expression in the epidermis was conspicuously absent. This finding aligns with our overall conclusion that TEM1 expression is predominantly confined to spindle-shaped fibroblasts within the dermal layer (Additional file 1: Fig. S7B). Thus, the expression levels of TEM1 are upregulated predominantly in the activated fibroblasts of keloids, namely myofibroblasts.

### Global deletion of *TEM1* attenuates fibrosis and inflammation in a mouse model of pathologic scarring induced by traction force

Since TEM1 expression is elevated in pathologic scar and correlated with myofibroblast activation, we further investigate the direct regulation of TEM1 in pathologic scar formation through in vivo studies. Notably, keloids are unique to humans and do not manifest in any other animal species. To study pathologic scarring in an animal model, we utilized a previously established mouse model of scarring that demonstrated the induction of hypertrophic scar-like fibrosis in the skin through mechanical force application [91]. Therefore, we developed this hypertrophic scar-like animal model using traction force in C57BL/6 J mice to demonstrate the crucial mechanistic effect of TEM1 on pathologic scarring. First, a split wound was created on the dorsal skin of the mouse. On post-wounding day 6, we stretched the wound by elongating the skin for a total of 8 mm (1 mm/day) using a plastic device in the traction groups. In the sham cohorts, we applied the same plastic device to the wound but did not generate any traction force (Fig. 3A). Dissecting microscopy revealed that traction force led to an increased size of the gross scar in wild-type mice (*Tem1*^*WT/WT*^). However, *Tem1*^*lacZ/lacZ*^ mice, which represent a *Tem1*-deficient line, showed smaller areas of gross scar formation induced by stretching than *Tem1*^*WT/WT*^ mice (Fig. 3B and C). In addition, the histologic results from H&E staining showed that the scar area in *Tem1*^*WT/WT*^ mice was markedly greater in the traction groups than in the sham controls. *Tem1* deletion in *Tem1*^*lacZ/lacZ*^ mice diminished traction-induced scar formation, compared with *Tem1*^*WT/WT*^ mice (Fig. 3D and E). To investigate the profibrotic role of TEM1 in scarring, we used Masson’s trichrome and picrosirius red stain to examine the impact on collagen deposition. The results showed that traction force facilitated greater collagen deposition in the scar region than in the sham groups of *Tem1*^*WT/WT*^ mice. This traction-mediated collagen synthesis was greatly reduced in the *Tem1*^*lacZ/lacZ*^ mice (Fig. 3F–I).

**Fig. 3:**
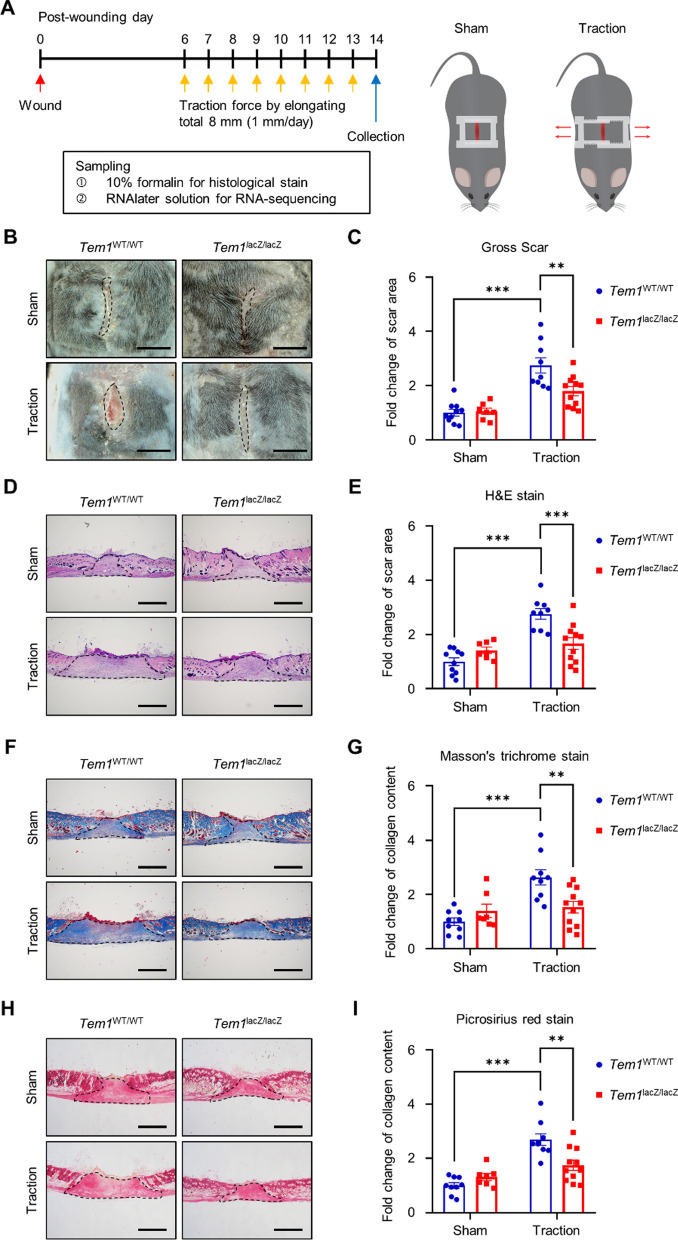
Knockout of *Tem1* in mice markedly reduces pathologic scar formation induced by mechanical stretching. **A** A flowchart for a mouse model of stretch-induced hypertrophic scarring. In brief, on post-wounding day 6, traction force in the traction group (n = 11 for *Tem1*^*WT/WT*^ mice and 13 for *Tem1*^*lacZ/lacZ*^ mice) is induced by 1 mm/day of elongation using a plastic device, for a total of 8 mm. The non-stretched scar with the plastic device is the sham control (n = 10 for *Tem1*^*WT/WT*^ mice and 7 for *Tem1*^*lacZ/lacZ*^ mice). **B, C** The gross scar in the *Tem1*^*WT/WT*^ and *Tem1*^*lacZ/lacZ*^ mice with or without traction force is captured by dissecting microscope and then quantified by ImageJ. Scale bar = 5 mm. **D, E** The scar tissues of the *Tem1*^*WT/WT*^ and *Tem1*^*lacZ/lacZ*^ mice with or without traction force are stained with H&E stain for histologic observation. The scar area is quantified by ImageJ. **F–I** Integrated intensity of collagen deposition in the scar area of the *Tem1*^*WT/WT*^ and *Tem1*^*lacZ/lacZ*^ mice with or without traction force is detected using Masson’s trichrome stain (**F, G**) and picrosirius red stain (**H, I**) and is quantified using ImageJ in a blinded manner. Scale bar = 1 mm. Bar graphs show mean ± SEM. ** *P* < 0.01, *** *P* < 0.001. *P*-values are determined by two-way analysis of variance

To explore the molecular mechanism through which TEM1 regulates pathologic scarring, samples from scar areas in sham and traction groups of *Tem1*^*WT/WT*^ and *Tem1*^*lacZ/lacZ*^ mice were subjected to RNA sequencing. 

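Scars of 3 male mice per group, aged 8 to 12 weeks, were sequenced. A 1.5-cm wound was made in the back skin and the device was placed on it 6 days later. In the traction groups the device was elongated by 1 mm/day to a total of 8 mm, and in the sham groups it was not elongated. The authors prepared stranded poly(A) libraries, aligned the reads to GRCm38 and deposited the number of reads counted on each gene in each of the 12 libraries, without normalization. Library totals ranged from 41536788 to 64644293 counts. Their median was 59216104 in the sham group and 48824658 in the traction group of *Tem1* WT/WT mice, and 41714795 and 48238576 in the sham and traction groups of *Tem1* lacZ/lacZ mice. Each library had at least 1 count on 21855 to 23692 genes. The 3 libraries of *Tem1* WT/WT mice with traction had the fewest (21855, 22534 and 22146, against 22660 or more in the others), and the cause was not tested. Of the 35976 genes listed, 28591 had a count in at least 1 library. The 18853 genes that passed edgeR's filter on low counts were tested. Counts were normalized by the TMM method and compared with edgeR's quasi-likelihood test in a single model of the 4 groups, and genes with a Benjamini-Hochberg adjusted p under 0.05 were taken as DEGs. Levels below are TMM-normalized CPM (counts scaled to a common library size), as mean ± SD of 3 mice. Variation between mice of the same group, as edgeR's biological coefficient of variation, was 34.2%. In counts simulated for 3 mice per group, the test recovered 185 of 200 genes given a known change and made 4 false calls among the 18504 genes it covered. These genes were not taken from the lowest expressed and were given large changes, so recovery of smaller changes was not measured.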

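The level of *Cd248* followed the genotype in all 12 libraries. It was 150 ± 38.3 CPM in the sham group (SD, n = 3) and 209 ± 123 CPM in the traction group (SD, n = 3) of *Tem1* WT/WT mice, from 3883 to 16413 counts per library. In *Tem1* lacZ/lacZ mice it was 0.122 ± 0.0592 CPM in the sham group (SD, n = 3) and 0.120 ± 0.124 CPM in the traction group (SD, n = 3), from 0 to 13 counts per library. The log2 fold change between *Tem1* lacZ/lacZ and *Tem1* WT/WT mice was −10.25 in the sham groups (standard error 0.79, adjusted p = 0.00108 from edgeR's quasi-likelihood test) and −10.65 in the traction groups (standard error 0.79, adjusted p = 0.000755). Traction in *Tem1* WT/WT mice changed *Cd248* by a log2 fold change of 0.48 (standard error 0.50, adjusted p = 0.542), less than the spread between the mice with traction, and without replicate 3 of that group the change was −0.05.

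**Figure D1:**
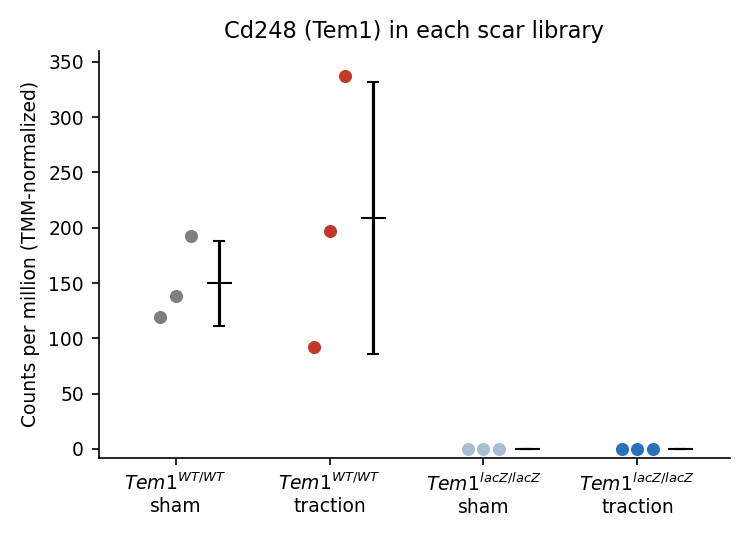
*Cd248* in TMM-normalized CPM (vertical axis) in each of the 12 scar libraries, by genotype and treatment. Each point is 1 mouse, and the black marks show the mean and SD of 3 mice; the 6 *Tem1* lacZ/lacZ libraries lie at or near 0.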

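Principal components were computed from DESeq2's variance-stabilized counts of the 500 most variable genes. The first component held 49.7% of their variance and the second 21.3%. On the first component, the 3 libraries of *Tem1* WT/WT mice with traction lay between 21.1 and 61.3 and the 9 other libraries between −26.9 and 2.78. The difference in means was 46.1 (two-sided exact permutation test, p = 0.00455, the smallest that the 220 splits allow), and on the second component it was −6.89 (two-sided exact permutation test, p = 0.545). Using all genes that passed the filter moved the first difference most, to 92.0. Replicate 1 of the *Tem1* WT/WT mice with traction lay 64.3 and 58.2 from replicates 2 and 3 in the plane of both components, and replicates 2 and 3 lay 7.62 apart. Traction against sham in *Tem1* WT/WT mice gave 1725 DEGs in edgeR, 1057 higher and 668 lower with traction, and in 1695 of them the groups' libraries did not overlap. Over all tested genes this held for 35.7%, where chance gives 10%. With only the 6 libraries of these groups in the fit, 0 genes passed the threshold and 4876 had an unadjusted p under 0.05, whereas DESeq2's Wald test gave 3996 DEGs. The share of DEGs that were higher, 61.3%, was 43.9% with upper quartile normalization and 83.0% with limma-voom. Between *Tem1* lacZ/lacZ and *Tem1* WT/WT mice, 20 genes differed with traction (18 lower and 2 higher in *Tem1* lacZ/lacZ mice, the last being *Erdr1* and *Gm15230*), of which 17 were also DEGs of traction in *Tem1* WT/WT mice, each in the opposite direction; both comparisons use the same 3 *Tem1* WT/WT libraries with traction, which by itself favors opposite directions. In the sham groups, 2 genes differed between the genotypes, *Cd248* and *Erdr1*. *Erdr1* and *Gm15230* were chosen after their values were seen.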

Principal component analysis showed that the sample clusters of *Tem1*^*WT/WT*^ mice with traction were separated from other clusters of the remaining three groups, suggesting that DEGs in *Tem1*^*WT/WT*^ mice with traction differ from those in the other groups (Fig. 4A). Canonical pathway analysis using IPA software revealed that wound healing, fibrosis, and inflammation signaling pathways were enriched in *Tem1*^*WT/WT*^ mice with traction versus the sham groups, and that *Tem1* knockout in mice abolished these traction-induced effects. 

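Short lists of pathway genes stood in for the IPA pathways. The lists were tested with limma's camera test on log2 CPM (inter-gene correlation 0.01), and p was adjusted over the 27 lists tested. In *Tem1* WT/WT mice, traction raised 37 extracellular matrix and collagen genes by a median log2 fold change of 1.20 (adjusted p = 1.1e-12), 27 TGF-β response genes by 0.63 (adjusted p = 1.9e-06) and 40 genes of inflammation and leukocyte migration by 2.24 (adjusted p = 8.7e-14). Between *Tem1* lacZ/lacZ and *Tem1* WT/WT mice with traction, the medians of the same lists were −0.96 (adjusted p = 5.5e-10), −0.68 (adjusted p = 1.3e-06) and −1.71 (adjusted p = 8.7e-11). Within *Tem1* lacZ/lacZ mice, the medians were 0.51 (adjusted p = 4.8e-06), 0.34 (adjusted p = 0.00192) and 0.55 (adjusted p = 0.0287). The genotype by traction interaction had medians of −0.59 (adjusted p = 7.7e-08), −0.32 (adjusted p = 0.00086) and −2.16 (adjusted p = 5.5e-14). Without replicate 1 of the *Tem1* WT/WT mice with traction, the medians between the genotypes with traction were −1.18, −0.48 and −0.81. Those of the interaction were then −0.82, −0.23 and −1.20. Of all lists, 17 passed the threshold for traction in *Tem1* WT/WT mice, 16 between the genotypes with traction, 16 for the interaction and 13 for traction in *Tem1* lacZ/lacZ mice. With the correlation between genes estimated for each list, 0 lists passed in each of these comparisons (2, 1, 2 and 1 had an unadjusted p under 0.05), and other splits of the *Tem1* WT/WT libraries gave up to 15 lists where they parted all same-numbered pairs and up to 19 where they did not. With upper quartile normalization the median of all genes was −0.12 for traction in *Tem1* WT/WT mice and 0.14 between the genotypes with traction. Relative to these medians the 3 lists changed in the same directions, with medians of 1.32, 0.66 and 3.75 in edgeR for traction in *Tem1* WT/WT mice.

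**Figure D2:**
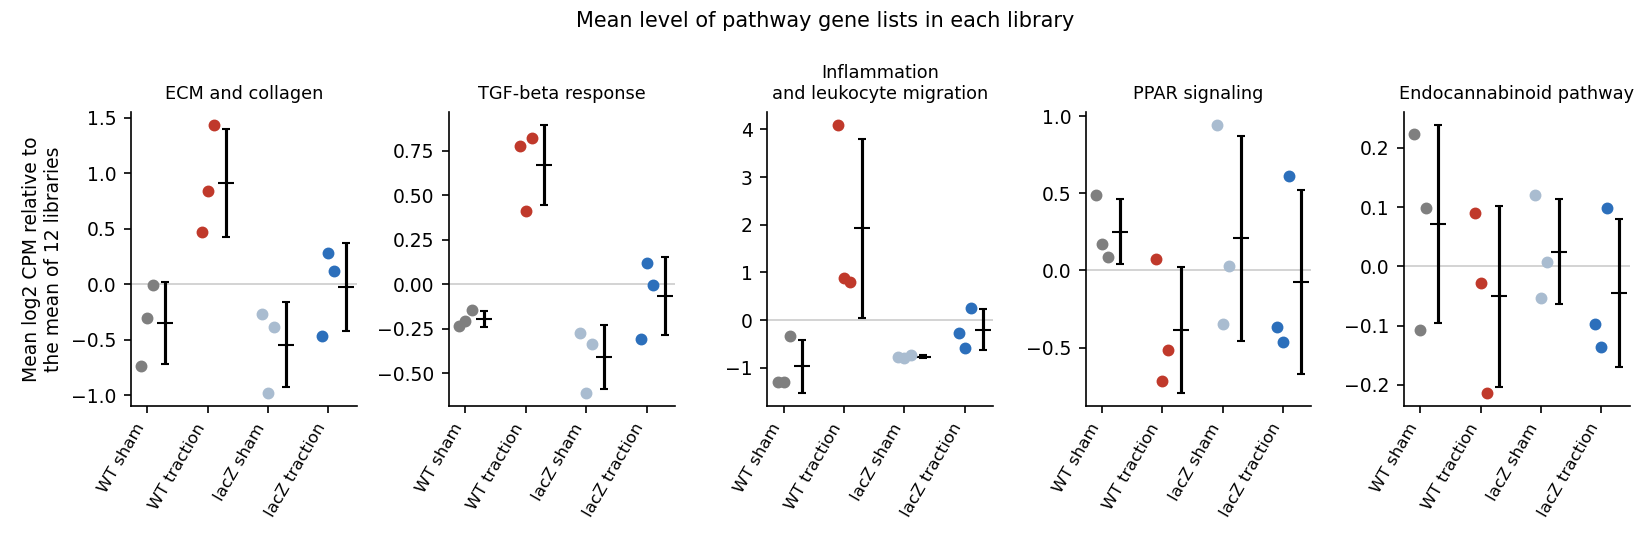
Mean log2 CPM of 5 gene lists in each library, relative to the mean of the 12 libraries (vertical axes), for *Tem1* WT/WT (WT) and *Tem1* lacZ/lacZ (lacZ) mice with and without traction. Each point is 1 mouse, with black marks for the mean and SD of 3 mice; inflammatory genes were highest in 1 of the 3 *Tem1* WT/WT mice with traction.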

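With traction in *Tem1* WT/WT mice, the median log2 fold change of 43 genes of peroxisome proliferator-activated receptor signaling was −0.56 (adjusted p = 0.0333 from limma's camera test). This list passed the threshold under 11 of the 17 alternatives, with adjusted p from 0.00649 to 0.642. The median of 21 genes of the endocannabinoid pathway was −0.12 (adjusted p = 0.882), and that list passed under 0 of the 17 alternatives.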

When traction was applied to the wound in *Tem1*^*WT/WT*^ mice, the pathways for peroxisome proliferator-activated receptor (PPAR) signaling and endocannabinoid pathways that can inhibit the proliferation and migration in fibroblasts and cancer, respectively, were downregulated [54, 75]. Conversely, *Tem1*^*lacZ/lacZ*^ mice with traction force displayed increased enrichment of these pathways when compared with *Tem1*^*WT/WT*^ mice (Fig. 4B). 

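Between *Tem1* lacZ/lacZ and *Tem1* WT/WT mice with traction, the median of the PPAR signaling genes was 0.40 (adjusted p = 0.201 from limma's camera test), and the list passed the threshold under 2 of the 17 alternatives, without replicate 1 of the *Tem1* WT/WT or of the *Tem1* lacZ/lacZ mice with traction (median from −0.02 to 0.48 over the alternatives). The median of the endocannabinoid genes was −0.09 (adjusted p = 0.795). In edgeR's estimates it was −0.06 and turned to 0.08 with upper quartile normalization, which is −0.06 relative to the median of all genes. Neither list passed the threshold for the genotype by traction interaction, with medians of 0.26 (adjusted p = 0.311) and −0.03 (adjusted p = 0.708). Of 17 alternatives, the PPAR signaling list passed under 1 (median from −0.12 to 0.48 over all) and the endocannabinoid list under 0.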

To verify the regulation of TEM1 on cell populations within pathologic scarring, xCell software, for cell type enrichment analysis [6], was applied to the sham and traction groups of *Tem1*^*WT/WT*^ and *Tem1*^*lacZ/lacZ*^ mice. Traction in *Tem1*^*WT/WT*^ mice was found to increase the enrichment scores of fibroblasts, chondrocytes, pericytes, neutrophils, monocytes, and endothelial cells. 

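Lists of marker genes stood in for the xCell scores. For traction in *Tem1* WT/WT mice, the median log2 fold change was 0.67 for 17 fibroblast genes (adjusted p = 0.00182 from limma's camera test), 0.58 for 11 pericyte genes (adjusted p = 0.0129) and 1.13 for 18 endothelial genes (adjusted p = 2.8e-10). It was 4.04 for 15 neutrophil genes (adjusted p = 3.5e-08) and 1.31 for 16 monocyte genes (adjusted p = 7.0e-05). Chondrocyte genes, of which 12 were tested, did not shift (median −0.01, adjusted p = 0.835). With the correlation between genes estimated for each list, none of these lists passed. Adjusted p from the same test was then 0.312 for pericyte, endothelial and neutrophil genes, 0.376 for monocyte genes and 0.418 for fibroblast genes. All 15 neutrophil genes were highest in replicate 1 among the *Tem1* WT/WT mice with traction, where their mean log2 CPM was 4.97 above the mean of all libraries, against 1.14 and 0.88 in replicates 2 and 3.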

Importantly, *Tem1* deficiency reduced the score of these cell types induced by traction force. In contrast, the enrichment scores for neurons and adipocytes were lower in the traction groups than in the sham groups of *Tem1*^*WT/WT*^ mice. 

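In *Tem1* lacZ/lacZ mice with traction, compared with *Tem1* WT/WT mice with traction, the median was −0.70 for fibroblast genes (adjusted p = 0.00132 from limma's camera test), −0.43 for pericyte genes (adjusted p = 0.0372) and −0.58 for endothelial genes (adjusted p = 3.6e-05). Neutrophil genes had a median of −2.31 (adjusted p = 3.6e-05) and monocyte genes of −1.10 (adjusted p = 0.000125). Without replicate 1 of the *Tem1* WT/WT mice with traction, these medians were −0.89 (adjusted p = 0.00879) and −0.72 (adjusted p = 0.00492). The interaction was then −1.71 for neutrophil genes and −0.63 for monocyte genes. Chondrocyte genes had a median of 0.15 (adjusted p = 0.774). The interaction of genotype and traction was −0.43 for fibroblast genes (adjusted p = 0.00495), −2.76 for neutrophil genes (adjusted p = 2.6e-07), −1.17 for monocyte genes (adjusted p = 0.000687) and −0.40 for endothelial genes (adjusted p = 0.00193). It was not past the threshold for pericyte genes (−0.27, adjusted p = 0.231) or chondrocyte genes (0.62, adjusted p = 0.142). Within *Tem1* lacZ/lacZ mice, traction raised the endothelial genes by 0.67 (adjusted p = 7.7e-11), the pericyte genes by 0.31 (adjusted p = 0.0218) and the neutrophil genes by 0.97 (adjusted p = 0.0216), whereas fibroblast (0.33, adjusted p = 0.200), monocyte (0.45, adjusted p = 0.0884) and chondrocyte genes (0.36, adjusted p = 0.137) did not pass the threshold. With the correlation between genes estimated for each list, none of these lists passed in any of these comparisons. The lowest adjusted p from the same test was then 0.380 between the genotypes, 0.446 for the interaction and 0.690 within *Tem1* lacZ/lacZ mice.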

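With traction in *Tem1* WT/WT mice, 18 adipocyte genes had a median log2 fold change of −2.07 (adjusted p = 0.00182 from limma's camera test), and the list passed the threshold under 14 of the 17 alternatives (adjusted p from 4.7e-05 to 0.559). The median of 10 neuronal genes was −0.19 (adjusted p = 0.325), and that list passed under 0 of the 17 alternatives.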

*Tem1* knockout in mice restored the scores for both these cell types in association with decreased fibrosis in the scar region (Fig. 4C). 

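The adipocyte genes had a median of 0.80 between *Tem1* lacZ/lacZ and *Tem1* WT/WT mice with traction (adjusted p = 0.124 from limma's camera test), and the interaction was 0.65 (adjusted p = 0.231). Over 17 alternatives the interaction ran from −0.30 to 1.84 and passed the threshold under 3. Traction in *Tem1* lacZ/lacZ mice changed the adipocyte genes by −0.98 (adjusted p = 0.00355). These genes passed under 12 of 17 alternatives there, by −2.08 to −0.08 over all of them. Without replicate 1 of the *Tem1* WT/WT mice with traction, their median between the genotypes was 1.89 (adjusted p = 0.00481, with a range over the alternatives from 0.00481 to 0.78), and it turned to −0.14 without replicate 2 of that group and to −0.37 without replicate 3 of the *Tem1* lacZ/lacZ mice with traction. The neuronal genes had a median of 0.23 (adjusted p = 0.397).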

To identify potential variation in DEGs and biologic functions regulated by TEM1, cluster methods were applied to explore whether any gene in the non-overlapping dataset exhibited a statistical interaction difference from its mean group expression level (adjusted *p*-value < 0.05) which could indicate a distinct change in gene expression (traction group relative to sham in *Tem1*^*WT/WT*^ mice) (Fig. 4D) [4]. This analysis resulted in 2,451 genes, and interaction analyses revealed 4 clusters of DEGs. 

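The interaction was tested in edgeR as the difference between the traction effects of the genotypes. No gene of the 18853 tested had an adjusted p under 0.05 (smallest 0.548), and 1680 had an unadjusted p under 0.05, where chance gives 943. DESeq2's Wald test of the same contrast, which moved this result most of the alternatives planned, gave 68 genes, 47 of them (69.1%) higher with traction in *Tem1* WT/WT mice. In *Tem1* lacZ/lacZ mice, traction against sham gave 0 DEGs in edgeR (smallest adjusted p = 0.598), with 1530 genes at an unadjusted p under 0.05. With limma-voom, 435 genes passed this last comparison. In the counts simulated with 200 genes of known interaction, edgeR recovered 167 and made 6 false calls. Each simulated change was larger in size than the median interactions of the genes named for clusters 1 and 2 (−0.61 and −1.48). This recovery therefore does not show how many interactions of that size would be found. With no interaction gene to group, 4 patterns were described on the 1725 DEGs of traction in *Tem1* WT/WT mice, a choice made after the counts of DEGs were seen. Hierarchical clustering gave patterns of 604, 599, 458 and 64 genes, each of which was all higher or all lower with traction.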

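*Col1a1*, *Col1a2*, *Col3a1*, *Col11a2*, *Lox*, *P4ha1*, *Tgfb1*, *Smad4*, *Runx1*, *Tie1*, *Ets1*, *Pecam1*, *Pdgfrb*, *Rac1*, *Rac3*, *Rhoc* and *Src* were all higher with traction in *Tem1* WT/WT mice. The median log2 fold change of these 17 genes was 1.23 (from 0.45 to 1.68), and 11 were DEGs in edgeR. The number of DEGs ranged from 0 to 17 over 22 alternatives, and all 17 genes were higher in each. In 15 of them the libraries of the traction and sham groups did not overlap, as in 35.7% of all genes tested; the study named these genes from the same libraries. *P4ha1* (Entrez 18451, chromosome 10 of GRCm38 from 59323197 to 59373304) encodes a subunit of the enzyme that hydroxylates collagen. Its level was 114 ± 11.9 CPM in the sham group (SD, n = 3) and 242 ± 11.7 CPM in the traction group (SD, n = 3), a log2 fold change of 1.08 (standard error 0.17, adjusted p = 0.0239 from edgeR). The collagens did not pass the threshold: the log2 fold change was 1.68 for *Col1a1* (adjusted p = 0.0553), 1.48 for *Col1a2* (adjusted p = 0.0722) and 1.08 for *Col3a1* (adjusted p = 0.105). DESeq2 called these 3 genes (adjusted p = 0.00481, 0.0123 and 0.0319), against adjusted p up to 0.29 under the other alternatives.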

Cluster 1 contained a profibrotic set of genes, including *Col1a1*, *Col1a2*, *Col3a1*, *Col11a2*, *Lox*, *P4ha1*, *Tgfb1*, *Smad4*, *Runx1, Tie1*, *Ets1*, *Pecam1*, *Pdgfrb*, *Rac1*, *Rac3*, *Rhoc*, and *Src*, that were associated with ECM organization, response to transforming growth factor beta, angiogenesis, and small GTPase signaling. 

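*Ccl2*, *Ccr1*, *Il17ra*, *Il33*, *Mmp9*, *Spp1*, *Tnf*, *Vegfa*, *Il1r2*, *Jak2*, *Nos2*, *Stat3*, *Csf1*, *Csf3r*, *Hif1a* and *Jak3* were all higher with traction in *Tem1* WT/WT mice, in edgeR and in each of 22 alternatives. The median log2 fold change of these 16 genes was 1.69 (from 0.90 to 6.51). Of these genes, 10 were DEGs in edgeR (from 0 to 16 over the 22 alternatives), and 13 showed no overlap between the libraries of the groups. *Nos2* (Entrez 18126, chromosome 11 of GRCm38 from 78920787 to 78960226), which encodes an inducible nitric oxide synthase, rose most. Its level was 1.99 ± 1.02 CPM in the sham group (SD, n = 3) and 182 ± 182 CPM in the traction group (SD, n = 3), a log2 fold change of 6.51 (standard error 0.78, adjusted p = 0.0170 from edgeR). The levels of the 3 mice with traction were 391, 86.8 and 66.8 CPM.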

Cluster 2 represented inflammatory gene sets, such as *Ccl2*, *Ccr1*, *Il17ra*, *Il33*, *Mmp9*, *Spp1*, *Tnf*, *Vegfa*, *Il17ra*, *Il33*, *Il1r2*, *Jak2*, *Nos2*, *Stat3*, *Tnf*, *Csf1*, *Csf3r*, *Hif1a*, *Jak2*, *Jak3*, and *Stat3,* which correlated with inflammatory response, leukocyte migration, and myeloid cell differentiation. DEGs in clusters 1 and 2 were upregulated in the traction groups in the *Tem1*^*WT/WT*^ mice, compared with sham groups, but the *Tem1*^*lacZ/lacZ*^ mice displayed inhibition of traction-induced expression of these genes. 

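Between *Tem1* lacZ/lacZ and *Tem1* WT/WT mice with traction, all 17 genes listed for cluster 1 were lower in *Tem1* lacZ/lacZ mice, with a median log2 fold change of −0.89 (from −1.35 to −0.49), and 16 had an unadjusted p under 0.05. The *Tem1* WT/WT libraries with traction are shared with the comparison to sham mice, which by itself favors opposite directions. *P4ha1* was the DEG among them in edgeR (−1.15, standard error 0.17, adjusted p = 0.0335), with 109 ± 16.6 CPM in *Tem1* lacZ/lacZ mice with traction (SD, n = 3). It passed the threshold in 8 of 22 alternatives. All 16 genes listed for cluster 2 were lower in *Tem1* lacZ/lacZ mice, with a median of −1.39 (from −6.28 to −0.23), and 15 had an unadjusted p under 0.05. *Nos2* was the DEG among them (−6.28, standard error 0.77, adjusted p = 0.0136), with 2.33 ± 1.15 CPM in *Tem1* lacZ/lacZ mice with traction (SD, n = 3). DESeq2's Wald test called 10 genes of cluster 1 and 13 of cluster 2 in this comparison, and edgeR called 6 and 8 without replicate 2 of the *Tem1* WT/WT mice with traction. Within *Tem1* lacZ/lacZ mice, traction raised 14 of the 17 genes of cluster 1 (median 0.47) and 12 of the 16 of cluster 2 (median 0.38), with 0 DEGs and with 7 and 3 genes at an unadjusted p under 0.05. The interaction was below 0 for all genes of both lists, with medians of −0.61 and −1.48. It passed the threshold for 0 of them, and 4 and 9 had an unadjusted p under 0.05. For *Nos2* the interaction was −5.57 (standard error 0.96, adjusted p = 0.548). DESeq2 called *Nos2*, *P4ha1* and *Mmp9* for the interaction.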

In cluster 3, genes including *Abcd3*, *Acot1*, and *Acsl3* were associated with the fatty acid metabolic process. 

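With traction in *Tem1* WT/WT mice, *Abcd3* (Entrez 19299, chromosome 3 of GRCm38 from 121758904 to 121815302), which encodes a peroxisomal fatty acid transporter, went from 146 ± 9.65 CPM (SD, n = 3) to 88.4 ± 20.4 CPM (SD, n = 3), a log2 fold change of −0.72 (standard error 0.19, adjusted p = 0.0435 from edgeR). *Abcd3* passed the threshold in 8 of 22 alternatives. The log2 fold change was −1.26 for *Acot1* (adjusted p = 0.0355), whose reads the authors' counting could have shared with its paralogs, and −0.66 for *Acsl3* (adjusted p = 0.0723, called by DESeq2 with 0.0492 and with up to 0.232 under the alternatives). Between *Tem1* lacZ/lacZ and *Tem1* WT/WT mice with traction, the log2 fold changes were 0.56 (adjusted p = 0.120), 0.80 (adjusted p = 0.135) and 0.23 (adjusted p = 0.510) for *Abcd3*, *Acot1* and *Acsl3*. A list of 43 genes of fatty acid metabolism had a median of −0.52 with traction in *Tem1* WT/WT mice (adjusted p = 6.3e-05 from limma's camera test), 0.28 between the genotypes with traction (adjusted p = 0.00608) and −0.34 with traction in *Tem1* lacZ/lacZ mice (adjusted p = 4.8e-06). Its interaction was 0.16 (adjusted p = 0.252). With the correlation between its genes estimated, this list did not pass: adjusted p from the same test was 0.312, 0.490 and 0.690 in the first 3 of these comparisons.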

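*Gsdma3*, *Krt2*, *Krt25*, *Krt27*, *Krt36*, *Krt71*, *Krt84*, *Lgr4*, *Bmp4*, *Foxe1*, *Foxn1*, *Fzd3*, *Gli1*, *Hoxc13*, *Lhx2*, *Sox9*, *Sox21* and *Wnt10b* were all lower with traction in *Tem1* WT/WT mice. The median log2 fold change of these 18 genes was −1.49 (from −2.24 to −0.67). All 18 had an unadjusted p under 0.05 and no overlap between the libraries of the groups, from which the study named them, and 5 were DEGs in edgeR. Over 22 alternatives, from 0 to 16 of them were DEGs. DESeq2's Wald test, from the tool that the paper names, called 52 of the 54 genes named for the clusters. *Krt71* (Entrez 56735, chromosome 15 of GRCm38 from 101733949 to 101743097) encodes a keratin of the inner root sheath, and its reads could be shared with other keratin genes. Its level was 5960 ± 2139 CPM in the sham group (SD, n = 3) and 1716 ± 517 CPM in the traction group (SD, n = 3), a log2 fold change of −1.80 (standard error 0.61, adjusted p = 0.0780 from edgeR). That of *Sox9* was −0.70 (standard error 0.24, adjusted p = 0.0805). DESeq2 called *Krt71* (adjusted p = 0.0146) but not *Sox9* (adjusted p = 0.0544).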

Clusters 3 and 4 consisted of a gene set that included *Gsdma3*, *Krt2*, *Krt25*, *Krt27*, *Krt36*, *Krt71*, *Krt84*, *Lgr4*, *Bmp4*, *Foxe1*, *Foxn1*, *Fzd3*, *Gli1*, *Hoxc13*, *Lhx2*, *Sox9*, *Sox21*, and *Wnt10b*, which were associated with epidermal and hair follicle development. Traction in *Tem1*^*WT/WT*^ mice reduced the expression of DEGs in clusters 3 and 4, while *Tem1* deletion abolished this trend. 

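Between *Tem1* lacZ/lacZ and *Tem1* WT/WT mice with traction, all 18 epidermal and hair follicle genes were higher in *Tem1* lacZ/lacZ mice (median log2 fold change 0.82). Of these, 7 had an unadjusted p under 0.05 and 0 passed the threshold in edgeR, where DESeq2 called 3. In 17 of the 18 the interaction was above 0 (median 1.47, 8 with an unadjusted p under 0.05 and 0 past the threshold). Traction in *Tem1* lacZ/lacZ mice lowered 10 of them and raised 8 (median −0.06). This balance was not stable, since over 22 alternatives from 2 to 16 genes were raised and the median ran from −0.26 to 0.29. For *Krt71* and *Sox9* the difference between the genotypes with traction was 1.14 (adjusted p = 0.247) and 0.39 (adjusted p = 0.322). A list of 39 hair follicle genes had a median of −1.78 with traction in *Tem1* WT/WT mice (adjusted p = 8.8e-13 from limma's camera test), 1.09 between the genotypes with traction (adjusted p = 5.0e-09), 0.05 with traction in *Tem1* lacZ/lacZ mice (adjusted p = 0.580, and −0.22 in edgeR's estimates) and 1.90 for the interaction (adjusted p = 7.6e-18). With the correlation between its genes estimated, this list did not pass: adjusted p from the same test was 0.312 for traction in *Tem1* WT/WT mice, 0.380 between the genotypes and 0.446 for the interaction. With traction in *Tem1* lacZ/lacZ mice the median of this list ran from −0.62 to 0.52 over 17 alternatives, and it passed the threshold under 1. Among the 54 genes named for the 4 clusters, 53 changed less with traction in *Tem1* lacZ/lacZ mice than in *Tem1* WT/WT mice, and 39 changed in the same direction in both; these genes were named by the study from the same libraries.

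**Figure D3:**
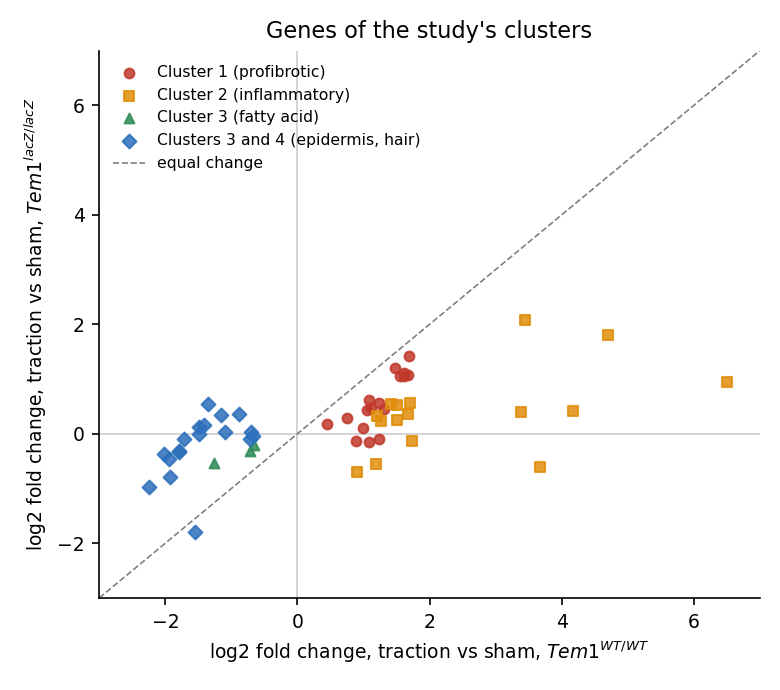
log2 fold change with traction against sham in *Tem1* WT/WT mice (horizontal axis) and in *Tem1* lacZ/lacZ mice (vertical axis) for the 54 genes the study names in its clusters. Each point is 1 gene; 53 of the 54 points lie nearer to 0 on the vertical axis than on the horizontal axis, and the dashed line marks equal change.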

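Of the 1725 DEGs of traction in *Tem1* WT/WT mice, 1530 (88.7%) changed in the same direction with traction in *Tem1* lacZ/lacZ mice. The median log2 fold change of the higher genes was 1.19 in *Tem1* WT/WT mice and 0.42 in *Tem1* lacZ/lacZ mice, and that of the lower genes was −1.55 and −0.37. These genes were chosen for their change in *Tem1* WT/WT mice, so the change was also measured in libraries that had no part in choosing them. In each of the 9 pairs of a traction and a sham library of *Tem1* WT/WT mice, 500 genes were chosen on the other libraries of these groups. The median change of these genes in the direction they were chosen for was 0.95 in the pairs left out (from 0.52 to 1.80) and 0.47 in *Tem1* lacZ/lacZ mice (from 0.30 to 0.51), and it was larger in *Tem1* WT/WT mice in 9 of 9 pairs. With 500 genes chosen on *Tem1* lacZ/lacZ libraries instead, a test added after these results were seen, the median change was 0.35 in the *Tem1* lacZ/lacZ pairs left out (from −0.46 to 0.63) and 0.75 in *Tem1* WT/WT mice (from 0.55 to 0.87), and it was larger in *Tem1* WT/WT mice in 8 of 9 pairs. The pairs share libraries and are not independent. The paper reports that *Tem1* deficiency held back the changes that traction made in pathways, cell types and gene clusters. Beside its measures of scar area and collagen, it proposes from these a route from TEM1 to stretch-induced scars by way of the matrix and inflammation.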

Collectively, these data suggest that TEM1 triggers stretch-induced scar formation through ECM production and inflammatory responses.

**Fig. 4:**
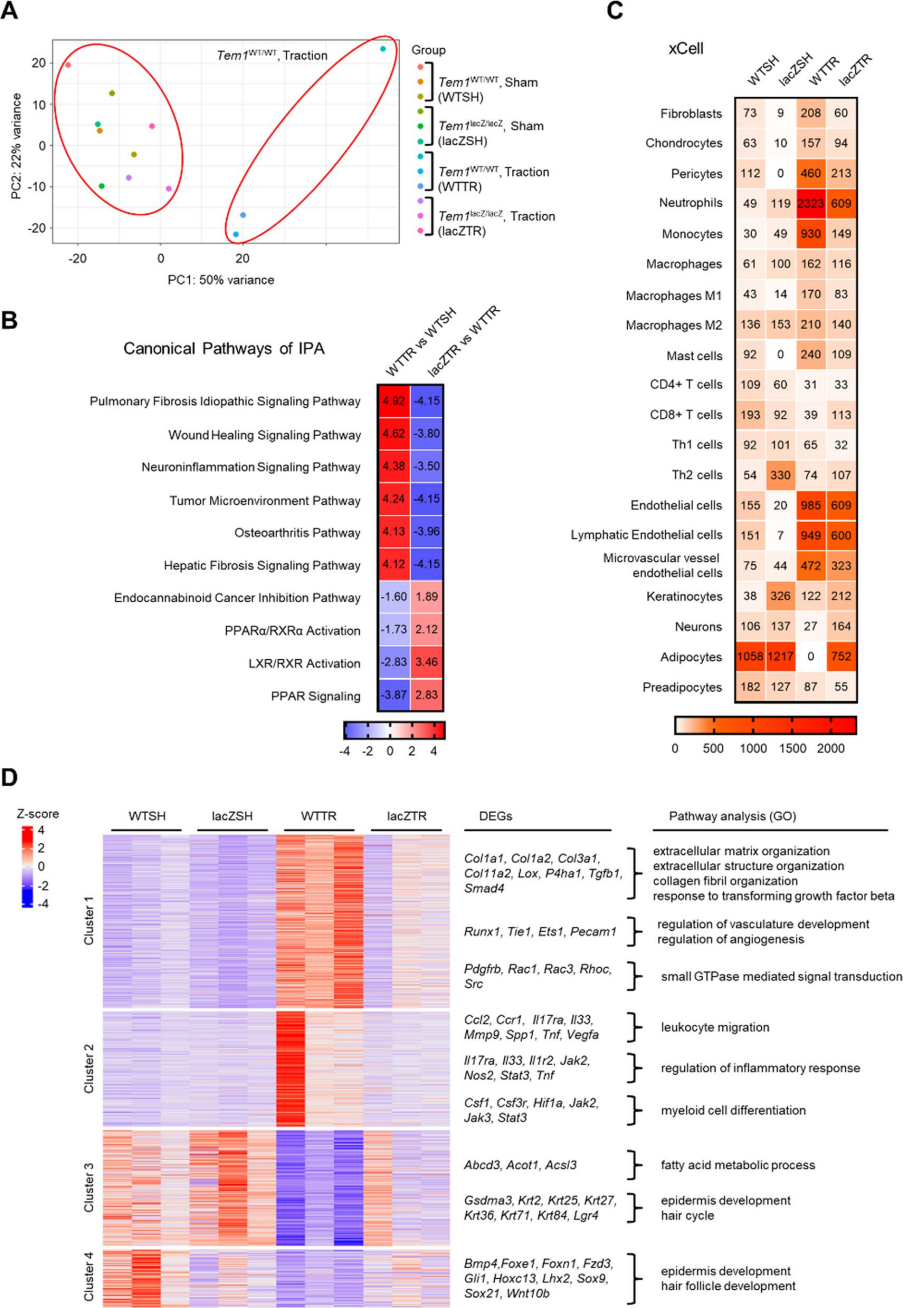
Molecular profiling by RNA-sequencing reveals that *Tem1* deficiency in mice mitigates stretch-mediated fibrosis and inflammation during scar progression. **A** The scar tissues from *Tem1*^*WT/WT*^ and *Tem1*^*lacZ/lacZ*^ mice with or without traction force (n = 3 for each group) is subjected to RNA-sequencing. Principal component analysis reveals distinct changes across four groups. **B** Canonical pathways are analyzed by IPA software following DEGs. **C** Cell type inference for each group is predicted by xCell software. **D** Cluster methods are conducted by the tidyverse package to explore gene expression patterns. The gene ontology biological processes of DEGs in each cluster are analyzed by the clusterProfiler package. *Tem1*^*WT/WT*^ mice without traction force (sham group), WTSH; *Tem1*^*lacZ/lacZ*^ mice without traction force (sham group), lacZSH; *Tem1*^*WT/WT*^ mice with traction force (traction group), WTTR; *Tem1*^*lacZ/lacZ*^ mice with traction force (traction group), lacZTR

### TEM1 is involved in the proliferation, migration, and invasion of keloid fibroblasts

We hypothesized that TEM1 can regulate the biologic functions of KFs because upregulated TEM1 expression was found in KFs (Additional file 1: Fig. S1C–E). KFs displayed a stronger capacity for proliferation, migration, and invasion than NFs (Additional file 1: Fig. S8A–E), similar to previous findings [56]. To investigate this further, small interfering RNA (siRNA) was used to knock down *TEM1* expression. The protein level of TEM1 expression in KFs was significantly reduced by the transfection of *TEM1* siRNA for 72 h, in comparison to control siRNA (Fig. 5A). Cell proliferation of KFs transfected with *TEM1* siRNA at 48 and 72 h was significantly reduced as measured by WST-1 assay (Fig. 5B). The wound recovery rate of *TEM1* siRNA-transfected KFs was also delayed in a wound healing assay (Fig. 5C and D). *TEM1* silencing in KFs significantly reduced the transmigration activity in response to 10% fetal bovine serum (FBS) gradient (Fig. 5E and F). Dermal fibroblasts primarily isolated from *Tem1*^lacZ/WT^ mice exhibited a reduced migration capability compared to those from *Tem1*^WT/WT^ mice (Additional file 1: Fig. S9A and B). In the HEK293 cell line, overexpression of TEM1 boosted migration capacity (Additional file 1: Fig. S10A–C). The invasive ability of *TEM1* siRNA-transfected KFs was also down-regulated, as demonstrated by Matrigel-coated transmigration assay in response to 10% FBS gradient (Fig. 5G and H). Overall, these results indicate that TEM1 plays a critical role in the proliferation, migration, and invasion of KFs.

**Fig. 5:**
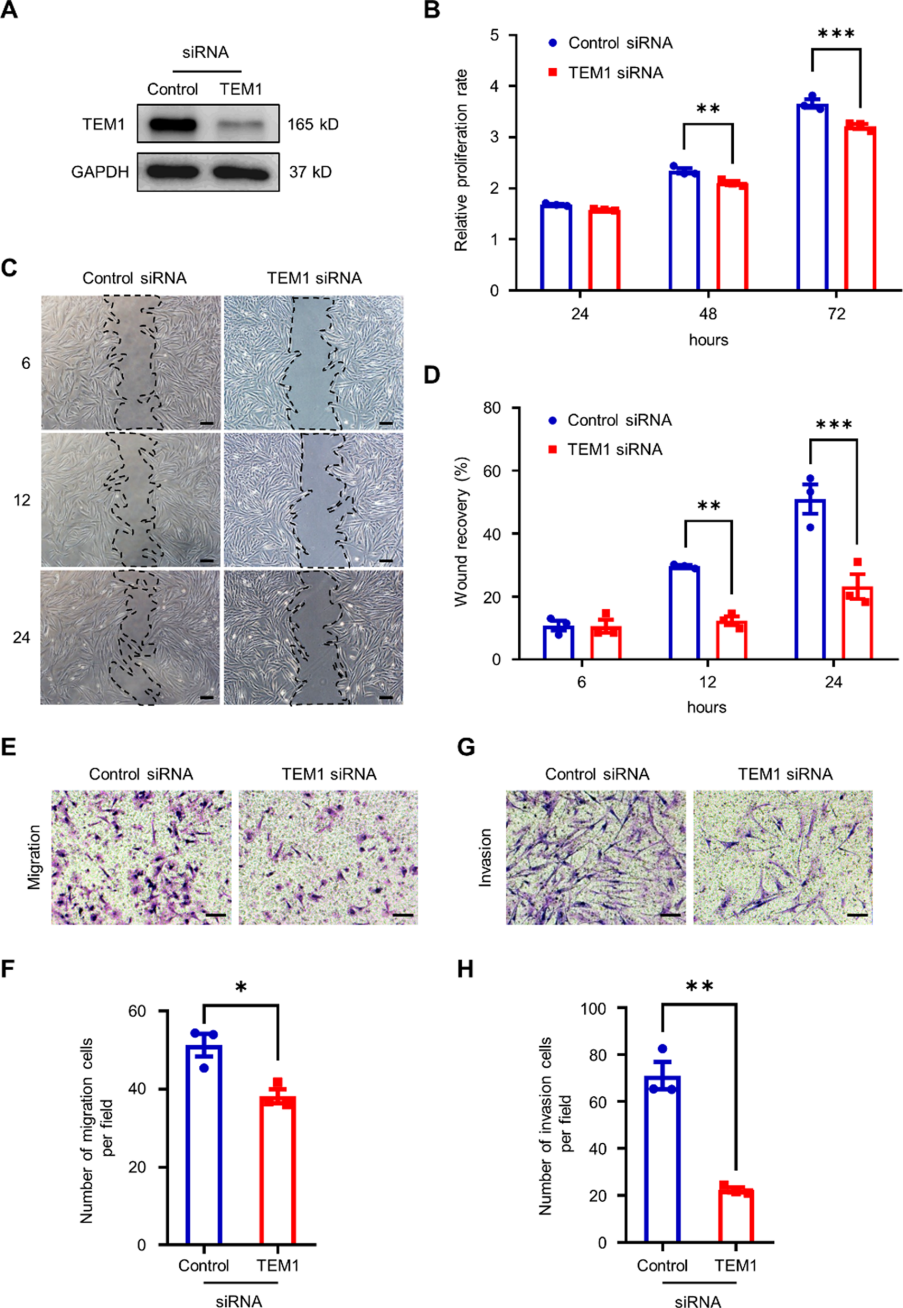
TEM1 is involved in the cell proliferation, migration, and invasion of keloid fibroblasts.** A** *TEM1*-knockdown KFs are established by transfection with *TEM1* small interfering RNA (*TEM1* siRNA). Non-target siRNA is regarded as control siRNA. The protein level of TEM1 expression is assayed by Western blotting. **B** The cell viability of fibroblasts in 10% FBS is measured by WST-1 assay. Proliferation rate at 24, 48, and 72 h relative to that at 0 h is shown. **C–F** The cell migration ability of fibroblasts is measured by wound healing assay (**C, D**) and transwell migration assay (**E, F)** with 10% FBS as the chemoattractant. Scale bar = 100 μm. **G, H** The cell invasion of fibroblasts is assayed using a Matrigel-coated transwell migration assay with 10% FBS as the chemoattractant. Scale bar = 100 μm. Bar graphs show mean ± SEM. * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001. *P*-values are determined by unpaired two-tailed Student’s *t*-test and two-way analysis of variance

### TEM1 enhances TGF-β-mediated responses of dermal fibroblasts

TGF-β1 was upregulated in keloids (Additional file 1: Fig. S1A) and was an upstream regulator of *TEM1*-positive fibroblasts in the keloid scRNA-seq datasets (Fig. 2H). In addition, *Tem1* knockout in mice decreased the expression of the traction-induced profibrotic gene cluster that is correlated with the TGF-β response pathway (Fig. 4D). 

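*Tgfb1* (Entrez 21803, chromosome 7 of GRCm38 from 25687002 to 25705077) belongs to the genes listed for this cluster. In *Tem1* WT/WT mice its level was 35.8 ± 6.07 CPM in the sham group (SD, n = 3) and 115 ± 63.9 CPM in the traction group (SD, n = 3), a log2 fold change of 1.68 (standard error 0.39, adjusted p = 0.0334 from edgeR). In *Tem1* lacZ/lacZ mice it was 21.4 ± 4.03 CPM in the sham group (SD, n = 3) and 45.0 ± 17.3 CPM in the traction group (SD, n = 3). Between the genotypes with traction the log2 fold change was −1.35 (standard error 0.38, adjusted p = 0.0952), and DESeq2 called it (−1.37, adjusted p = 0.0148, where the adjusted p of the alternatives ranged from 0.0148 to 0.301).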

We proposed that TEM1 may affect the activation of dermal fibroblasts by regulating TGF-β signal transduction. To verify this hypothesis, TEM1 protein expression was shown to be decreased in normal human dermal fibroblasts (NHDFs), NFs, and KFs by the transfection of *TEM1* siRNA (Fig. 6A and F). In NHDFs, *TEM1* knockdown significantly decreased the expression of profibrotic proteins, including α-SMA, COL1A1, and FN1, following TGF-β1 treatment for 48 h (Fig. 6B). The phosphorylation of SMAD2 and ERK (p-SMAD2 and p-ERK) that was induced by TGF-β1 stimulation was diminished in *TEM1*-silenced NHDFs (Fig. 6C). The TGF-β1-mediated phosphorylated SMAD2 can translocate from the cytoplasm to the nucleus to drive the expression of profibrotic proteins such as α-SMA, COL1A1, and FN1 [48]. Hence, *TEM1* depletion in NHDFs displayed a decrease in the TGF-β1-induced translocation of SMAD2 into the nucleus (Fig. 6D and E). In primary skin dermal fibroblasts from *Tem1*^lacZ/WT^ mice, the TGF-β1-induced nuclear translocation of SMAD2 was diminished compared to those from *Tem1*^WT/WT^ mice (Additional file 1: Fig. S9C and D). Conversely, in the HEK293 cell line, TEM1 overexpression enhanced TGF-β1-induced SMAD2 translocation (Additional file 1: Fig. S10D and E). Furthermore, the TGF-β1-driven phosphorylation of SMAD2 was also reduced in both NFs and KFs with the transfection of *TEM1* siRNA (Fig. 6G), suggesting that dermal fibroblasts (commercially obtained or from our lab) displayed a similar trend. TEM1 downregulation resulted in significantly decreased proliferative activity induced by TGF-β administration in both NFs and KFs (Fig. 6H). In sum, these results reveal that TEM1 is required for TGF-β1-induced dermal fibroblast activation, proliferation, and ECM production.

**Fig. 6:**
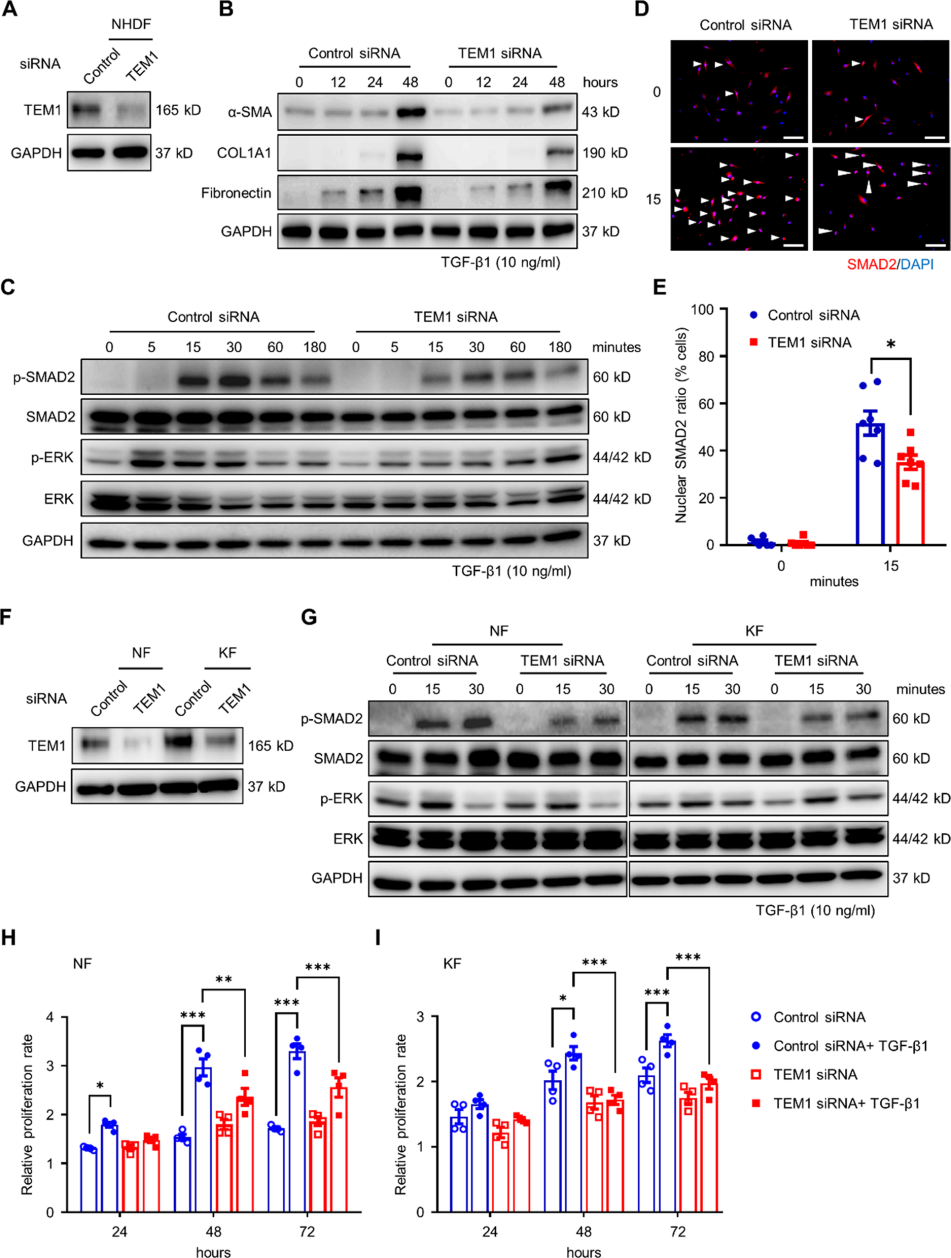
TEM1 is essential for TGF-β1-mediated activity in dermal fibroblasts.** A** The *TEM1* gene in NHDFs is knocked down by transfection with *TEM1* small interfering RNA (*TEM1* siRNA), as compared with non-target siRNA (control siRNA). The protein level of TEM1 expression is assayed using Western blotting. **B** The amount of protein expression, including α-SMA, COL1A1, FN1, and GAPDH, in NHDFs treated with TGF-β1 (10 ng/ml) for 0, 12, 24, and 48 h is analyzed using Western blotting. **C** The protein levels of p- SMAD2, SMAD2, p-ERK, ERK, and GAPDH expression in NHDFs treated with TGF-β1 (10 ng/ml) for 0, 5, 15, 30, 60, and 180 min are detected by Western blotting. **D** The nuclear translocation of SMAD2 in NHDFs after the administration of TGF-β1 (10 ng/ml) is observed by immunofluorescence. **E** The nuclear SMAD2 ratio relative to DAPI is quantified by ImageJ. Scale bar = 100 μm. **F** The *TEM1* gene in NFs and KFs is knocked down by TEM1 siRNA. The protein level of TEM1 expression is detected using Western blotting. G The protein levels of p-SMAD2, SMAD2, p-ERK, ERK, and GAPDH expression in NFs and KFs treated with TGF-β1 (10 ng/ml) for 0, 15, and 30, minutes are identified by Western blotting. **H, I** The cell viability of NFs (**H**) and KFs (**I**) in response to TGF-β1 (10 ng/ml) is measured by WST-1 assay. The proliferation at 24, 48, and 72 h relative to that at 0 h is shown. Bar graphs show mean ± SEM. * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001. *P*-values are determined by two-way analysis of variance

### TEM1 augments TGF-β1 signaling transduction by interacting with and stabilizing TGFBR2

Because TGF-β1-downstream signaling pathways were impacted by TEM1, we hypothesized that TEM1 could regulate the signaling activity upstream of these kinase effectors, probably at the ligand/receptor level. *TEM1* silencing in NHDFs abolished expression of the TGFBR2 protein, but not of TGFBR1. Interestingly, TGF-β1 treatment induced the upregulation of both TGFBR1 and TGFBR2 proteins in NHDFs, which was abolished by *TEM1* knockdown (Fig. 7A). In addition, there was no change in the gene expression levels of *TGFBR1* or *TGFBR2* in *TEM1* knockdown cells (Fig. 7B). Therefore, we speculated that TEM1 could regulate the protein stability of TGFBR1 and TGFBR2 in NHDFs. To test this possibility, a cycloheximide chase assay of protein degradation was performed. Cyclin D1 protein, as a positive control, was found to gradually decrease after cycloheximide application, which is consistent with a previous study [76]. Accordingly, knockdown of *TEM1* led to the accelerated degradation of the TGFBR2 protein, but not of TGFBR1, in NHDFs treated with cycloheximide for 2 h, compared to control siRNA-treated cells (Fig. 7C). The proteasomal pathway regulates TGF-β receptor degradation and downstream signaling transduction [3, 88], and we therefore hypothesized that TEM1 regulates TGF-β receptor stability by affecting the proteasomal degradation pathway. To address this process, MG132, a proteasomal inhibitor, was used in *TEM1* siRNA-transfected NHDFs. As a positive control, we included high-molecular-weight polyubiquitinated proteins which have been reported to accumulate after MG132 treatment (Fig. 7D and E) [45]. The results showed that the reduced expression of TGFBR1 and TGFBR2 proteins in *TEM1*-deficient cells was restored after MG132 treatment for 1 h (Fig. 7D). In addition, the diminished TGF-β1-triggered phosphorylation of SMAD2 and ERK by *TEM1* knockdown was restored after MG132 administration (Fig. 7E). To sum up these results, TEM1 enhances TGF-β1-mediated signal transduction by increasing the stability of TGF-β receptors.

**Fig. 7:**
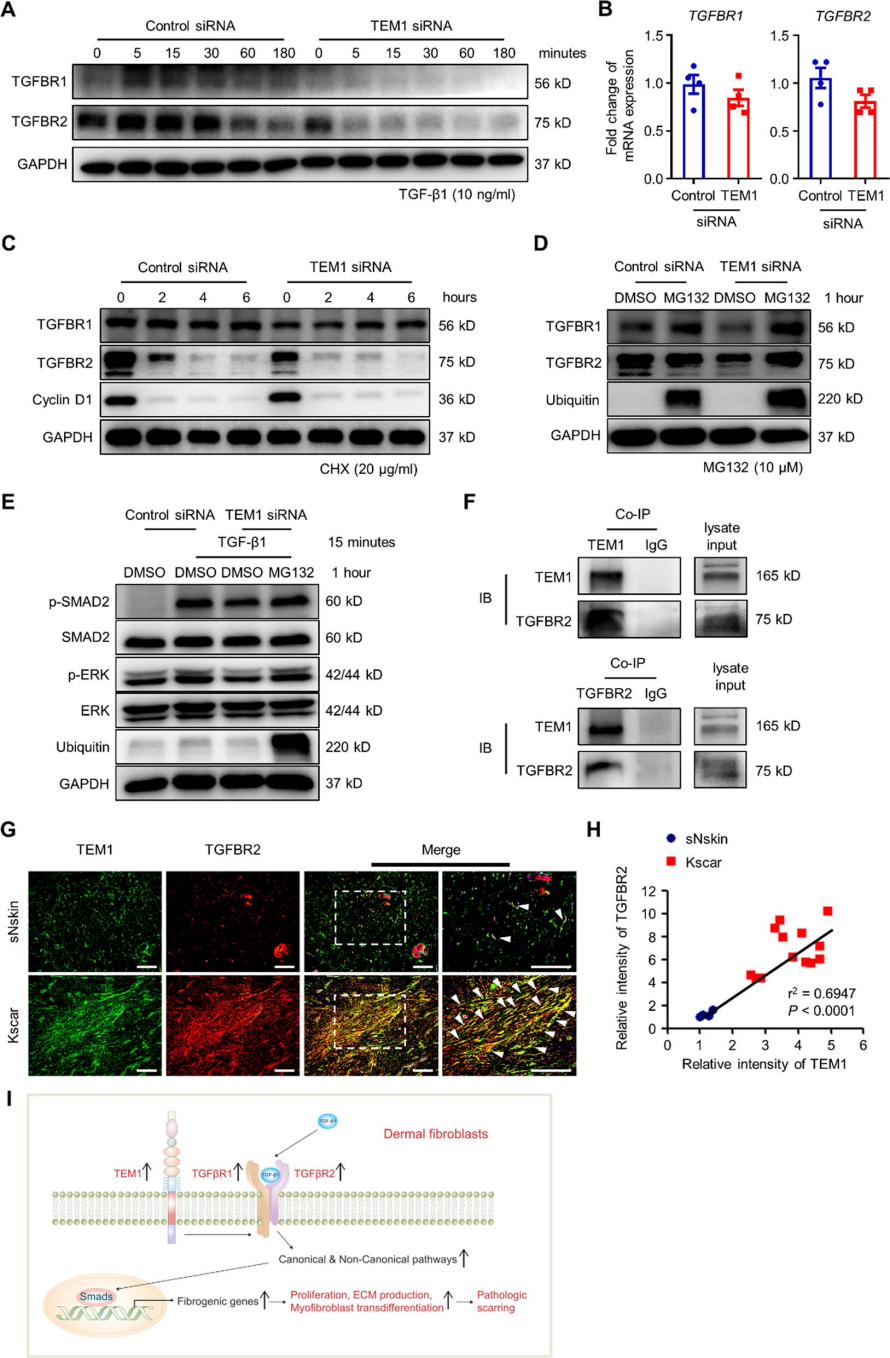
TEM1 regulates the stabilization of TGF-β receptors. **A** The protein levels of TGFBR1 and TGFBR2 expression on NHDFs transfected with TEM1 siRNA in response to TGF-β (10 ng/ml) for 0, 5, 15, 30, 60, and 180 min are determined using Western blotting. **B** The mRNA levels of *TGFBR1* and *TGFBR2* expression from the cell lysates of transfected NHDFs are detected by real-time PCR. **C** The protein levels of TGFBR1, TGFBR2, cyclin D1, and GAPDH expression on transfected NHDFs after treatment with cycloheximide (CHX) (20 μg/ml) for 0, 2, 4, and 6 h are determined by Western blotting. **D** The protein levels of TGFBR1, TGFBR2, ubiquitin, and GAPDH expression on transfected NHDFs treated with MG132 (10 μM) for 1 h are examined by Western blotting. **E** The protein levels of p- SMAD2, SMAD2, p-ERK, ERK, ubiquitin, and GAPDH expression on transfected NHDFs treated with MG132 (10 μM) for 1 h and then TGF-β1 (10 ng/ml) for 15 min are assayed by Western blotting. **F** Lysate from NHDFs cultured with 10% FBS DMEM is co-immunoprecipitated with the TEM1 antibody and immunoblotted with the TGFBR2 antibody. **G** The tissue sections from normal skins (n = 4) and keloids (n = 13) are immunostained for TEM1 and TGFBR2. The nucleus is stained with DAPI. Scale bar = 100 μm. **H** A positive correlation between TEM1 and TGFBR2 is determined by linear regression. **I** This schematic illustrates the role of TEM1 in pathologic scarring. Bar graphs show mean ± SEM

Since TEM1 mediated the signal transduction and receptor stability of TGF-β in dermal fibroblasts and affected post-translational TGFBR2 expression more markedly, we next considered that TEM1 might be closely associated with TGFBR2. When TEM1 protein in NHDF cell lysate was pulled down by the anti-TEM1 antibody in an immunoprecipitation experiment, a TGFBR2 protein signal was observed by Western blotting. Conversely, the TEM1 signal could also be observed when using a TGFBR2 antibody, supporting the physically close association between TEM1 and TGFBR2 (Fig. 7F). To demonstrate an association between TEM1 and TGFBR2 in vivo, we used double immunofluorescence staining in keloids and normal skins. TEM1 was found to be highly co-localized with TGFBR2 in dermal tissues from keloids and normal skin (Fig. 7G). Higher expression levels of TEM1 and TGFBR2 were detected in keloids than in normal skin; TEM1 expression correlated positively with TGFBR2 (r^2^ = 0.6947) (Fig. 7H). Taken together, these results uncover a possible association between TEM1 and TGFBR2, suggesting that TEM1 could be a modulator of TGF-β signaling.

### Ontuxizumab reduces keloid size and collagen density in xenograft nude mouse model

To investigate the role of TEM1 in vivo, we employed ontuxizumab, a humanized IgG monoclonal antibody targeting TEM1 [23, 53], in a xenograft mouse model [40, 67]. In this model, we utilized freshly obtained keloid tissues with a diameter of 6 mm and a thickness of 4 mm, acquired through punch biopsy. These keloid tissues were surgically affixed to the dorsal skin of nude mice. Subsequently, we administered intralesional injections of either PBS or ontuxizumab into the keloid tissues. After a two-week period, we harvested samples for analysis (Additional file 1: Fig. S11A). Under a dissecting microscope, we observed that the treatment with a high dose of ontuxizumab (100 μg/ml) resulted in a reduction in keloid size when compared to the PBS-treated group (Additional file 1: Fig. S11B). Micro-computed tomography further confirmed that ontuxizumab treatment at 100 μg/ml significantly reduced the volume of keloids (Additional file 1: Fig. S11C and D). Additionally, Picrosirius red staining revealed that ontuxizumab treatment at 100 μg/ml led to a reduction in collagen density within the keloid tissues (Additional file 1: Fig. S11E). We appreciate the importance of using animal models that closely resemble human keloid scarring, and our xenograft mouse model provides a valuable platform for assessing the therapeutic potential of ontuxizumab. These results significantly contribute to our understanding of TEM1-targeted therapy in the context of keloid scarring.

## Discussion

To our knowledge, this study is the first to demonstrate that TEM1, a dermal fibroblast-enriched transmembrane protein, plays a significant role in the biology of pathologic scarring. TEM1 was found to be upregulated in dermal tissues and fibroblasts from keloids, when compared with normal skin. Re-analysis of scRNA-seq datasets and immunofluorescence staining showed that TEM1 was strongly expressed by dermal fibroblasts and correlated with fibroblast activation. Mechanistic findings verified that TEM1 mediated TGF-β signaling activity through the interaction and stabilization of TGF-β receptors in dermal fibroblasts, thereby leading to excessive activation, proliferation, and ECM production of fibroblasts. Consistent with the in vitro mechanistic investigations, the global deletion of *Tem1* abrogated stretch-induced pathologic scarring by reducing TGF-β signaling, collagen deposition, and inflammation in mice. Altogether, these results reveal a crucial yet previously unknown role for TEM1 in the regulation of TGF-β signaling pathways and the pathogenesis of pathologic scarring. A schematic illustration of the molecular regulation and biologic function of TEM1 in pathologic scar formation is shown in Fig. 7I.

Unlike hypertrophic scars, keloids result from aberrant wound healing with excessive fibro-proliferation in the skin and display no spontaneous regression [30]. A special characteristic of keloids, wherein they differ from hypertrophic scars as well as from other organ fibrosis, is the sustained expansion of myofibroblasts beyond the margin of the original wound [93]. Therefore, it is likely that KFs with abnormal biologic functions play a crucial role in keloid pathogenesis. Here, our results reveal that a substantive sub-population of KFs display stronger capacities for proliferation, migration, and invasion than NFs, as previously described (Additional file 1: Fig. S8) [56]. TEM1 expression was upregulated in these KFs, relative to NFs (Additional file 1: Fig. S1C and D). Accordingly, *TEM1* silencing in KFs decreased biologic functions including cell proliferation, migration, and invasion (Fig. 5). Thus, in terms of keloid development in the skin, TEM1-expressing KFs could contribute to the progression of keloids by enhancing their hyper-responsive cell functions.

We demonstrated, in scRNA-seq datasets of hypertrophic scars and keloids, that the *TEM1* gene was mostly co-expressed with the *COL1A1* and *FN1* genes in a specific and major sub-population of fibroblasts (Fig. 2C and Additional file 1: Fig. S6G). Our immunostaining results also indicated that TEM1 expression was significantly higher in hypertrophic scars and keloids than in normal skin, as well as being associated with fibroblast activation markers such as α-SMA, COL1A1, and FN1 (Fig. 1A). Furthermore, in the mouse model of pathologic scarring, *Tem1* deficiency was found to abolish stretch-induced collagen production (Fig. 3F–I). Prior studies have shown that upregulated TEM1 expression is associated with chronic fibrotic kidney disease and liver fibrosis [79]. *Tem1*-deficient mice display the reduced mRNA levels of α-SMA and collagen expression in fibrotic tissues of kidney or liver [78, 90]. These studies, and our new data, implicate a critical role for inducible TEM1 expression in fibroblast activation and collagen deposition, such that TEM1 can be potentially regarded as a biomarker for diverse forms of tissue fibrosis. Global depletion of *Tem1* in mouse doesn’t cause any lethal embryonic defects or interfere with development or fertility [38, 68]. During embryonic periods of mouse, *Tem1* gene expression was mainly seen in vessel wall, eye, lung, liver, kidney, heart, and skin. Postnatally, *Tem1* expression decreased in most organs [38]. Importantly, Tem1 expression in adult mouse is induced during tissue injury in liver [90], lung [64], kidney [70], vessel wall [34], heart [13], and skin [36]. Therefore, targeting TEM1 expression induced by tissue damage is a possible therapeutic approach without affecting physiological functions.

TGF-β1 is the best-known cytokine trigger in keloid biogenesis [42]. TGFβ1 signaling transduction is induced by transmembrane serine/threonine kinase type II (TGFBR2) and type I (TGFBR1) receptors. First, the TGF-β1 dimer binds to TGFBR2, which then interacts with TGFBR1 and transfers phosphorylation. Phosphorylated TGFBR1 further phosphorylates Samd2/3 (canonical) and ERK (non-canonical), and both canonical and non-canonical TGFβ signaling pathways promote several profibrotic effects of TGF-β1, including fibroblast proliferation, fibroblast-to-myofibroblast transition, and ECM synthesis [27]. Although the TGF-β pathway is a potential target for therapies against pathologic scarring, few candidates that directly target TGF-β1 or its receptors have entered clinical trials [71, 97], a key limitation being that TGF-β signaling plays a crucial role in several physiological situations, including morphogenesis, embryonic development, immune regulation, and wound healing. Therefore the systemic or long-term blockage of this pathway could result in undesirable side effects, including autoimmunity, cardiovascular defects, and bone/cartilage problems, as well as chondrocyte hyperplasia [2]. Even local (injection or topical applications) therapy using TGF-β signaling inhibitors lacks specificity in treating scars and may result in adverse events, such as the development of keratoacanthomas or squamous cell carcinomas [35]. Furthermore, *Tgfb1* knockout mice display delayed wound healing with decreased re-epithelialization and granulation tissue formation [26]. Conversely, gain-of-function point mutations in the *Tgfbr1* gene in mice promote wound healing [58]. Notably, specific deletion of *Tgfbr2* in fibroblasts contributes to abnormal wound healing [63]. In addition, a human patient with Loeys–Dietz syndrome, caused by a heterozygous missense pathogenic variant in *TGFBR2,* developed delayed skin wound healing [61]. Therefore, interfering with TGF-β or its receptors directly may lack specificity in targeting pathologic scarring and may therefore not be the best therapeutic strategy to pursue. Here, we propose an alternative focus for designing new treatments for pathologic scarring, the regulation of TEM1 in TGF-β responses in dermal fibroblasts. Elevated TEM1 levels further amplify TGF-β signaling by enhancing the stability of the TGF-β receptor. Therefore, inhibiting TEM1 expression could attenuate TGF-β-mediated signaling transduction and biologic function. We found that TEM1 expression gradually increased in fibroblasts from normal scars to keloids, implying a sustained effect of TEM1 expression on pathologic scar progression. In a hypertrophic scar-like animal model induced by traction force, *Tem1* deficiency in mice led to a reduction in pathologic scar formation. Yet, in our previous study, we indeed demonstrated that *Tem1* deletion resulted in a delayed wound healing process in mice and a reduction in PDGF-mediated signaling transduction in mouse fibroblast [36]. These findings suggest that TEM1 can play a role in the early phase of normal wound healing. Moreover, in our current research, we observed that TEM1 silencing in keloid fibroblasts (KFs) led to notable effects, including a decrease in the phosphorylation of ERK and AKT, as well as a reduction in PDGFRβ protein expression induced by PDGF-BB (Additional file 1: Fig. S12). These results indicate that TEM1's involvement in both PDGF and TGF-mediated pathways could indeed contribute to pathologic scar formation. To address the concern about the potential implications of targeting TEM1, we propose that targeting TEM1 in the late phase of wound healing or once the wound has healed may represent a viable strategy for alleviating pathologic scar formation. This approach aims to mitigate the risk of interfering with physiological wound healing and other TGF-β- or PDGF-dependent functions in non-fibroblast cells. This consideration is particularly relevant due to TEM1's fibroblast-restricted expression pattern.

TGF-β1 can stimulate both TGFBR1 and TGFBR2 expression in dermal fibroblasts, indicating the positive feedback of TGFBR1 and TGFBR2 on TGF-β1-induced responses [15]. Here, we also found that TGF-β1 administration can trigger an increase in TGFBR1 and TGFBR2 protein expression in dermal fibroblasts. Most significantly, *TEM1* knockdown reduced TGF-β1-induced protein expression of both receptors (Fig. 7A). Because of the lack of any significant difference in mRNA levels between *TGFBR1* and *TGFBR2* expression in *TEM1*-knockdown fibroblasts (Fig. 7B), we speculated that TEM1 could regulate the stability of TGFBR1 and TGFBR2 proteins. This speculation was supported by the finding that *TEM1* silencing in dermal fibroblasts enhanced the protein degradation of TGFBR2 after protein synthesis was blocked by cycloheximide. In addition, TGF-β receptors are a ubiquitination target via a specific ubiquitin E3 ligase for degradation.[39, 41] The degradation of TGF-β receptors through the ubiquitin proteasome pathway turns off TGF-β signaling [87]. Interestingly, MG132 treatment, an inhibitor of the proteasomal protein degradation pathway, restored the reduced TGF-β receptor proteins and the TGF-β-induced phosphorylation of SMAD2 in *TEM1*-knockdown cells (Fig. 7D and E). Previous studies have shown that betaglycan and endoglin promote TGF-β signaling by associating with TGF-β receptors [31, 50]. In this study, we propose that TEM1 is a further essential mediator for TGF-β signal transduction. Accordingly, the association between TEM1 and TGF-β receptors was demonstrated (Fig. 7F–H). Consequently, TEM1 can facilitate TGF-β1 signaling pathways through the interaction and stabilization of TGF-β receptors.

Increasing evidence suggests that inflammatory-response dysregulation contributes to pathologic scar formation [96]. Of note, knockout of fibroblast-specific focal adhesion kinase in a mouse model of hypertrophic scar formation substantially decreased fibrosis through attenuated CCL2 signaling and inflammatory cell recruitment [91]. This result indicates the important effect of fibroblasts on both fibrosis and inflammation. Here, we identified TEM1 as a specific marker for fibroblasts (Fig. 1E and F). TEM1 deletion in a mouse model of traction-induced hypertrophic scar significantly downregulated the gene sets related to ECM synthesis as well as leukocyte recruitment (Fig. 4D). 

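*Col1a1* (Entrez 12842, chromosome 11 of GRCm38 from 94936224 to 94953042) was at 14419.9 ± 8095 CPM in *Tem1* WT/WT mice (SD, n = 3) and 6097 ± 3025 CPM in *Tem1* lacZ/lacZ mice with traction (SD, n = 3), a log2 fold change of −1.24 (standard error 0.49, adjusted p = 0.149 from edgeR). In the sham groups it was at 4493 ± 955 CPM in *Tem1* WT/WT mice (SD, n = 3) and 2263 ± 758 CPM in *Tem1* lacZ/lacZ mice (SD, n = 3). Its interaction was −0.25 (standard error 0.68, adjusted p = 0.933) and turned to 0.11 with limma-voom. The difference of *Col3a1* between the genotypes with traction was −0.96 (standard error 0.41, adjusted p = 0.175). *Cxcl1* (Entrez 14825, chromosome 5 of GRCm38 from 90891245 to 90893121) encodes a chemokine that attracts neutrophils, and its reads could be shared with neighbouring paralogs such as *Cxcl3*. It was at 39.9 ± 25.4 CPM in *Tem1* WT/WT mice (SD, n = 3) and 2.03 ± 0.593 CPM in *Tem1* lacZ/lacZ mice with traction (SD, n = 3), a log2 fold change of −4.30 (standard error 0.62, adjusted p = 0.0335), and passed the threshold in 11 of 22 alternatives.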

Interestingly, scRNA-seq datasets of keloids showed that a *TEM1*-expressing Fs5 subgroup with an increased proportion of fibroblasts in keloids was associated with immune functions (Fig. 2C and Additional file 1: Fig. S5). What is more, in white adipocyte and renal tissues, targeting TEM1 specifically in adipocytes or fibroblasts diminishes tissue fibrosis and inflammation [70, 72]. In atherosclerosis studies, significantly fewer macrophages were found to transmigrate towards the supernatant collected from vascular smooth muscle cells from *Tem1*-knockout mice compared to wild-type mice. That study also showed significantly decreased expression of *Ccl2* and *Ccl5* genes in isolated and stimulated vascular smooth muscle cells from the *Tem1*-knockout mice [34]. We also verified that *Tem1* deficiency in mice downregulated traction-induced *Ccl2* gene expression in pathologic scars (Fig. 4D). Therefore, these two lines of evidence indicate that TEM1 could also regulate inflammatory responses indirectly by modulating the secretion of cytokines or chemokines during tissue fibrosis.

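*Ccl2* (Entrez 20296, chromosome 11 of GRCm38 from 82035577 to 82037452) was at 6.99 ± 4.30 CPM in the sham group (SD, n = 3) and 16.0 ± 5.37 CPM in the traction group (SD, n = 3) of *Tem1* WT/WT mice, a log2 fold change of 1.20 (standard error 0.43, adjusted p = 0.0881 from edgeR). DESeq2 called this change (adjusted p = 0.0351), as did 4 other alternatives of 22, and the adjusted p of the alternatives ranged from 0.0317 to 0.244. In *Tem1* lacZ/lacZ mice *Ccl2* was at 11.8 ± 2.93 CPM in the sham group (SD, n = 3) and 8.01 ± 2.35 CPM in the traction group (SD, n = 3), a log2 fold change of −0.56 (standard error 0.42, adjusted p = 0.718). The log2 fold change between the genotypes with traction was −1.0 (standard error 0.43, adjusted p = 0.170) and did not pass the threshold in any of the 22 alternatives. The interaction was −1.76 (standard error 0.60, adjusted p = 0.548).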

Increased expression of TEM1 mRNA and protein can be observed in tissues and fibroblasts from keloids compared to non-keloid material (Fig. 1 and Additional file 1: Fig. S1). In addition, TEM1 expression is significantly upregulated not only in keloids but also in other fibrotic tissues [9, 70, 90]. However, currently it remains unclear how TEM1 expression can be induced initially during tissue fibrosis. A previous paper identified type I/IV collagen and fibronectin as specific ligands for TEM1 [82]. To investigate the interaction of ligand-receptor pairs, including *COL1A1*-*TEM1*, *COL4A1*-*TEM1*, and *FN1*-*TEM1*, we analyzed signal communications among all cell groups in the scRNA-seq data of keloids using CellChat [43]. The results revealed that *COL1A1* and *FN1* were predominantly secreted by C2_FB, while *COL4A1* mainly originated from C3_SMC. *TEM1* in C2_FB primarily received these signals. This finding suggests that C2_FB may interact with extracellular matrix components such as *COL1A1*, *COL4A1*, and *FN1* through *TEM1* (Additional file 1: Fig. S4F). Therefore, we can’t exclude the possibility that these interactions could create a positive feedback loop contributing to TEM1 upregulation in keloid fibroblasts. Additionally, another potential modulator of TEM1 expression in keloids could be hypoxia-induced factors (HIFs). Under hypoxic conditions, HIFs have the capacity to bind to the TEM1 promoter, thereby promoting TEM1 gene expression in human cells [69]. Furthermore, keloid tissues and fibroblasts exhibit redundant expression of HIFs. Notably, hypoxia has been demonstrated to augment TGF-β-mediated signal transduction, thereby promoting the transition of fibroblasts into myofibroblasts within keloids [52, 99]. Consequently, it is possible that hypoxia-induced TEM1 expression in keloids may contribute to fibroblast activation through a synergistic effect on TGF-β pathways, rather than exerting a direct action on fibroblasts by TEM1 itself.

TEM1 can regulate the activation of several membrane-associated signal transduction contributors such as TGF-β, platelet-derived growth factor-BB, and insulin-like growth factor 2 [36, 62, 66, 83, 90]. Hence, which specific membrane-associated signal can be modulated dominantly by TEM1 in pathologic scarring is a critical issue. Our in vitro studies with dermal fibroblasts further demonstrated that TEM1 enhanced TGF-β-mediated ECM synthesis, myofibroblast activation, and cell proliferation by affecting the phosphorylation of SMAD2 (Fig. 6). Additionally, we confirmed that suppressing TEM1 in KFs resulted in reduced phosphorylation of ERK and AKT, along with a diminished expression of the PDGFRβ protein triggered by PDGF-BB (Additional file 1: Fig. S12). These findings suggest that TEM1's participation in both the PDGF and TGF-mediated pathways may contribute to the development of pathologic scar formation. However, in the animal model resembling hypertrophic scars, we observed that the depletion of *Tem1* in mice led to a decrease in the expression of the stretch-induced profibrotic gene cluster 1 (Fig. 4D). This cluster is associated with multiple biological pathways, including TGF-β, Wnt signaling pathway, regulation of G protein-coupled receptor signaling pathway, PDGFB signaling pathway, cellular response to vascular endothelial growth factor stimulus, response to fibroblast growth factor and epidermal growth factor receptor signaling pathway (Additional file 1: Table S4). Thus, we cannot rule out the possibility that TEM1 might also influence the activation of other membrane-associated signaling pathways.

The upregulated signal of soluble TEM1 (sTEM1) was detected in heart failure patients' plasma, showing a strong correlation with cardiac fibrosis biomarkers [25]. Additionally, sTEM1 plays a role in binding to the PDGF receptor and activating the PDGF downstream signaling pathway in cardiomyocytes [13]. Our research revealed increased sTEM1 expression in conditioned medium derived from keloid tissues and fibroblasts (Additional file 1: Fig. S1F). This implies that sTEM1 may interact with TGF-β receptors, possibly enhancing TGF-β-induced activation of dermal fibroblasts in keloids. This underscores the potential of sTEM1 as a prognostic biomarker for ontuxizumab treatment, though more comprehensive studies are required. Furthermore, ontuxizumab application in keloids could reduce collagen expression, likely by disrupting feedback loops between TEM1 and ECM proteins. Given that TEM1 primarily emerges during pathologic scarring and acts as a crucial mediator in ECM production, its inhibition by ontuxizumab may provide a therapeutic pathway without affecting the physiologic functions of ECM proteins. Nonetheless, systemic administration of ontuxizumab in treating melanoma, sarcomas, and colorectal cancer has resulted in adverse effects in clinical trials [20, 32, 44]. Consequently, local administration of ontuxizumab may present a more advantageous approach for managing pathologic scar formation.

Although there are some notable differences, keloids and hypertrophic scars share several common features, including excessive production of the ECM, activation of myofibroblasts, and increased activity in the TGF-β pathway [1, 57]. ScRNA-seq analysis identified consistent expression patterns for TEM1, ACTA2, COL1A1, FN1, TGFBR1, and TGFBR2 in distinct fibroblast subsets of both keloids (Fig. 2 and Additional file 1: Fig. S4) and hypertrophic scars (Additional file 1: Fig. S6). These findings indicate the presence of fibroblast subsets with similar aberrant TGF-β signaling in both types of pathological scars. Moreover, TEM1 protein expression was markedly elevated in normal scars, hypertrophic scars, and keloids when compared to normal skin. Notably, TEM1 expression in keloids and hypertrophic scars was approximately two-fold higher than that in normal scars, suggesting that sustained TEM1 overexpression may indeed contribute to the formation of both pathological scar types (Fig. 1A and B). Our findings demonstrated that silencing TEM1 resulted in a decrease in TGF-β1-mediated collagen synthesis and fibroblast activation in dermal fibroblasts (Fig. 6). Deletion of TEM1 significantly slowed down collagen deposition and inhibited TGF-β response pathways in the scar area of the traction-induced hypertrophic scar mouse model (Fig. 3 and 4). In the xenograft nude mouse model, anti-TEM1 antibody decreased both keloid size and collagen density. Hence, we demonstrated a crucial yet previously undiscovered role for dermal fibroblast-expressing TEM1 in the TGF-β signaling and progression of pathologic scarring.

## Conclusions

Our study reveals that TEM1 amplifies pathologic scarring by enhancing TGF-β signaling. It achieves this through the post-translational stabilization of TGF-β receptors in dermal fibroblasts, leading to heightened activation, proliferation, and ECM production. Notably, TEM1 protein levels are substantially higher in hypertrophic scars and keloids compared to normal skin. This underscores TEM1's pivotal role in pathologic scar development, positioning it as a potential diagnostic indicator and a therapeutic target for addressing fibrosis.

### Supplementary Information

**Additional file 1: Fig. S1.** TEM1 is upregulated in the tissues and fibroblasts of keloids. **Fig. S2. **TEM1 is correlated with TGF-β pathways predicted by Correlation AnalyzeR software. **Fig. S3.** TEM1 is correlated with TGF-β related genes predicted by GRNdb software. **Fig. S4.** Cellular heterogeneity in normal scars and keloids is identified at single cell level. **Fig. S5. **Biological functions in each fibroblast subset of normal scars and keloids are annotated by GO database. **Fig. S6. **Cellular heterogeneity in normal skin and hypertrophic scars is identified at single cell level. **Fig. S7.** TEM1 protein is specifically expressed in primary dermal fibroblasts. **Fig. S8.** Proliferation, migration, and invasion are enhanced in keloid fibroblasts as compared with normal fibroblasts. **Fig. S9.** The effect of TEM1 on mouse skin fibroblast cell migration and SMAD2 nuclear translocation**. Fig. S10.** The effect of TEM1 on cell migration and nuclear translocation of SMAD2 in HEK293 cell line. **Fig. S11. **Effect of ontuxizumab on keloid size and collagen density in a xenograft nude mouse model. **Fig. S12.** TEM1 is essential for PDGF-mediated activity in keloid fibroblasts. **Table S1.** Patient data. **Table S2.** Primers for **RT-qPCR. Table S3.** Antibodies. **Table S4. **Pathway analysis of gene ontology in differentially expressed genes of cluster 1 in Fig. 4D

## Data Availability

All data associated with this study are present in the paper or in the Supporting Information. The scRNA-seq data of keloid from the published paper are available in the Gene Expression Omnibus (GEO) under accession GSE163973 [21]. The RNA-seq data of scar tissue in a mouse model of traction-induced hypertrophic scar have been deposited in the Gene Expression Omnibus (GEO) under accession GSE207284. Data, codes, and materials will be made available upon request.

## Abbreviations

ECM: Extracellular matrix
NF: Normal fibroblasts
KF: Keloid fibroblasts
TGF-β1: Transforming growth factor-β1
TGFBR1 and TGFBR2: TGF-β receptor I/II
TEM1: Tumor endothelial marker 1
Nskin: Normal skin
Nscar: Normal scar
Hscar: Hypertrophic scar
Kscar: Keloid scar
sNskin: Surrounding normal skin of keloid
α-SMA: α-Smooth muscle actin
COL1A1: Collagen type I alpha 1 chain
FN1: Fibronectin
DEGs: Differentially expressed genes
IPA: Ingenuity pathway analysis
GO: Gene ontology

# Supplementary material for: TEM1/endosialin/CD248 promotes pathologic scarring and TGF-β activity through its receptor stability in dermal fibroblasts
**Source:** J Biomed Sci. 2024 Jan 23;31:12. doi: 10.1186/s12929-024-01001-0
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. TEM1 is upregulated in the tissues and fibroblasts of keloids. Fig. S2. TEM1 is correlated with TGF-β pathways predicted by Correlation AnalyzeR software. Fig. S3. TEM1 is correlated with TGF-β related genes predicted by GRNdb software. Fig. S4. Cellular heterogeneity in normal scars and keloids is identified at single cell level. Fig. S5. Biological functions in each fibroblast subset of normal scars and keloids are annotated by GO database. Fig. S6. Cellular heterogeneity in normal skin and hypertrophic scars is identified at single cell level. Fig. S7. TEM1 protein is specifically expressed in primary dermal fibroblasts. Fig. S8. Proliferation, migration, and invasion are enhanced in keloid fibroblasts as compared with normal fibroblasts. Fig. S9. The effect of TEM1 on mouse skin fibroblast cell migration and SMAD2 nuclear translocation. Fig. S10. The effect of TEM1 on cell migration and nuclear translocation of SMAD2 in HEK293 cell line. Fig. S11. Effect of ontuxizumab on keloid size and collagen density in a xenograft nude mouse model. Fig. S12. TEM1 is essential for PDGF-mediated activity in keloid fibroblasts. Table S1. Patient data. Table S2. Primers for RT-qPCR. Table S3. Antibodies. Table S4. Pathway analysis of gene ontology in differentially expressed genes of cluster 1 in Fig. 4D

**Supporting Information for**

**TEM1/endosialin/CD248 promotes pathologic scarring and TGF-β activity through its receptor stability in dermal fibroblasts**

Yi-Kai Hong, Yu-Chen Lin, Tsung-Lin Cheng, Chao-Han Lai, Yi-Han Chang, Yu-Lun Huang, Chia-Yi Hung, Chen-Han Wu, Kuo-Shu Hung, Ya-Chu Ku, Yen-Ting Ho, Ming-Jer Tang, Shu-Wha Lin, Guey-Yueh Shi, John A McGrath, Hua-Lin Wu, and Chao-Kai Hsu

**This file includes:**

Figures S1 to S12

Tables S1 to S4

**Supplementary reference**

1. Hsu C.K., Lin H.H., Harn H.I., Ogawa R., Wang Y.K., Ho Y.T., Chen W.R., Lee Y.C., Lee J.Y., Shieh S.J., Cheng C.M., McGrath J.A. and Tang M.J. Caveolin-1 Controls Hyperresponsiveness to Mechanical Stimuli and Fibrogenesis-Associated RUNX2 Activation in Keloid Fibroblasts. J Invest Dermatol. 138(1):208-218, 2018.

**Supplementary figures**

**
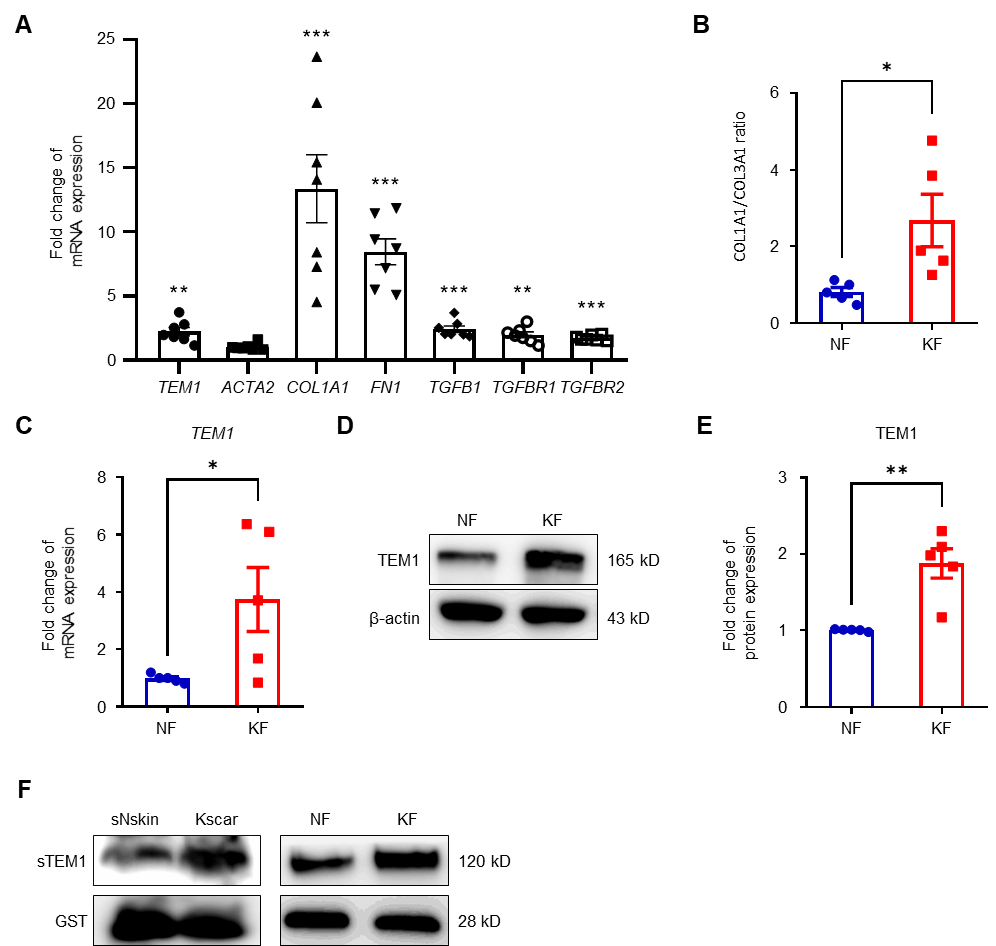
**

**Fig. S1 TEM1 is upregulated in the tissues and fibroblasts of keloids. A** Re-analyses of microarray data from our previous publication [[1](#_ENREF_1)] reveal the relative fold change of *TEM1*, *ACTA2*, *COL1A1*, *FN1*, *TGFB1*, *TGFBR1*, *TGFBR2* gene expression in Kscar (n = 7), compared with that in sNscar (n = 7). **B** The mRNA levels of *COL1A1* and *COL3A1* from the cell lysates of normal fibroblasts (NFs) (n = 4) and keloid fibroblasts (KFs) (n = 4) are detected using real-time PCR and then neutralized by *ACTB* gene. The ratio of *COL1A1* to *COL3A1* is shown. **C** The mRNA level of *TEM1* expression is examined with real-time PCR and then neutralized by *ACTB* gene. The fold change of *TEM1* mRNA expression in KFs (n = 4) is calculated with reference to NFs (n = 4). **D** The protein levels of TEM1 expression in NFs (n = 5) and KFs (n = 5) are assayed by Western blotting. **E** The intensity of each protein expression relative to ACTB is calculated based on the results of Western blotting. The fold change of TEM1 protein expression in KFs is determined as compared with NFs. **F** The conditioned medium harvested from tissues and fibroblasts of sNskin and Kscar was analyzed for TEM1 expression using Western blotting. Bar graphs show mean ± SEM. * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001. *P*-values are determined by an unpaired two-tailed Student’s *t*-test.

**
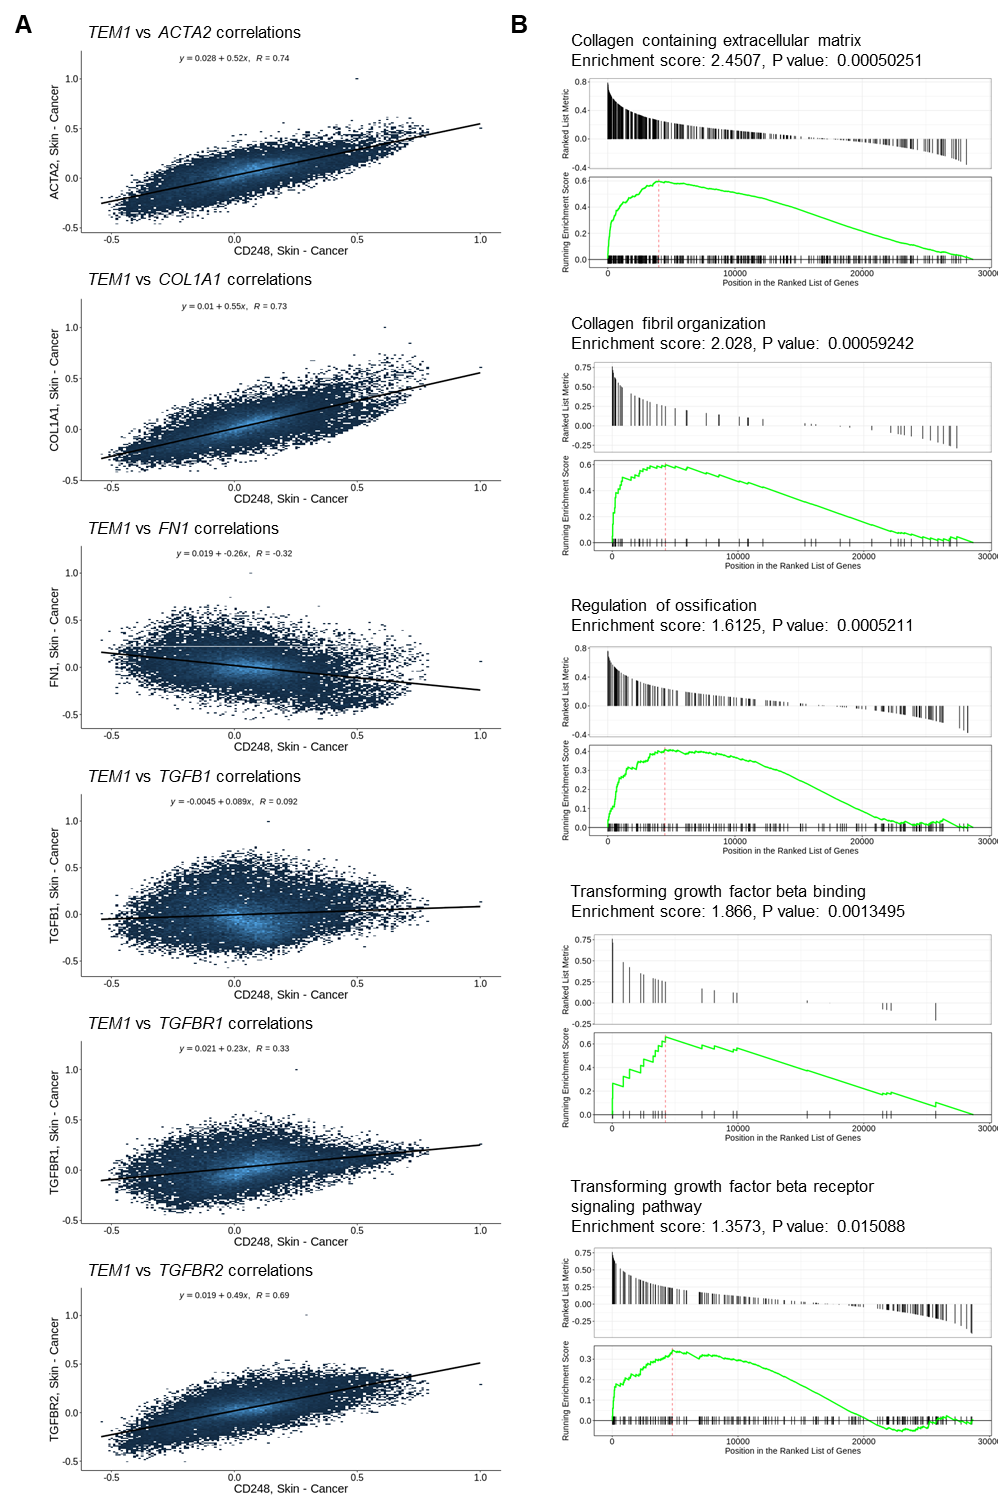
**

**Fig. S2 TEM1 is correlated with TGF-β pathways predicted by Correlation AnalyzeR software. A** The co-expression correlation of *TEM1* with *ACTA2*, *COL1A1*, *FN1*, *TGFB1*, *TGFBR1*, and *TGFBR2* is analyzed by Correlation AnalyzeR software in human skin samples. **B** Correlated gene set enrichment of *TEM1* gene is also analyzed by Correlation AnalyzeR software in human skin samples.

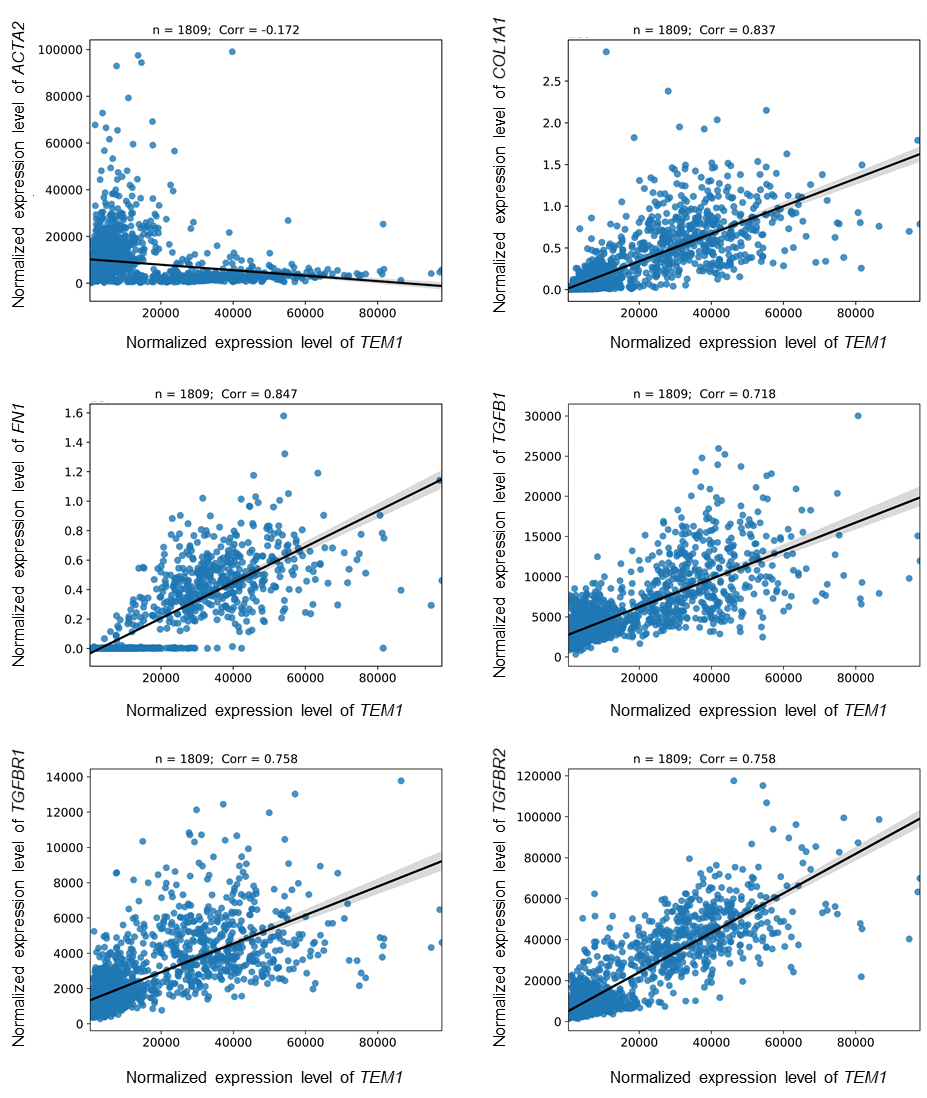

**Fig. S3 TEM1 is correlated with TGF-β related genes predicted by GRNdb software.** The co-expression correlation of *TEM1* with *ACTA2*, *COL1A1*, *FN1*, *TGFB1*, *TGFBR1*, and *TGFBR2* is analyzed by GRNdb software in human skin samples.

**
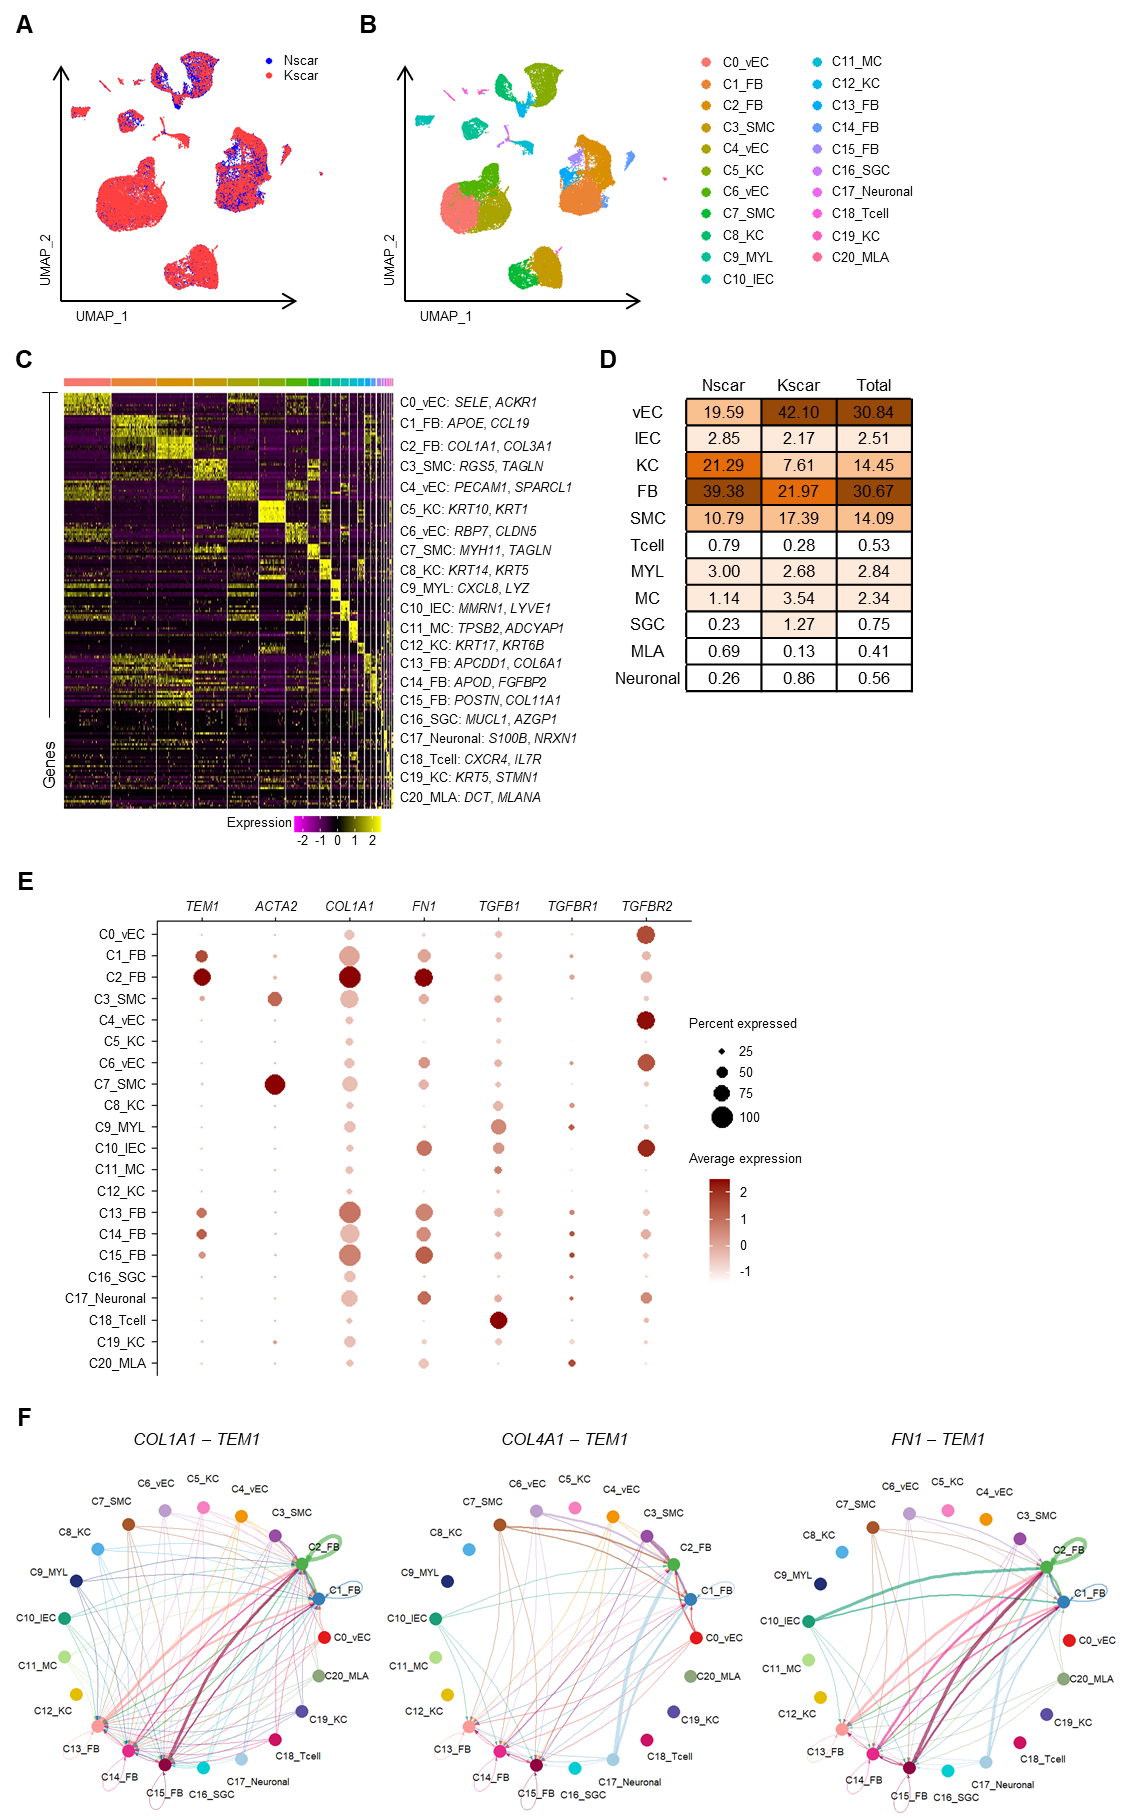
**

**Fig. S4 Cellular heterogeneity in normal scars and keloids is identified at single cell level. A, B** Uniform manifold approximation and projection (UMAP) plot reveals the integrated result of normal scars and keloids (**A**), and cellular heterogeneity with 21 distinct cell clusters (**B**). General identity is labeled on the right side. **C** Heatmap shows the top 10 differentially expressed genes (DEGs) in each cell type. Selected genes for each cluster are shown on the right side. **D** The percentages of each cell type in normal scars and keloids are present. **E** A set of distinctly expressed genes in all populations are shown by dot plots. **F** Circle plots illustrating autocrine and paracrine signaling interactions of ligand-receptor pairs: COL1A1-TEM1, COL4A1-TEM1, and FN1-TEM1 across various cell populations.

**
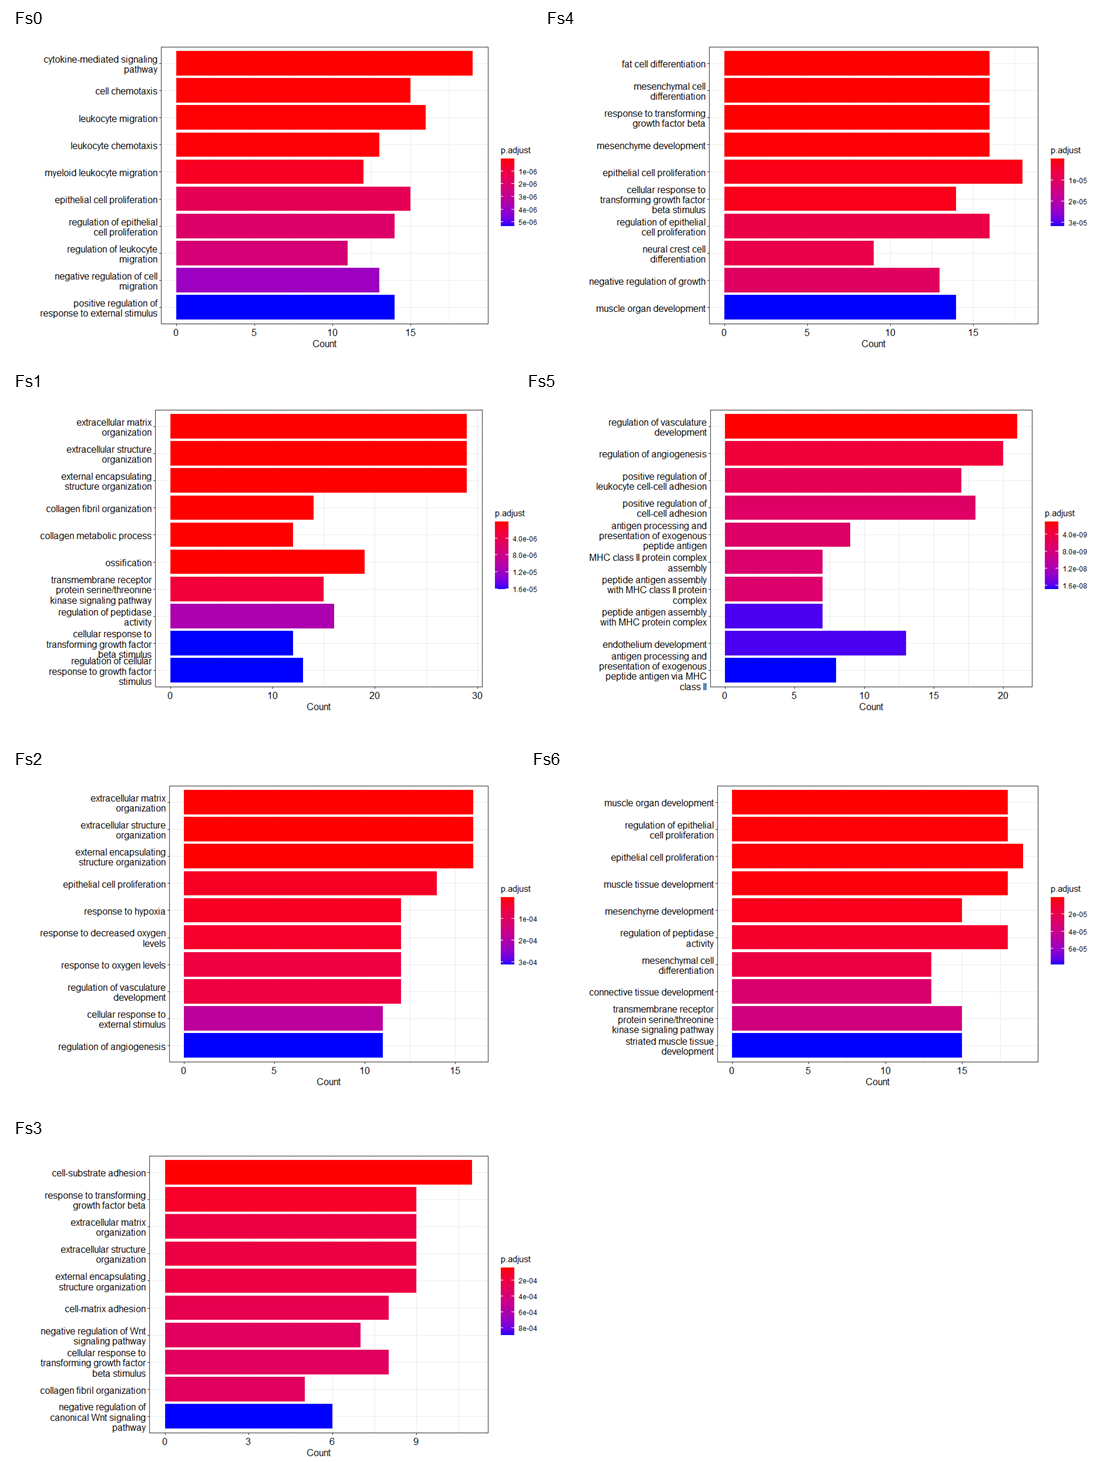
**

**Fig. S5 Biological functions in each fibroblast subset of normal scars and keloids are annotated by GO database.** The GO biological processes of DEGs in each fibroblast subgroup are analyzed by clusterProfiler software.

**
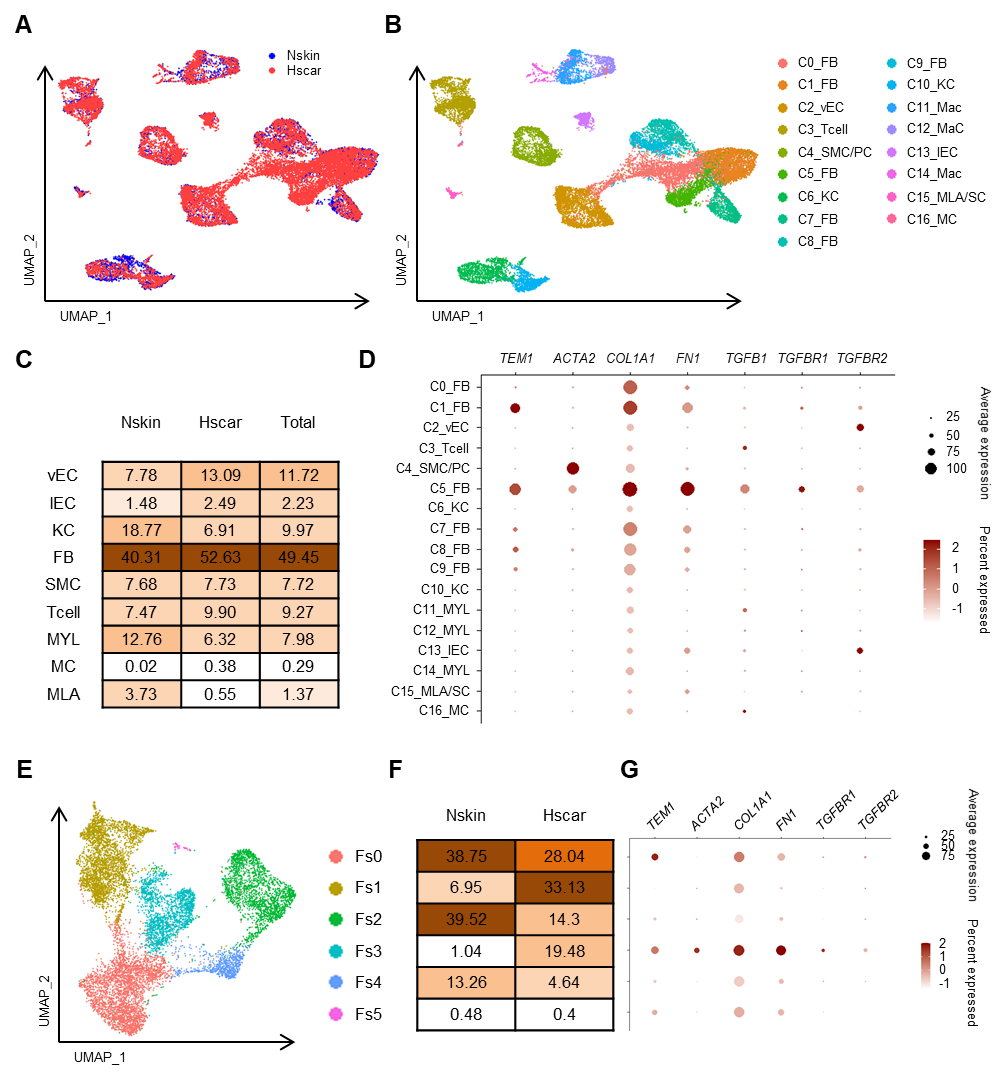
**

**Fig. S6 Cellular heterogeneity in normal skin and hypertrophic scars is identified at single cell level. A, B** Uniform manifold approximation and projection (UMAP) plot reveals the integrated result of normal skin and hypertrophic scar (**A**), and cellular heterogeneity with 17 distinct cell clusters (**B**). General identity is labeled on the right side. **C** The percentages of each cell type in normal scars and keloids are present. **D** A set of distinctly expressed genes in all populations are shown by dot plots. **E** The subclusters of all ﬁbroblasts from normal scars and keloids are further classified into 6 distinct subtypes (Fs0–Fs5). **F** Percentages of each fibroblast subgroup in normal scars and keloids are presented. **G** Sets of distinctly expressed genes in all fibroblast subsets are shown by dot plots.

**
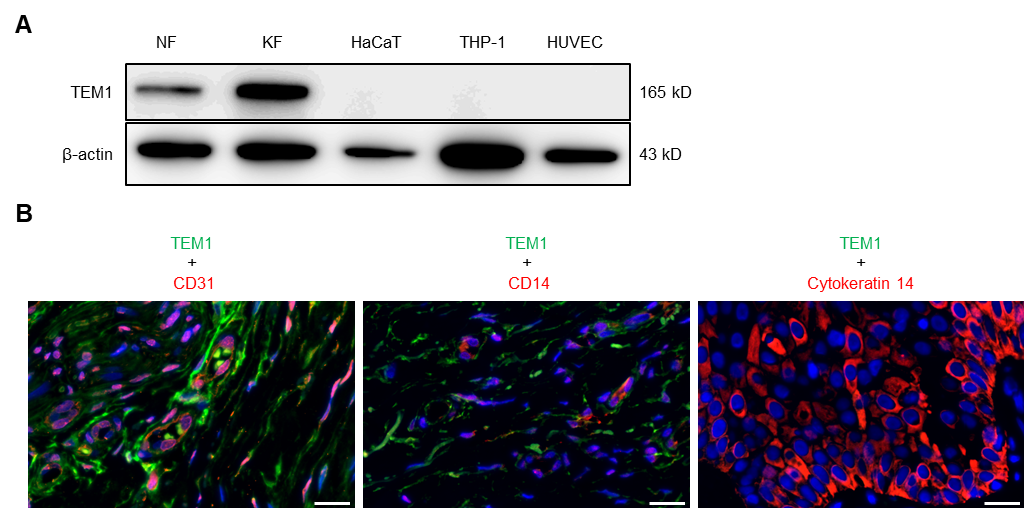
**

**Fig. S7 TEM1 protein is specifically expressed in primary dermal fibroblasts. A** The expression of TEM1 and β-actin proteins in the lysate of different cell types including NF, KF, HaCaT, THP-1, and HUVEC lines is determined by Western blotting. **B** The tissue sections from keloid scar are immunostained for TEM1, CD31, CD14, and cytokeratin 14. The nucleus is stained with DAPI. Scale bar = 20 μm.

**
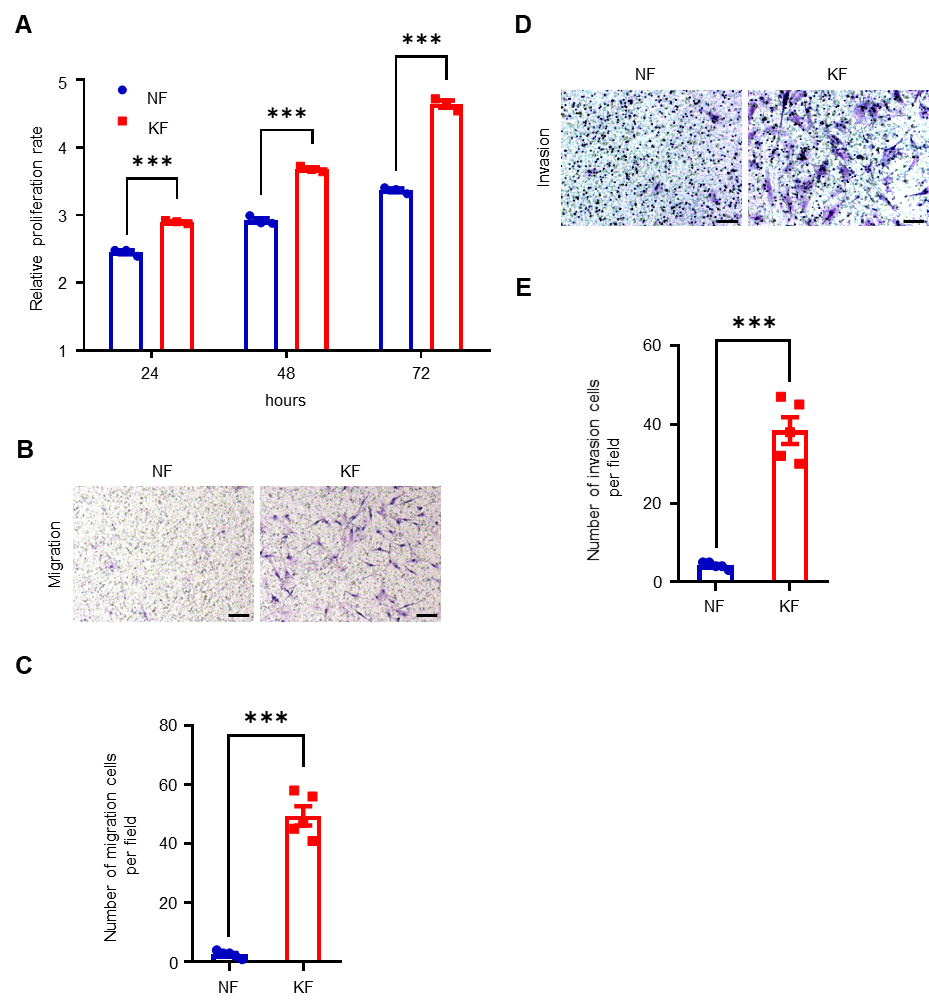
**

**Fig. S8 Proliferation, migration, and invasion are enhanced in keloid fibroblasts as compared with normal fibroblasts. A** The cell viability of fibroblasts in 10% FBS is measured by WST-1 assay. Relative proliferation of 24, 48, and 72 hours to 0 hour is shown. **B, C** Cell migration of fibroblasts is measured by transwell migration assay with 10% FBS as chemoattractant. Scale bar = 100 μm. **D, E** Cell invasion of fibroblasts is assayed using matrigel-coated transwell migration assay with 10% FBS as chemoattractant. Scale bar = 100 μm. Bar graphs show mean ± SEM. *** *P* < 0.001. *P*-values are determined by unpaired two-tailed Student’s *t*-test and two-way analysis of variance.

**
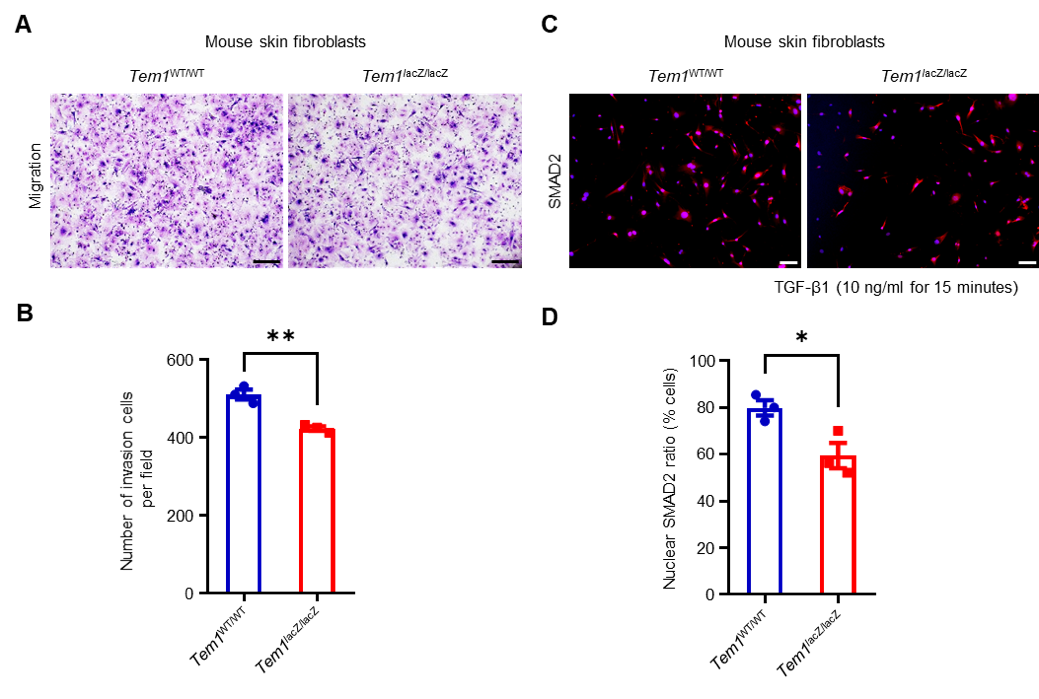
**

**Fig. S9 The effect of TEM1 on mouse skin fibroblast cell migration and SMAD2 nuclear translocation.** **A, B** Transwell migration assay showcasing the migratory capabilities of mouse skin fibroblasts derived from *Tem1*^wt/wt^ and *Tem1*^lacZ/wt^ mice, using 10% FBS as the chemoattractant. Scale bar = 100 μm. **C, D** Immunofluorescence study of SMAD2 nuclear translocation in mouse skin fibroblasts following treatment with TGF-β1 at a concentration of 10 ng/ml. Quantification of the nuclear SMAD2 to DAPI ratio was performed using ImageJ. Scale bar = 100 μm.

**
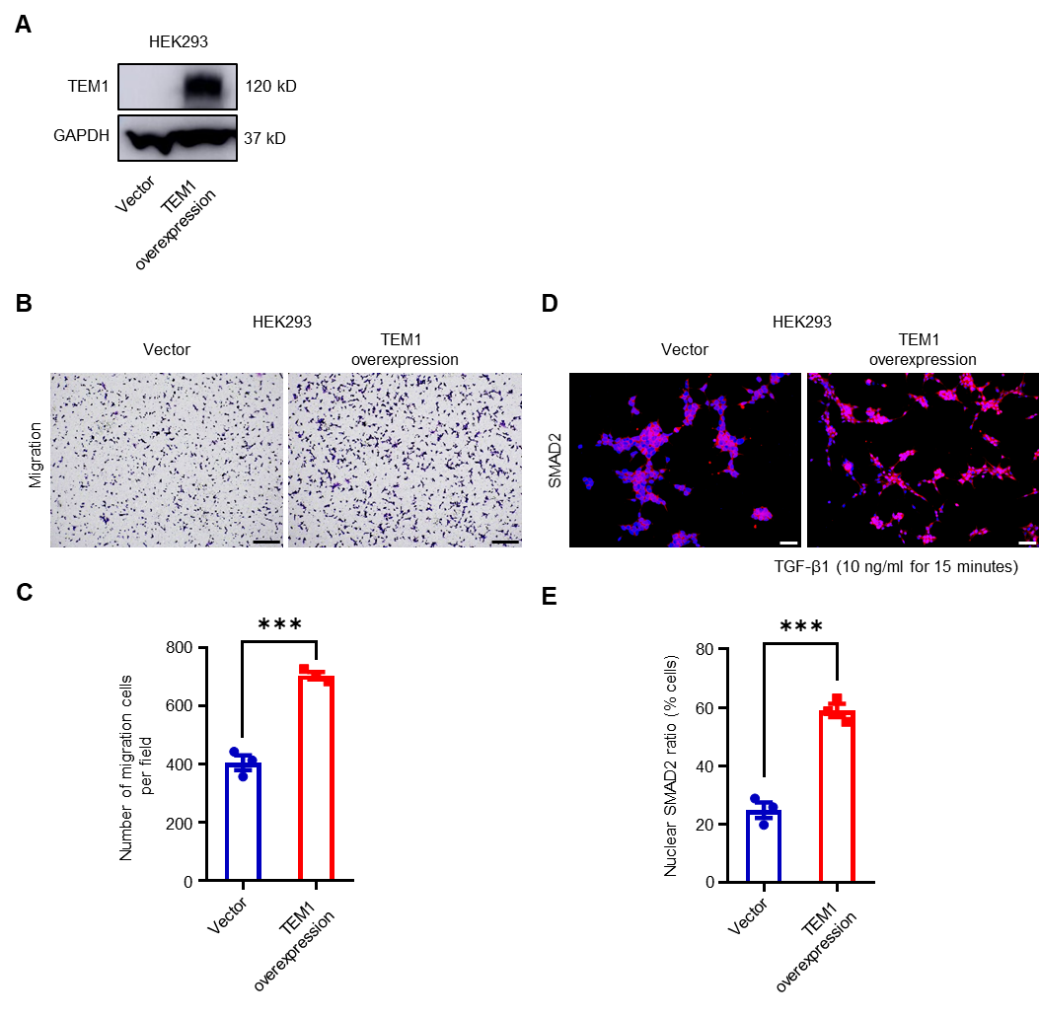
**

**Fig. S10 The effect of TEM1 on cell migration and nuclear translocation of SMAD2 in HEK293 cell line. A** Establishment of a TEM1-overexpressing HEK293 cell line via transfection using pEGFP-hTEM1, with pEGFP-N1 serving as the control vector. TEM1 protein expression levels are evaluated using Western blotting. **B, C** Assessment of HEK293 cell migration capabilities using a transwell migration assay, with 10% FBS acting as the chemoattractant. Scale bar = 100 μm. **D, E** Immunofluorescence study of SMAD2 nuclear translocation in HEK293 cells post-treatment with TGF-β1 at 10 ng/ml concentration. The proportion of nuclear SMAD2 relative to DAPI is quantitatively analyzed using ImageJ. Scale bar = 100 μm.

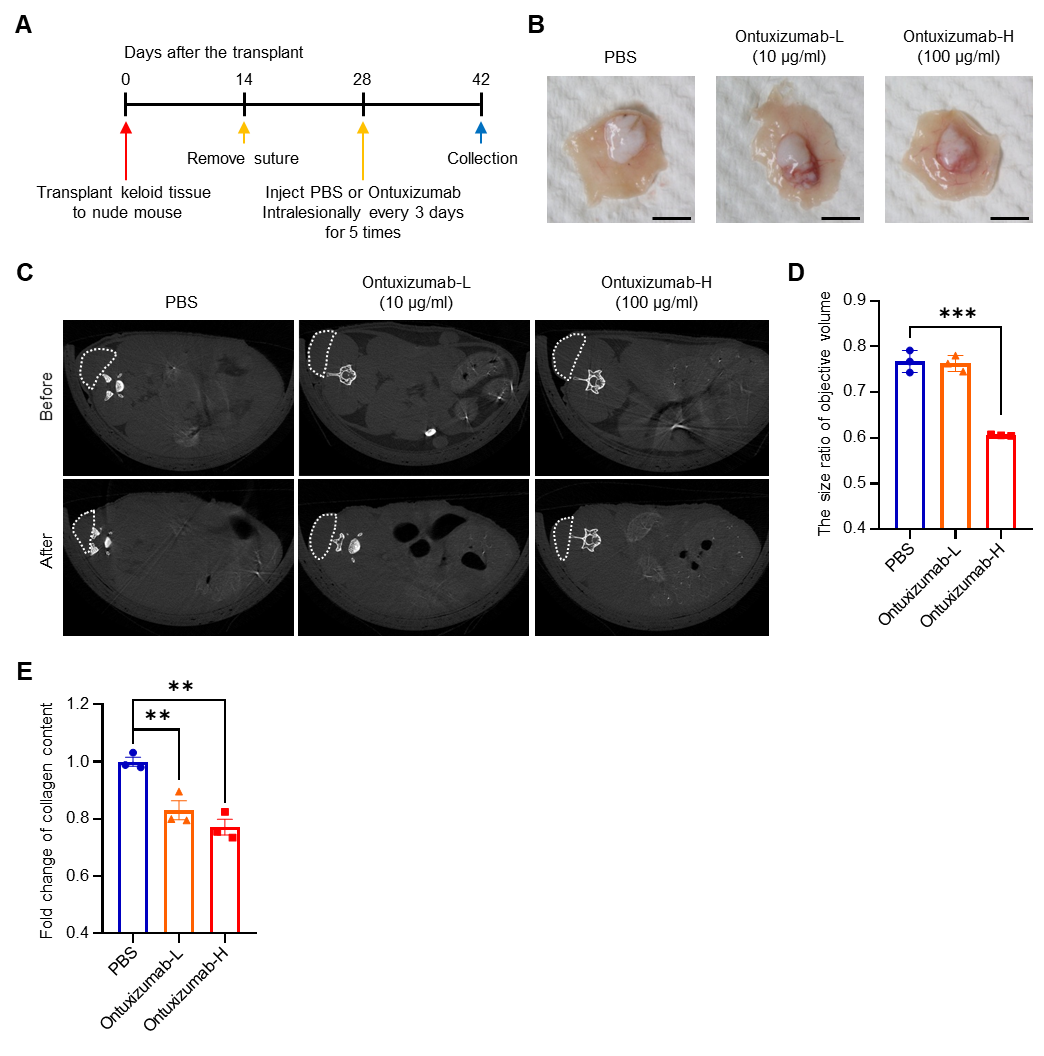

**Fig. S11 Effect of ontuxizumab on keloid size and collagen density in a xenograft nude mouse model. A** Experimental timeline detailing the steps in the keloid xenograft nude mouse model, from transplantation of keloid tissue to collection post-treatment. **B** Morphological observation of keloid tissues from xenografted nude mice after local injection with either PBS, low-dose ontuxizumab (10 μg/ml), or high-dose ontuxizumab (100 μg/ml), visualized using a dissecting microscope. Scale bar = 5 mm. **C** Micro-computed tomography images highlighting the keloid lesions before and after ontuxizumab treatment. **D** Quantification of the size ratio of keloid volume post-treatment in comparison to the volume before treatment, which is used as a reference. **E** Analysis of collagen density in excised keloid tissues. Tissues were stained with picrosirius red and subsequently quantified using ImageJ in a blinded manner.

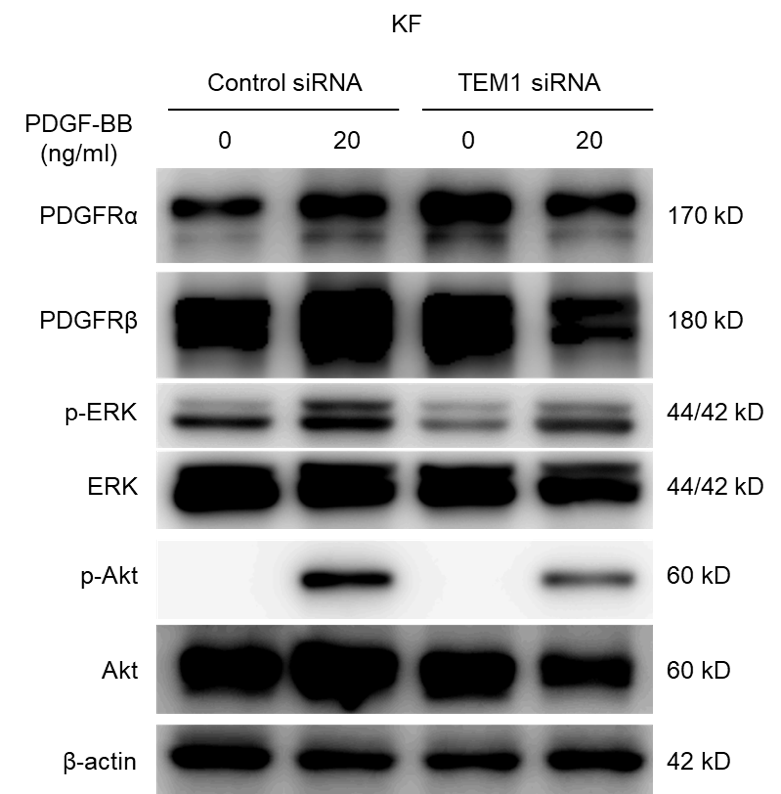

**Fig. S12 TEM1 is essential for PDGF-mediated activity in keloid fibroblasts.** The amount of protein expression, including PDGFRα, PDGFRβ, p-ERK, ERK, p-Akt, and β-actin, in KFs treated with PDGF-BB (20 ng/ml) for 15 minutes is analyzed using Western blotting.

**Supplementary tables**

**Table S1. Patient data**

**Table S2. Primers for RT-qPCR**

| Gene | Species | Primer type | Seqence |
| --- | --- | --- | --- |
| *CD248* | human | Forward | AGTGTTATTGTAGCGAGGGACA |
|  |  | Reverse | CCTCTGGGAAGCTCGGTCTA |
| *GAPDH* | human | Forward | AGGTCATCCCTGAGCTGAACGG |
|  |  | Reverse | CGCCTGCTTCACCACCTTCTTG |
| *COL1A1* | human | Forward | GAGGGCCAAGACGAAGACATC |
|  |  | Reverse | CAGATCACGTCATCGCACAAC |
| *COL3A1* | human | Forward | GGAGCTGGCTACTTCTCGC |
|  |  | Reverse | GGGAACATCCTCCTTCAACAG |
| *TGFBR1* | human | Forward | CACAGAGTGGGAACAAAAAGGT |
|  |  | Reverse | CCAATGGAACATCGTCGAGCA |
| *TGFBR2* | human | Forward | AAGATGACCGCTCTGACATCA |
|  |  | Reverse | CTTATAGACCTCAGCAAAGCGA |
| *Col1a1* | mouse | Forward | CAGTCGATTCACCTACAGCACG |
|  |  | Reverse | GGGATGGAGGGAGTTTACACG |
| *Col3a1* | mouse | Forward | GTTCTAGAGGATGGCTGTACTAAACACA |
|  |  | Reverse | TTGCCTTGCGTGTTTGATATTC |
| *Fn1* | mouse | Forward | TGCACAACCAATGAAGGGG |
|  |  | Reverse | ATCTCGAAGCTGCGAGTAGG |
| *Acta2* | mouse | Forward | GCGGGCATCCACGAAACCACCTAT |
|  |  | Reverse | GCTTTGGGCAGGAATGATTTGGAA |
|  |  |  |  |

**Table S3. Antibodies**

| Primary antibody,  Company (Product catalog number) | Primary Ab raised species, isotype, concentration | MW  (kD) | Secondary Ab Concentration | |
| --- | --- | --- | --- | --- |
|  |  |  | WB | IHC/ICC |
| TEM1/CD248  Proteintech (18160-1-AP) | Rabbit, IgG  (WB 1:4000; ICC 1:100) | 165 | 1:4000 | 1:200 |
| TEM1/CD248  Atlas Antibodies (HPA051856) | Rabbit, IgG  (ICC, IHC, IF 1:100) | - |  | 1:200 |
| GAPDH  Santa Cruz (sc-32233) | Mouse, IgG  (WB 1:5000) | 37 | 1:4000 |  |
| β-actin  Santa Cruz (sc-47778) | Mouse, IgG  (WB 1:2000) | 43 | 1:4000 |  |
| p-ERK  Santa Cruz (sc-7383) | Mouse, IgG  (WB 1:1000) | 42/44 | 1:4000 |  |
| ERK  Santa Cruz (sc-94) | Rabbit, IgG  (WB 1:10000) | 42/44 | 1:4000 |  |
| p- SMAD2  Cell signaling (8828S) | Rabbit, IgG  (WB 1:1000) | 60 | 1:4000 |  |
| SMAD2/3  Santa Cruz (sc-133098) | Mouse, IgG  (WB 1:1000; ICC 1:50) | 60 | 1:4000 | 1:200 |
| COL1A1  Santa Cruz (sc-293182) | Mouse, IgG  (IF 1:20) |  |  | 1:200 |
| FN1  Santa Cruz (sc-8422) | Mouse, IgG  (WB 1:1000; IF 1:20) | 210 | 1:4000 | 1:200 |
| α-SMA  Sigma (A2547) | Mouse, IgG  (IF 1:100) |  |  | 1:200 |
| Ubiquitin  Cell signaling (#3936) | Mouse, IgG  (WB 1:5000) | 220 | 1:4000 |  |
| Cyclin D1  Cell signaling (#2978) | Rabbit, IgG  (WB 1:5000) | 36 | 1:4000 |  |
| α-SMA  Abcam (ab5694) | Rabbit, IgG  (WB 1:5000) | 42 | 1:4000 | 1:200 |
| COL1A1  Santa Cruz (sc-8784R) | Rabbit, IgG  (WB 1:2000) |  | 1:4000 | 1:200 |
| TGFBR1  Santa Cruz (sc-101574) | Mouse, IgG  (WB 1:200) | 54 | 1:4000 |  |
| TGFBR2  Santa Cruz (sc-17792) | Mouse, IgG  (WB 1:200, IF 1:20, ICC 1:20) | 63-95 | 1:4000 | 1:200 |
| CD31  Santa Cruz (sc-1506) | Goat, IgG  (IF 1:20) |  |  | 1:200 |
| CD14  Santa Cruz (sc-1182) | Mouse, IgG  (IF 1:20) |  |  | 1:200 |
| Cytokeratin 14  Abcam (ab7800) | Mouse, IgG  (IF 1:200) |  |  | 1:200 |

**Table S4. Pathway analysis of gene ontology in differentially expressed genes of cluster 1 in Fig. 4D**

| Ranking | ID | Description | -LOG_10_ *P*-value |
| --- | --- | --- | --- |
| 1 | GO:0030198 | extracellular matrix organization | 28.76406 |
| 2 | GO:0043062 | extracellular structure organization | 28.66811 |
| 3 | GO:0031589 | cell-substrate adhesion | 23.08732 |
| 4 | GO:0001667 | ameboidal-type cell migration | 21.27629 |
| 5 | GO:0009100 | glycoprotein metabolic process | 20.96941 |
| 6 | GO:1901342 | regulation of vasculature development | 19.97379 |
| 7 | GO:0009101 | glycoprotein biosynthetic process | 18.29928 |
| 8 | GO:0090130 | tissue migration | 17.80523 |
| 9 | GO:0045765 | regulation of angiogenesis | 17.71907 |
| 10 | GO:0010631 | epithelial cell migration | 17.40397 |
| 11 | GO:0090132 | epithelium migration | 17.26612 |
| 12 | GO:0007264 | small GTPase mediated signal transduction | 16.42769 |
| 13 | GO:0007160 | cell-matrix adhesion | 16.40896 |
| 14 | GO:0070085 | glycosylation | 15.42294 |
| 15 | GO:0006486 | protein glycosylation | 15.16995 |
| 16 | GO:0043413 | macromolecule glycosylation | 15.16995 |
| 17 | GO:0043542 | endothelial cell migration | 15.10688 |
| 18 | GO:0045785 | positive regulation of cell adhesion | 14.82794 |
| 19 | GO:0030199 | collagen fibril organization | 14.4059 |
| 20 | GO:0032963 | collagen metabolic process | 14.24041 |
| 21 | GO:0007265 | Ras protein signal transduction | 14.04269 |
| 22 | GO:0071560 | cellular response to transforming growth factor beta stimulus | 13.98634 |
| 23 | GO:0034446 | substrate adhesion-dependent cell spreading | 13.94003 |
| 24 | GO:0001655 | urogenital system development | 13.83584 |
| 25 | GO:0090287 | regulation of cellular response to growth factor stimulus | 13.73381 |
| 26 | GO:0071559 | response to transforming growth factor beta | 13.69091 |
| 27 | GO:0034329 | cell junction assembly | 13.6125 |
| 28 | GO:0007229 | integrin-mediated signaling pathway | 13.47118 |
| 29 | GO:0010632 | regulation of epithelial cell migration | 13.44067 |
| 30 | GO:0051271 | negative regulation of cellular component movement | 12.98626 |
| 75 | GO:0016055 | Wnt signaling pathway | 9.415286 |
| 170 | GO:0008277 | regulation of G protein-coupled receptor signaling pathway | 6.139243 |
| 199 | GO:0035791 | platelet-derived growth factor receptor-beta signaling pathway | 5.819267 |
| 209 | GO:0035924 | cellular response to vascular endothelial growth factor stimulus | 5.711744 |
| 347 | GO:0044344 | cellular response to fibroblast growth factor stimulus | 4.548023 |
| 442 | GO:0007173 | epidermal growth factor receptor signaling pathway | 3.910373 |

How the deposited data were processed for this re-analysis (not part of the article)

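RNA-seq of mouse scars was analysed, with 3 male mice in each of 4 groups: the sham and traction groups of *Tem1* WT/WT and of *Tem1* lacZ/lacZ mice. The authors extracted RNA from one part of each scar, prepared stranded poly(A) libraries and sequenced them as paired-end reads. They removed bases of low quality with fastp, aligned the reads to GRCm38 with hisat2 and counted reads on genes with featureCounts. The authors deposited these counts as whole numbers for each gene and library, without normalization. The gene annotation, the strand setting and the handling of reads that align to several places are not named in the paper's text. Genes were used under the symbols in the files. Of the 18853 genes tested, 17663 (93.7%) had a symbol in the RefSeq table of GRCm38, from which Entrez identifiers and coordinates were taken. The exon of *Cd248* was taken from GENCODE vM21. A date-like or repeated symbol was found for 4 of the 35976 genes listed, and these were used as listed. The other assays of the study, IPA, xCell and gene ontology were not analysed here.

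Library totals were between 41536788 and 64644293 counts, with a median of 48173798, and the 10 highest genes of a library took 8.62% to 14.8% of its counts. A gene with 0 counts in a library of this size was read as below detection and not as absent. No pair of libraries of the same group was a copy of another. Same-numbered libraries of different groups came from different mice. Their numbers, taken from the sample labels, were used as a block only as an alternative.

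All analyses ran in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. Genes were filtered with edgeR's filterByExpr by group, normalized by TMM and fitted with robust quasi-likelihood in a single model of the 4 groups, which leaves 8 residual degrees of freedom. Tests were two-sided. The contrasts were traction against sham within each genotype, *Tem1* lacZ/lacZ against *Tem1* WT/WT within each treatment, and the genotype by traction interaction. Genes with a Benjamini-Hochberg adjusted p under 0.05 over all genes tested were taken as DEGs. Standard errors of log2 fold changes are approximate: each is the absolute log2 fold change divided by the square root of edgeR's F statistic. Levels were given in TMM-normalized CPM.

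Principal components were computed from variance-stabilized counts of the 500 most variable genes, and the position of the *Tem1* WT/WT traction group on each component was compared by an exact permutation test. Gene lists were tested with limma's camera test on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, adjusted over 27 lists. The lists were written by hand from well-known pathway and marker genes, in place of the IPA pathways and xCell scores, and share genes with the study's clusters and with each other. Patterns were described by complete-linkage hierarchical clustering of standardized log2 CPM into 4 groups, and by k-means.

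The samples' groups, the tests, the gene lists, the alternatives and the rule for naming genes were fixed before the data were examined. By that rule *Cd248*, each gene the paper names for these scars and, for each comparison, the 3 genes with the largest rise and the 3 with the largest fall were named, among DEGs with a mean log2 CPM of at least 1 and no overlap between groups. The 45 comparisons of 22 genes whose values are printed singly were chosen from these after the main summaries were seen, partly to leave out genes near 0 counts, and *Erdr1* and *Per1* were added after their values were seen.

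The alternatives were all genes with at least 1 count or genes with at least 10 counts in every library, the size factors of DESeq2 or upper quartile normalization in edgeR, DESeq2's Wald test, limma-voom with sample weights, a fit that was not robust, the replicate number as a block, only the 6 libraries of the groups compared, an adjusted p under 0.01, an absolute log2 fold change of at least 1, and leaving out each library in turn. Gene lists were also tested with correlations estimated for each list and with the rotation test fry. A correction of each library for GC content and gene length, 2 other ways to collect interaction genes with DESeq2, the patterns of the genes changed by traction and the alternatives for the lists with traction in *Tem1* lacZ/lacZ mice were added after the data were examined.

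The tests were first run on simulated data with the means and library sizes of the real libraries and 200 genes given a known change. These 200 genes were not taken from the lowest expressed, their changes were large, and all counts were drawn with edgeR's dispersion estimates. Recovery of smaller changes was not measured, and the tools were not compared under other dispersions. edgeR recovered 92.5% of these with 4 false calls, limma-voom 93.5% with 6 and DESeq2 98.5% with 57. Of the known interactions edgeR recovered 83.5%, limma-voom 81.0% and DESeq2 92.0%, with 6, 11 and 55 false calls. The list test found the 1 list that was shifted and called 0 of the others. Genes were drawn independently of each other there, so this does not test lists whose genes vary together.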

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

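The tests on library totals, on swaps of the genotypes, on the amount of muscle, on genes chosen in *Tem1* lacZ/lacZ libraries and on the total and the highest genes of replicate 1 of the *Tem1* WT/WT traction group were chosen after the result they address was seen. The correction for GC content and gene length and the test of the clock score in the traction groups alone were also added after the data were examined.

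Traction changed 16 of 27 gene lists differently in the 2 genotypes, by the test of the genotype by traction interaction (limma's camera, adjusted p under 0.05). The median log2 interaction was −0.59 for extracellular matrix and collagen, −0.32 for TGF-β response, −2.16 for inflammation and leukocyte migration, −0.61 for angiogenesis and −1.14 for hypoxia. It was −0.43 for fibroblasts, −2.76 for neutrophils, −1.17 for monocytes, −0.40 for endothelial cells, −1.14 for erythrocytes, −2.20 for wound edge keratinocytes and −1.11 for immediate early genes. It was 1.90 for hair follicle, 0.59 for keratinocytes, 0.51 for mast cells and 2.32 for skeletal muscle. Its size depended on the setting. Over 17 alternatives it ran from −0.82 to −0.22 for extracellular matrix and collagen and from −0.51 to −0.09 for TGF-β response. The range was −2.98 to −1.20 for inflammation, −0.64 to −0.10 for fibroblasts and −0.59 to −0.045 for endothelial cells. In 28 of 100 splits of the libraries, drawn within replicate numbers and including the real split, as many lists passed, with a median of 12 and at most 18 lists in the other splits. These splits permute all 4 groups and can carry the difference between treatments into the interaction. With the genotypes swapped only between same-numbered libraries of a treatment, so that each library kept its treatment, 9 of 32 swaps, including the real one, gave as many lists, with a median of 13 and at most 18 in the others. Some of these swaps leave the traction groups as they were. With inter-gene correlation estimated for each list, and with the rotation test fry, 0 lists passed (2 and 3 had an unadjusted p under 0.05). The number of lists that passed can therefore not be told apart from that of other assignments of the genotypes, and a smaller response to traction in *Tem1* lacZ/lacZ mice remains a hypothesis.

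Whether this smaller response came from choosing genes on the libraries that measured them, or from a single library, was tested on genes. In the 9 pairs of a traction and a sham library of *Tem1* WT/WT mice that had no part in choosing 500 genes, the median change was larger than in *Tem1* lacZ/lacZ mice in 9 pairs. With replicate 1 of the *Tem1* WT/WT traction group not used at all, the median change was 0.82, against 0.32 in *Tem1* lacZ/lacZ mice, and was larger in 6 of 6 pairs. All of these genes were chosen for their change in *Tem1* WT/WT mice. With 500 genes chosen on *Tem1* lacZ/lacZ libraries instead, the median change in the *Tem1* lacZ/lacZ pair left out was smaller than in *Tem1* WT/WT mice in 8 of 9 pairs, and not in the pair of replicate 2 of both *Tem1* lacZ/lacZ groups (0.60 against 0.58). The smaller response is thus not accounted for by measuring the genes on the libraries they were chosen on, nor by replicate 1 alone, but cannot be fully told apart from the choice of genes for their change in *Tem1* WT/WT mice. The pairs share libraries, and 3 mice per group leave a difference between mice of the groups for other reasons possible, so the response of the genotypes may differ for reasons that were not tested.

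Part of the lists may reflect how much of other tissues each piece of scar held. The 23 skeletal muscle genes rose and fell together between libraries of the same group, with a mean pairwise correlation of 0.828, where the highest of 1000 random lists matched on mean expression had 0.152. The SD of their mean level within the *Tem1* WT/WT sham group was 1.68 on the log2 scale. Their fall with traction in *Tem1* WT/WT mice (median −2.65) and their interaction can thus not be told apart from the amount of muscle in each piece. The median of the extracellular matrix list with traction in *Tem1* WT/WT mice, 1.20, was 0.80 with the muscle level as a covariate. It was 0.90 with the hair follicle level, so neither amount accounts for all of the rise of this list. No such covariate was run for the other lists.

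With traction in *Tem1* WT/WT mice, the largest rises among genes that the paper does not discuss and that met the rule for naming genes (DEGs with a mean log2 CPM of at least 1 and no overlap between groups) were those of *Cxcl3* (log2 fold change 7.84), *Cxcl5* (7.15) and *Mmp10* (7.10), and the largest falls those of *Trdn* (−5.27), *Xirp2* (−5.07) and *Ppp1r3a* (−3.94). *Cxcl3* rested on replicate 1 of the traction group, at 582 CPM against 2.38 and 21.3 CPM in replicates 2 and 3, and passed the threshold in 6 of 21 alternatives. *Mmp10* passed in 13 of 22 alternatives (log2 fold change from 2.82 to 7.70) and *Ppp1r3a* in 9 of 22 (from −5.46 to −2.68). *Cxcl5*, *Trdn* and *Xirp2* passed in 19, 17 and 14 of 22. *Trdn*, *Xirp2* and *Ppp1r3a* are known as muscle genes, and the amount of muscle in each piece, for which the muscle list had a mean correlation of 0.828, is a candidate explanation for their falls. Their own dependence on the amount of muscle was not tested. For *Cxcl3* and *Cxcl5*, reads shared between paralogs were not tested, since the handling of such reads is not stated.

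Replicate 1 of the *Tem1* WT/WT traction group had the highest neutrophil and inflammatory gene levels of the 12 libraries. Its mean level was 4.97 for neutrophil genes, against 1.14 and 0.88 in replicates 2 and 3 and from −1.78 to 0.48 in the other groups, and 4.09 for inflammatory genes, against 0.89 and 0.80. Of the inflammatory genes, 38 of 40 were highest in replicate 1 among the 3 mice of its group. Its total of 48824658 counts lay within the range of the other 11 libraries, and so did the share of counts on its 10 highest genes, 9.18% (8.62% to 14.8% in the others). Neither depth nor a few genes with most of the counts accounts for these levels. No batch is given for the libraries. A difference between mice, such as a more inflamed wound, may explain them, and the design gives no second measure of it.

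Technical explanations for the number of genes that differed with traction in *Tem1* WT/WT mice were tested over all genes. After removal of each library's trend on GC content and gene length, 1893 genes passed the threshold, against 1712 without the correction among the genes with these values (90.3% of those tested), and 1436 passed in both. The library total was lower in the traction group in 6 of the 9 pairs of a traction and a sham library, so the totals of the groups overlapped. GC content and gene length thus do not account for the number of genes. A part played by the totals is not excluded, as their medians were 48824658 with traction and 59216104 in sham mice. No fit at equal totals was run.

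*Cxcl1* had the largest fall but those of *Cd248* and *Nos2* among the DEGs between *Tem1* lacZ/lacZ and *Tem1* WT/WT mice with traction that met the rule for naming genes (log2 fold change −4.30, adjusted p = 0.0335 from edgeR, from 7.5e-12 to 0.285 over the alternatives). It is one of the inflammatory genes above and was highest in replicate 1 of the *Tem1* WT/WT traction group, at 66.4 CPM, but also at 37.6 and 15.8 CPM in replicates 2 and 3, against 1.38 to 2.54 CPM in *Tem1* lacZ/lacZ mice with traction. A smaller inflammatory response to traction in *Tem1* lacZ/lacZ mice is a hypothesis for this. The splits of the libraries counted genes and lists and did not test *Cxcl1* itself. Reads shared with paralogs were not tested.

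*Erdr1* was higher in *Tem1* lacZ/lacZ than in *Tem1* WT/WT mice both with traction (log2 fold change 6.09) and in the sham groups (4.63), at 165 to 406 counts per library against 2 to 22. It was chosen after its values were seen. A strain difference carried with the targeted allele was tested near *Cd248*. Of 265 genes within 10 Mb, 15 (5.66%) differed between the genotypes in the same direction in both treatments, against 3.83% of genes elsewhere, and 87.3% of 1238 windows of as many genes held fewer, which is within the range of other windows. *Erdr1* lies on chromosome X, so this test speaks to the targeted region and not to a strain difference at *Erdr1* itself, which was not tested. The neighbouring gene *Mid1* was lower in *Tem1* lacZ/lacZ mice, with a log2 fold change of −0.86 in the sham groups and −0.86 with traction, as it would be if reads of *Mid1* were counted on *Erdr1*. The rise of *Erdr1* can thus not be told apart from shared reads. A strain variant at *Erdr1* that is unrelated to TEM1 also remains a candidate explanation.

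*Per1* was lower in *Tem1* lacZ/lacZ than in *Tem1* WT/WT mice with traction (log2 fold change −2.02), and was chosen after its values were seen. In the sham groups the log2 fold change was −0.89 and did not pass the threshold in edgeR (adjusted p = 0.409), whereas DESeq2 called it (adjusted p = 0.0337), and the libraries did not overlap (log2 CPM from 5.54 to 5.84 in *Tem1* lacZ/lacZ and from 6.57 to 6.62 in *Tem1* WT/WT mice). Within treatments its level differed between the genotypes by −1.45 on the log2 scale (two-sided exact permutation test, p = 0.005, the smallest that the 400 permutations allow). Tissue collected at another time of day would have moved the other clock genes, whose score did not differ between the genotypes over both treatments (two-sided exact permutation test, p = 0.275). In the traction groups alone, a test added after the result was seen, the score was 1.02 higher in *Tem1* lacZ/lacZ mice, the direction opposite to that of *Per1* (two-sided exact permutation test, p = 0.2, where the smallest that the 20 splits allow is 0.1), and *Nfil3*, of the genes in antiphase, had a log2 fold change of −2.17 (adjusted p = 0.0951 from edgeR). The score of glucocorticoid targets did not differ either (two-sided exact permutation test, p = 0.48). With 3 mice per group these tests leave a difference in time or exposure possible, and a lower *Per1* in *Tem1* lacZ/lacZ mice is a hypothesis.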

How the results depend on the processing

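Several conclusions on the number of DEGs depended on the test and on which libraries were used; where a value changed, the cause was not tested. For traction in *Tem1* WT/WT mice, the count of 1725 DEGs stayed within 1.5 times under 8 alternatives: genes with at least 10 counts in every library (1620), DESeq2's size factors in edgeR (1806), upper quartile normalization (1673), a fit that was not robust (1778), the replicate block (1467, of which 1207 were among the 1725), an absolute log2 fold change of at least 1 (1199), leaving out replicate 1 of the *Tem1* lacZ/lacZ traction group (2108) and, added after seeing the data, the correction for GC content and length (1893). It was 1011 with all genes with at least 1 count, 3996 with DESeq2's Wald test (1695 of the 1725 among them), 748 with limma-voom (716 shared), 0 with only the 6 libraries of the groups compared and 0 at an adjusted p under 0.01, where 4876 and 5914 genes had an unadjusted p under 0.05. It ranged from 0 to 2861 across the 12 fits that each left out one library. The value of 0 came without replicate 1 or 2 of the *Tem1* WT/WT sham group, when 4229 and 4847 genes had an unadjusted p under 0.05.

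For *Tem1* lacZ/lacZ against *Tem1* WT/WT mice with traction, the 20 DEGs became 2222 with DESeq2's Wald test (the 20 among them), 0 with only 6 libraries (2969 at an unadjusted p under 0.05) and 6 at an adjusted p under 0.01, and from 3 to 1421 when one library was left out. Under the other alternatives there were 14 to 26. For traction in *Tem1* lacZ/lacZ mice, the count of 0 (1530 at an unadjusted p under 0.05) became 22 with DESeq2 and 435 with limma-voom, and from 0 to 73 when one library was left out. In the sham groups, the 2 genes that differed between the genotypes became 0 with at least 10 counts in every library (a filter that removes *Cd248* and *Erdr1*; 2103 at an unadjusted p under 0.05), 20 with DESeq2, and 1 each with limma-voom, with only 6 libraries and at an adjusted p under 0.01, and from 1 to 2 when one library was left out. The count of 0 interaction genes (1680 at an unadjusted p under 0.05) became 68 with DESeq2, and from 0 to 31 when one library was left out. Added after seeing the data, genes called by DESeq2 both for traction in *Tem1* WT/WT mice and between the genotypes with traction numbered 1707, and DESeq2's likelihood ratio test of any difference between the groups gave 5230. On simulated counts, which were drawn with edgeR's dispersion estimates, DESeq2 made 57 false calls where edgeR made 4. With 0 interaction genes, the share of interaction genes that were higher with traction, and their 4 patterns, had no value to vary.

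Other splits of the same libraries were fitted for each comparison. Of the 10 splits of 6 libraries, the real one and 3 others part all 3 same-numbered pairs, so the share cannot go below 1 in 4. The real split gave the most DEGs of the 4 for traction in *Tem1* WT/WT mice, between the genotypes with traction, and between the genotypes in the sham groups (1 of 4 in each). For traction in *Tem1* lacZ/lacZ mice the real split gave 0 genes, which all 4 of 4 splits reach by definition. The other 6 splits keep some same-numbered libraries together and gave at most 1 gene. For the interaction, the real split also gave 0 genes, so that 100 of 100 splits drawn within replicate numbers reach it by definition and the count tests nothing. The splits with the most genes gave 2609 and 2933; these splits permute all 4 groups and can carry the difference between treatments into the interaction. With the genotypes swapped only within treatments, at most 10 genes passed in the 32 swaps. For gene lists, 1 of 4 splits gave as many as traction in *Tem1* WT/WT mice (the others up to 15, with a median of 13) and 2 of 4 as many as between the genotypes with traction (up to 18). Among the 6 splits that keep some same-numbered libraries together, one gave 19 lists for the *Tem1* WT/WT libraries, more than the real split, and one gave 18 for the libraries of the traction groups. For traction in *Tem1* lacZ/lacZ mice, 2 of 4 splits gave 13 lists or more, the real one included, and the other 6 gave up to 12.

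Of 27 gene lists, 17 passed for traction in *Tem1* WT/WT mice, 16 between the genotypes with traction and 16 for the interaction. With inter-gene correlation estimated for each list, 0, 0 and 0 passed (2, 1 and 2 at an unadjusted p under 0.05). With fry, 11, 3 and 0 passed (3 at an unadjusted p under 0.05 in the last). DESeq2's size factors, the filter of at least 10 counts and the replicate block gave 15 to 17. With one library left out, 15 to 19, 15 to 20 and 12 to 19 lists passed. For traction in *Tem1* lacZ/lacZ mice, alternatives for the lists were added after seeing the data. There 13 lists passed, 0 with inter-gene correlation estimated for each list and 0 with fry (1 and 3 at an unadjusted p under 0.05), 13 to 15 with DESeq2's size factors, the filter of at least 10 counts or the replicate block, and 9 to 16 with one library left out. The distance of the *Tem1* WT/WT traction group on the first principal component, 46.1, was 55.9 with 1000 genes, 92.0 with all genes, 53.1 with log2 CPM and 41.4 to 54.4 with one library left out, in each case with the smallest p that the exact permutation test allows (0.00455, or 0.00606 and 0.0182 with one library of another or of this group left out).

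For single genes, 969 alternatives were computed for 45 comparisons of 22 genes, and 809 kept their direction and their side of the threshold. Of the others, 133 kept the direction and no longer passed the threshold (19 of them with only 6 libraries), and 21 came to pass it. The direction reversed in 6. The change of *Cd248* with traction in *Tem1* WT/WT mice reversed without replicate 3 of that group (from −0.050 to 0.81 with one library left out), and that of *P4ha1* with traction in *Tem1* lacZ/lacZ mice without replicate 3 of the sham group (from −0.27 to 0.0059). The interaction of *Col1a1* reversed with limma-voom (0.11) and without replicate 1 of the *Tem1* lacZ/lacZ sham group (0.09), replicate 3 of the *Tem1* WT/WT traction group (0.32) and replicate 1 of the *Tem1* lacZ/lacZ traction group (0.16), and ranged from −0.57 to 0.32 with one library left out.

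Same-numbered libraries are different mice. Their deviations from the group means correlated with a mean r of 0.0703 over 18 pairs, against −0.0347 over 36 pairs with different numbers, and the sham groups of the 2 genotypes had the highest mean, 0.164. The depth of 41536788 to 64644293 counts limits the precision of single genes near 0 counts, such as *Cd248* in *Tem1* lacZ/lacZ mice (0 to 13 counts).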

Differences from the paper's values

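The paper reports 2451 genes with an interaction difference from the mean level of their group at an adjusted p under 0.05. It does not name the contrast, so the genotype by traction interaction used here may not be the same test. The interaction test in edgeR gave 0 (1680 at an unadjusted p under 0.05). None of the alternatives set before the data were examined closed the gap: DESeq2's Wald test gave 68, leaving out one library gave up to 31, and the others gave 0. Genes called by DESeq2 both for traction in *Tem1* WT/WT mice and between the genotypes with traction, an alternative chosen after seeing the values, numbered 1707, which is within 1.5 times the paper's number. DESeq2's likelihood ratio test of any difference between the groups, also chosen after seeing the values, gave 5230, which is not.

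The paper states that the PPAR signaling and endocannabinoid pathways went down with traction in *Tem1* WT/WT mice and were more enriched in *Tem1* lacZ/lacZ mice with traction. Endocannabinoid genes had medians of −0.12 and −0.09 in these comparisons and passed the threshold under none of the 17 alternatives of each. PPAR signaling genes had a median of 0.40 between the genotypes with traction (adjusted p = 0.201 from limma's camera test) and passed under 2 of 17 alternatives, leaving out replicate 1 of the *Tem1* WT/WT traction group (adjusted p = 0.0450, over a range from 0.0450 to 0.958) or replicate 1 of the *Tem1* lacZ/lacZ traction group. Both lists were written by hand in place of the IPA pathways, so the differences may come from the lists.

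The paper states that chondrocyte scores rose, and neuron scores fell, with traction in *Tem1* WT/WT mice. It adds that *Tem1* deficiency reduced the chondrocyte scores under traction and restored the neuron scores. The medians of the lists used here were −0.01 and 0.15 for chondrocytes and −0.19 and 0.23 for neurons, and no alternative of the 17 passed the threshold in these comparisons. Of 17 genes on each list, 12 chondrocyte and 10 neuron genes were tested. These lists and that of adipocytes were written by hand in place of the xCell scores, so the differences may come from the lists. The paper states that *Tem1* knockout restored the adipocyte score. Adipocyte genes had a median of 0.80 between the genotypes with traction (adjusted p = 0.124 from limma's camera test), and the list passed under 3 of 17 alternatives, leaving out replicate 1 of the *Tem1* WT/WT traction group (adjusted p = 0.00481, over a range from 0.00481 to 0.78) or replicate 1 or 2 of the *Tem1* lacZ/lacZ traction group. The median turned to −0.14 without replicate 2 of the *Tem1* WT/WT traction group and to −0.37 without replicate 3 of the *Tem1* lacZ/lacZ traction group.

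The paper states that the genes of clusters 1 and 2 were inhibited in *Tem1* lacZ/lacZ mice with traction and that *Tem1* deletion abolished the change of clusters 3 and 4. The named genes of each cluster moved in the directions the paper gives, but in edgeR only *P4ha1* and *Nos2* passed the threshold between the genotypes with traction. DESeq2's Wald test called 10 genes of cluster 1, 13 of cluster 2 and *Krt36*, *Krt84* and *Lhx2* of the epidermal and hair follicle genes. Without replicate 2 of the *Tem1* WT/WT traction group, edgeR called 6 genes of cluster 1, 8 of cluster 2 and *Abcd3* of the fatty acid genes, and without replicate 3 of that group *Csf3r* and *Nos2* of cluster 2. The interaction passed for 0 of the 54 genes in edgeR (4, 9, 0 and 8 at an unadjusted p under 0.05 in clusters 1 and 2, the fatty acid genes and the epidermal and hair follicle genes), for *Nos2* without replicate 2 of the *Tem1* WT/WT traction group and for *P4ha1*, *Mmp9* and *Nos2* in DESeq2.

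For *Ccl2*, which the paper states was lowered by *Tem1* deficiency under traction, the log2 fold change between the genotypes with traction was −1.0 (adjusted p = 0.170 from edgeR) and passed under 0 of 22 alternatives. Its rise with traction in *Tem1* WT/WT mice passed with DESeq2, the replicate block, the correction for GC content and length (chosen after seeing the values) and without replicate 3 of the *Tem1* WT/WT sham group or replicate 2 of the *Tem1* WT/WT traction group. *Col1a1*, *Col1a2* and *Col3a1*, which the paper places in cluster 1, did not pass with traction in *Tem1* WT/WT mice in edgeR and passed with DESeq2, and *Col1a1* and *Col1a2* also without replicate 1 of the *Tem1* lacZ/lacZ traction group. The paper states that *Tem1* knockout abolished the effects of traction on fibrosis and inflammation pathways. With traction in *Tem1* lacZ/lacZ mice the extracellular matrix list had a median of 0.51 (adjusted p = 4.8e-06 from limma's camera test) and the inflammation list of 0.55 (adjusted p = 0.0287), less than in *Tem1* WT/WT mice. With inter-gene correlation estimated for each list neither passed (adjusted p = 0.737 for both), and 2 of 4 splits of the *Tem1* lacZ/lacZ libraries gave as many lists, so that whether traction still changed these lists in *Tem1* lacZ/lacZ mice cannot be told.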

Other observations

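The test on *Xist* was chosen after the levels of Y-linked genes were seen.

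The sum of 4 Y-linked genes was lowest in the 3 libraries of the *Tem1* WT/WT traction group, at 193, 238 and 119 CPM in replicates 1, 2 and 3 against 289 to 359 CPM in the other groups. Tissue or RNA of a female mouse in replicate 3 would have raised *Xist*, which was at 0.0369 CPM, within the range of the other libraries (0.0194 to 0.353 CPM). Replicates 1 and 2 of the group, at 0.123 and 0.129 CPM, also lay within this range, so female tissue or RNA does not account for the lower sum in the group. No other technical and no biological explanation was tested.

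Without traction, hair follicle genes were lower in *Tem1* lacZ/lacZ than in *Tem1* WT/WT mice (median log2 fold change −0.61, adjusted p = 7.6e-04 from limma's camera test) and wound edge keratinocyte genes higher (1.10, adjusted p = 0.00228). In the sham groups 4 of 4 splits of the libraries gave as many lists.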
